# Impact of mothers' early life exposure to low or high folate on progeny outcome and DNA methylation patterns

**DOI:** 10.1093/eep/dvaa018

**Published:** 2020-11-18

**Authors:** Lundi Ly, Donovan Chan, Mylène Landry, Camille Angle, Josée Martel, Jacquetta Trasler

**Keywords:** folic acid, maternal effects, DNA methylation, histone methylation, developmental programming, DOHaD, epigenetics, intergenerational effects, oocyte

## Abstract

The dynamic patterning of DNA and histone methylation during oocyte development presents a potentially susceptible time for epigenetic disruption due to early life environmental exposure of future mothers. We investigated whether maternal exposure to folic acid deficient and supplemented diets starting *in utero* could affect oocytes and cause adverse developmental and epigenetic effects in next generation progeny. Female BALB/c mice (F0) were placed on one of four amino acid defined diets for 4 weeks before pregnancy and throughout gestation and lactation: folic acid control (rodent recommended daily intake; Ctrl), 7-fold folic acid deficient, 10-fold folic acid supplemented or 20-fold folic acid supplemented diets. F1 female pups were weaned onto Ctrl diets, mated to produce the F2 generation and the F2 offspring were examined at E18.5 for developmental and epigenetic abnormalities. Resorption rates were increased and litter sizes decreased amongst F2 E18.5-day litters in the 20-fold folic acid supplemented group. Increases in abnormal embryo outcomes were observed in all three folic acid deficient and supplemented groups. Subtle genome-wide DNA methylation alterations were found in the placentas and brains of F2 offspring in the 7-fold folic acid deficient , 10-fold folic acid supplemented and 20-fold folic acid supplemented groups; in contrast, global and imprinted gene methylation were not affected. The findings show that early life female environmental exposures to both low and high folate prior to oocyte maturation can compromise oocyte quality, adversely affecting offspring of the next generation, in part by altering DNA methylation patterns.

## Introduction

Folic acid supplementation for the prevention of neural tube defects (NTDs) has been well established through randomized trials, with a reported 93% reduction in NTDs [1, 2]. Consequently, in many countries, the food supply is currently fortified with folic acid and periconceptional folic acid supplementation (≥0.4 mg/day) is recommended for women of reproductive age [3, 4]. While high doses of folic acid of 4–5 mg/day are often used for women at elevated risk for NTDs, concerns have been raised regarding the safety of high dose folic acid supplements in terms of offspring health [5]. The great success of folic acid fortification measures across North America has led to women exceeding the recommended daily intakes. For instance, in a recent Canadian study, 90.4% of surveyed pregnant women exceeded the upper limit of 1 mg/day, adding to the concern [6]. However, at the same time, it should be noted that a subpopulation (6.7%) of this Canadian cohort had folate intakes below the Estimated Average Requirements. Similarly, in a recent study from the USA, 21.2% of children and adults studied were reported to have inadequate folate levels with increased risks associated with low economic status [7]. Thus, despite folic acid supplementation programmes, conditions of both low and high folate occur within the North American population.

The vitamin folate or its synthetic form used in supplements, folic acid, is important for one-carbon metabolism and biological methylation reactions including those involved in the key epigenetic modifications of DNA and histone methylation. Thus, exposures of females to low or high folate have the potential to impact epigenetic patterning in their offspring during development. A number of studies have found evidence of epigenetic perturbations in somatic tissues of offspring exposed to low or high folate during gestation. For example, mouse and rat studies have examined the effects of moderate to high dose supplementation (2.0- to 20-fold rodent daily recommended intake) and reported altered DNA methylation patterns in offspring somatic tissues, including the brain [8–12]. In a large human study, increased maternal plasma folate status was linked to decreased DNA methylation levels in cord blood [13]. In contrast, tissues that have received little attention regarding low or high folate exposures during gestation are the germ cells of the embryo and fetus. The epigenome, including both DNA and histone methylation, is reprogrammed in the embryonic gonad and thus is likely to represent one of the most susceptible tissues to the induction of epigenetic defects [14, 15]. Furthermore, altered epigenetic profiles in germ cells have the potential to be transmitted by mature oocytes or sperm and result in intergenerational effects.

A few studies have examined the epigenetic impact of low and or high folate on developing male germ cells. Paternal lifetime folate deficiency, starting *in utero* and continuing postnatally, in a mouse model, resulted in altered histone and DNA methylation in sperm and led to increased birth defects in the next generation offspring [16]. In a previous study, we showed that a similar lifetime exposure to both folic acid deficient (FD) and supplemented (FS) diets in males was associated with altered DNA methylation in sperm and adverse effects in the next generation offspring, including increased death in the early postnatal period and altered epigenetic patterning in somatic tissues [12]. Together, these studies indicate that gestational exposures to low or high folate can affect epigenetic patterning in germ cells with intergenerational consequences.

Like sperm, oocytes transmit key epigenetic information from parent to offspring. As in male germ cells, DNA methylation patterns are, for the most part, erased in female primordial germ cells at mid gestation [15]. However, while in males DNA methylation reacquisition begins in the prenatal gonad, in the female, DNA methylation patterns in germ cells are only acquired after birth when oocytes enter the growth phase preceding ovulation [17, 18]. Histone methylation dynamics during female germ cell development are complex with certain marks, such as histone 3 lysine 36 trimethylation (H3K36me3), preceding and necessary for DNA methylation, and evidence of interactions between different types of histone methylation marks [18–23]. Thus, it is likely that the timing during germ cell development for female and male germ cells to be susceptible to the effects of low and high folate will be different.

A few studies suggest that early female germ cells will be susceptible to the induction of epigenetic alterations by differing gestational environments. For the well-studied agouti viable yellow locus, when females of the F0 generation were given methyl donors on days 8.5–15.5 of gestation, a shift of coat colour, associated with increased methylation of the intracisternal a particle element found at the locus, was seen in F2 offspring of the F1 dams [24, 25] The results indicate that DNA methylation, at least at a single locus, can be influenced by methyl donor supply in early female germ cells. In an additional example, involving impaired folate metabolism (methionine synthase reductase or *Mtrr* mutation) rather than diet, there was evidence of maternal grandparental transmission of epigenetic instability and birth defects across several generations [26].

The rationale for this study was based on accumulating evidence that women are exposed to too little and too much folic acid during pregnancy and that both types of exposures can impact the epigenome and potentially be passed on to the next generation. Here, our goal was to use a well characterized mouse model to examine the intergenerational impact of both low and high folate on early female germ cells.

## Methods

### Mice and Diets

All procedures respected the Canadian Council on Animal Care and the study was approved by the McGill University Animal Care Committee. Animals were housed at the Research Institute of the McGill University Health Centre pathogen-free animal facility under a 12 hour Light: 12 hour Dark cycle in a temperature and humidity-controlled environment with *ad libitum* food and water.

Figure 1 outlines the diet exposures and breeding schemes. Eight-week-old (F0) female BALB/c mice (n = 15/group) (Charles River, Canada) were fed one of four amino-acid defined diets (Harlan Teklad, USA) for 4 weeks prior to mating: folic acid control (Ctrl; 2 mg/kg diet) containing the rodent recommended daily intake of folic acid for mice [27], 7-fold folic acid deficient (7FD; 0.3 mg/kg diet), 10-fold folic acid supplemented (10FS; 20 mg/kg diet) or 20-fold folic acid supplemented (20FS; 40 mg/kg diet) diets. *De novo* synthesis of folate by intestinal bacteria was prevented by supplementing diets with 1% succinylsulfathiazole. These same diets have been used in other studies of developmental effects of folate deficiency and supplementation [12, 16, 28–30]. After 4 weeks on the diets, females were mated with sexually mature, 10-week-old F0 male BALB/c mice maintained on regular mouse chow diets (Product #2018, Harlan Teklad, USA). Throughout mating, gestation and lactation, the F0 females remained on their respective diets until the F1 female offspring were weaned at postnatal day (PND) 20 onto Ctrl diets.

**Figure 1.**
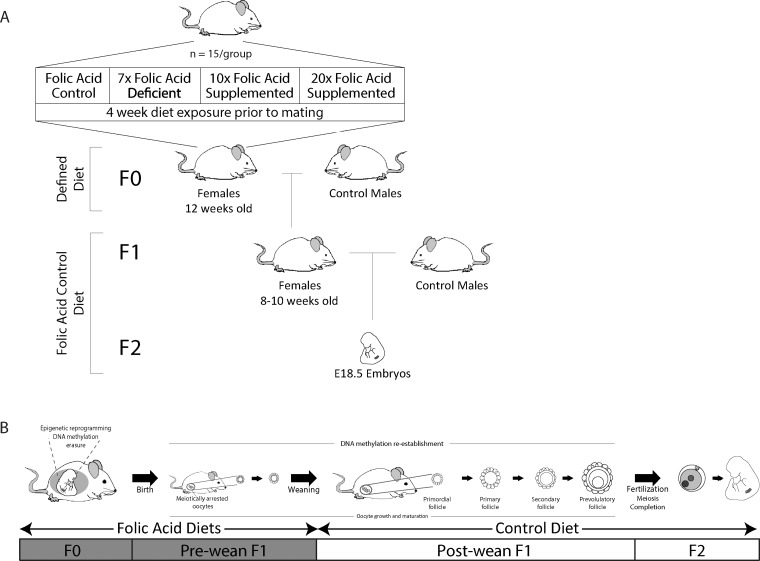
Study design for effects of prenatal female exposure to folate deficiency and folic acid supplementation. (A) Scheme outlining times of exposure to folic acid diets at each generation. BALB/c F0 ♀ (*n* = 15) were exposed to one of four defined diets: folic acid control diet (Ctrl; 2 mg/kg folic acid), 7-fold folic acid deficient diet (7FD; 0.3 mg/kg), 10-fold folic acid supplemented diet (10FS; 20 mg/kg) or 20-fold folic acid supplemented diet (20FS; 40 mg/kg). F1 females were weaned onto their Ctrl diets. (B) Outline of folic acid exposures and coinciding epigenetic events in female germ cell development.

At 8–10 weeks of age, 54 F1 females, representative of 10 Ctrl, 11 FD, 10 10FS and 9 20FS different original F0 litters per diet group, were mated with 10-week-old male BALB/c mice fed regular mouse chow. Throughout mating and gestation, the F1 females were fed the folic acid control diet (Ctrl; 2 mg/kg diet) (Harlan Teklad, USA). The presence of a vaginal plug on the morning after mating was designated as 0.5 days post coitum (dpc). At E18.5, ovaries from the F1 females were collected to determine the number of ovulation sites by counting corpora lutea (CL). Uterine horns were removed and opened to assess implantation by counting viable embryos and resorption sites. Pre-implantation loss was calculated for each female as the difference between the number of CLs and implantation sites. The difference between the numbers of implantation and resorption sites was used as a measure of post-implantation loss. Placentas, viable embryos and resorption sites were removed and weighed. Embryos were sexed by anogenital distance and later verified by sexing PCR to ensure accuracy as described in [31], their crown-rump length measured and evaluation of gross morphological abnormalities performed. Referring to ‘The Atlas of Mouse Development’ [32], embryos and late resorptions were examined for developmental delay and malformations such as cleft palate, closed eyelids, pointy nose, thick neck, curved tail, back and limb malformations. Embryos that deviated by 2 SDs from the means of the mean embryo weights, calculated per litter, across the Ctrl, were considered either growth restricted (2 SDs below mean of means) or growth enhanced (2 SDs above mean of means).

### Tissue Collection

Tissue collection was done as previously described [12]. Briefly, following sacrifice of F1 female mice at 18.5 dpc, placenta and brain frontal cortices (anterior 1 mm of whole brains) from embryos were isolated, flash frozen and kept at −80°C until use.

### DNA Methylation Analyses

Analysis of imprinted gene DNA methylation was performed as previously described [12]. Frozen tissues were homogenized using mortar and pestle. DNA was isolated from ∼10mg of samples using the DNeasy Blood and Tissue kit (Qiagen, Germany). Bisulphite treatment of genomic DNA was performed using the EpiTect Bisulfite kit (Qiagen, Germany). Imprinted germline differentially methylated domains (gDMDs) were amplified using primers specific to pyrosequencing applications and sequenced using the PyroMark Gold Q24 Reagents (Qiagen) and the PyroMark Q24 Vacuum Workstation (Qiagen). Previously established primers used for assessment of *H19* [31], *Snrpn* [31], *Kcnq1ot1* [33], *Peg1* [34] and *Peg3* [33] are listed in Supplementary material and Table S1.

Global DNA methylation was assessed using the Luminometric Methylation Assay (LUMA) as previously described [12]. Briefly, duplicate digestions were carried out for both restriction enzymes HpaII and MspI (Thermo Fisher Scientific, USA). Samples were analysed on a Pyrosequencer Q24. Percentage methylation was calculated using the normalized peak ratios of HpaII over MspI as in the following formula: % Methylation = 100 [1-(HpaII/EcoRI/MspI/EcoRI)].

Reduced representation bisulphite sequencing (RRBS) libraries were generated using previously used and published protocols and the gel-free technique [35–37]. RRBS was carried out on *n* = 5–6 samples/diet/tissue (placenta and brain cortex). DNA samples of 500 ng were digested using the methylation-sensitive restriction enzyme, MspI, followed by end repair and A-tailing. Fragment size selection was performed with AMPure XP beads (Beckman Coulter, Brea, CA, USA). After ligation to methylated adapters (Illumina), DNA samples were bisulphite converted twice followed by a subsequent AMPure bead clean-up. RRBS libraries were prepared by large scale PCR. Placenta and brain cortex DNA libraries were then multiplexed for paired-end sequencing with twelve samples per lane of a HiSeq 2000 sequencer (Illumina) followed by initial data processing and alignment of reads by the software pipeline BSMAP (version 2.6) [38]. MethylKit software (version 0.5.3) was used for identification of differentially methylated tiles (DMTs) after folate deficiency or folic acid supplementation. This software implements the Benjamini–Hochberg false discovery (FDR)-based method for *P*-value correction and only DMTs passing the q-value threshold (*q *= 0.01) were considered [39]. Analysis was based on 100-bp step-wise tiling windows, containing ≥2 CpGs per tile and ≥10 × CpG coverage of each tile per sample. The methylation level of a 100-bp tile was the average of all CpGs within the tile. If significant changes of DNA methylation after folate deficiency or folic acid supplementation exceeded 10%, the tile was designated as a DMT; further annotation of DMTs was performed by the HOMER software (version 3.51). Summary statistics for RRBS are shown in Supplementary Table S2. DAVID Bioinformatic Functional Annotation Tool (v6.7) was used for gene ontology analysis.

As done previously, validation of RRBS results was carried by pyrosequencing on a subset of DMTs in placental samples [31, 37]. Details of the individual pyrosequencing assays are shown in Supplementary Table S3.

We also determined whether any DMTs were found in regions that would normally inherit DNA methylation marks from the maternal allele but not the paternal allele. To do this, we used publicly available methylation data from mouse sperm (GSE34864)[36], germinal vesicle oocytes (GVO-DRA00570) [40] and from the maternal allele from the inner cell mass (ICM) (GSE56697) [41]. Methylation data were obtained from each germ cell type/developmental stage and processed to obtain DNA methylation across 100-bp regions, similar to RRBS. To target regions where DNA methylation was specifically inherited from the maternal allele, we included only regions where sperm methylation was low (≤10%) and GVO/ICM methylation was greater than or equal 25%; these regions were then intersected with our DMTs using the intersectBed function of bedtools (version 2.26.0).

### Statistical Analysis

Results are expressed as the mean ± SEM, unless stated otherwise. Data were graphed and analysed with Prism 5 (GraphPad Software Incorporated, USA). Comparisons and statistical calculations were made by Fisher’s exact test (embryonic outcomes), ANOVA followed by the Dunnett’s multiple comparison test compared to control (reproductive outcomes), one-way ANOVA (global and imprinted gene methylation) or t-tests (sex differences in methylation). A level of significance for the analyses was set at *P* < 0.05.

## Results

### F1 Female Body Weight was Not Affected by Gestational and Early Postnatal FD and FS Diet Exposures

First, we evaluated the impact of the diets on outcomes in the F1 progeny and on the F1 female body weight as a general measure of health. The impact of the diets on F1 litter sizes has been reported previously; there were no significant differences observed in litter sizes or sex ratios between the diet and control groups [12]. Adult body weight did not differ between females exposed to control diets as compared to females exposed to the different FD and FS diets administered prenatally from conception to birth until weaning (Supplementary Fig. S1; mean 28.7, 28.4, 28.0 and 26.5 g in Ctrl, 7FD, 10FS and 20FS, respectively). Thus, as previously shown for F1 males [12], there was no apparent major effect of the diets on the health of the F1 females.

### Pre-Weaning Folate Deficiency or Folic Acid Supplementation during F1 Mothers’ Early Life Resulted in Decreased Offspring (F2) Litter Sizes and Increased Abnormal Outcomes

Next, we assessed whether the oocytes of the F1 mothers had been impacted by the folate diets by examining effects on offspring of the F2 generation. F2 litters produced from F1 mothers from 20FS exposed groups displayed decreased litter sizes at E18.5 (Fig. 2A). F2 pre-implantation loss, and embryo and placenta weights were not affected by the mothers’ diet (Fig. 2B–D). However, increased resorptions amongst F2 litters at E18.5 from 20FS exposed F1 females were observed (Fig. 2E). The data shown in Fig. 2A–E are also shown as individual data points in Supplementary Fig. S2 with evidence of a few outliers in all groups.

**Figure 2.**
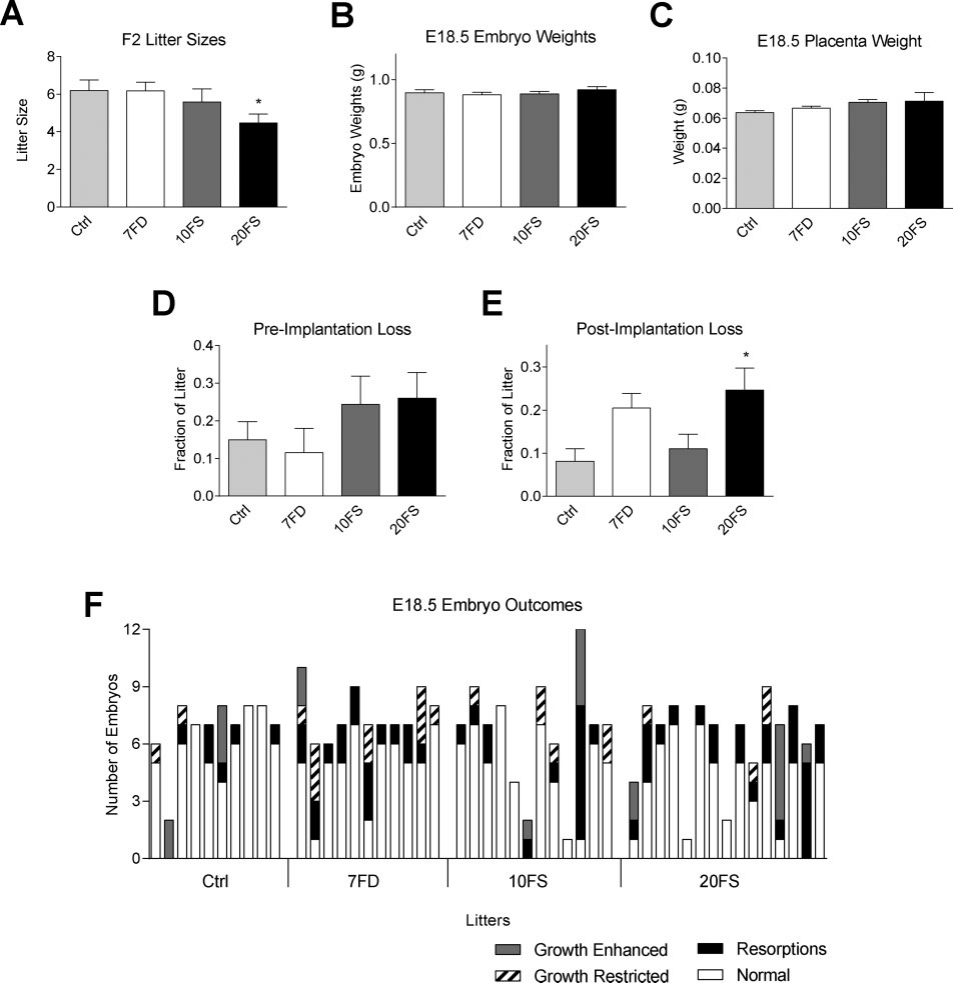
Effects of mothers' preweaning exposure to folate deficiency and folic acid supplementation on future reproductive outcomes in F2 at E18.5. (A) F2 litter sizes at E18.5 (*n* = 10–15 F2 litters). (B) F2 embryo weights at E18.5 and (C) F2 placental weights at embryonic day 18.5 (*n* = 49–59 embryos). (D) Pre-implantation loss of F2 at E18.5 (*n* = 10–15 F2 litters). (E) Post-implantation loss of F2 at E18.5. (F) Incidence of fetal abnormalities at embryonic day 18.5 per litter (*n* = 10–15 litters); growth restriction and enhancement are defined as a 2-fold SD difference of embryo weight to the group mean of litter mean weights (Ctrl, folic acid control diet; 7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented). *P <0.05 by one-way ANOVA with Dunnett's multiple comparisons test.

Resorptions, growth enhancement or growth restriction were designated as abnormal outcomes. A trend was noted for a higher proportion of embryonic abnormalities among litters coming from F1 mothers exposed to the FD and FS diets as compared to mothers on the control diet (Fig. 2F). Whereas 4 of 10 control group litters had more than one abnormal outcome per litter, there were 24 out of 34 litters amongst the 7FD, 10FS and 20FS groups with more than one abnormal outcome per litter (*P*  = 0.08, Fisher’s exact test). Together the results suggest that the diets, in particular the 20FS, adversely affected F2 pregnancy outcomes. However, placenta weights were unaffected and those offspring that survived had normal weights at E18.5. Embryo/placental ratios are shown in Supplementary Fig. 2F, with no evidence of diet-associated altered ratios that would be indicative of placental insufficiency.

### Global and Imprinted Gene DNA Methylation in Offspring was Not Affected by F1 Mothers’ Early Life Exposure to Folate Deficiency or Folic Acid Supplementation

To determine if the decreased litter sizes and increased abnormal outcomes in F2 litters at E18.5 could be associated with epigenetic disturbances in the F1 oocytes that were inherited by the offspring, global and imprinted gene DNA methylation were determined in F2 E18.5 placentas (Fig. 3) and embryonic brain cortex (Fig. 4). E18.5 F2 embryos were chosen to represent offspring from F1 mothers of 10 different original F0 females per group. No evidence of sex differences was found in global methylation by LUMA (*n* = 5–6/group/sex) or in imprinted gene methylation (*n* = 9–11/sex/group) in either placental or cortex tissues (Supplementary Figs. S3 and S4, respectively). Therefore, both males and females were combined for downstream analysis.

**Figure 3.**
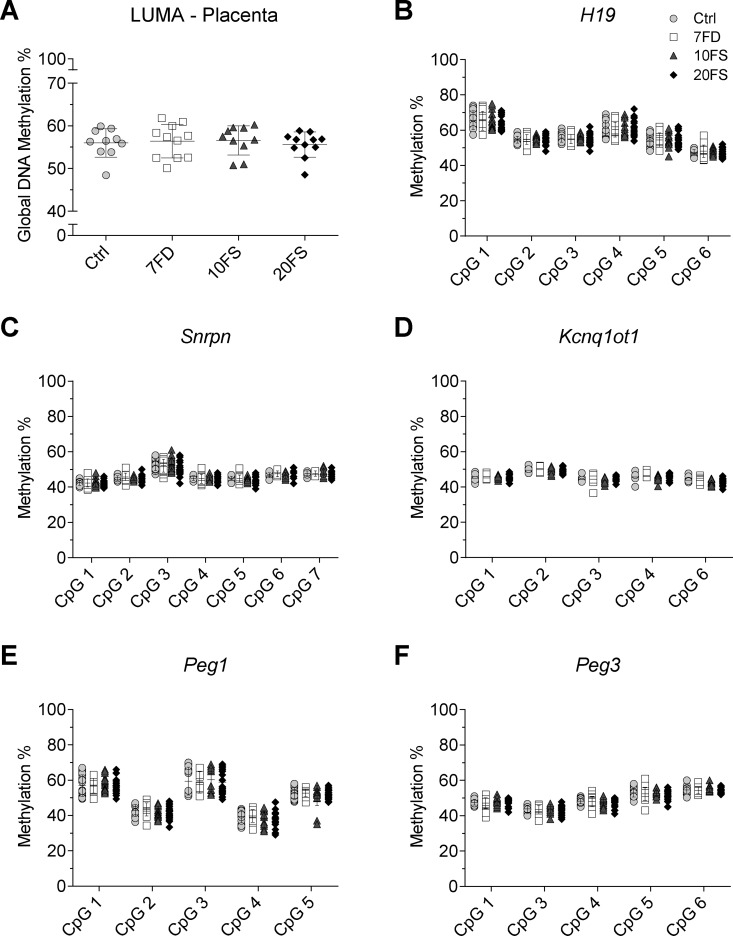
F2 E18.5 placenta global DNA methylation and DMR methylation at imprinted genes. (A) Global DNA methylation was measured using LUMA (*n* = 5–6/group/sex). Loci of paternally methylated gene (B) *H19* (*n* = 9–11/group/sex) and maternally methylated genes (C) *Snrpn*, (D) *Kcnq1ot1*, (E) *Peg1* and (F) *Peg3* (*n* = 9–11/group/sex) methylation levels were quantified by bisulphite pyrosequencing (Ctrl, folic acid control diet; 7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented).

**Figure 4.**
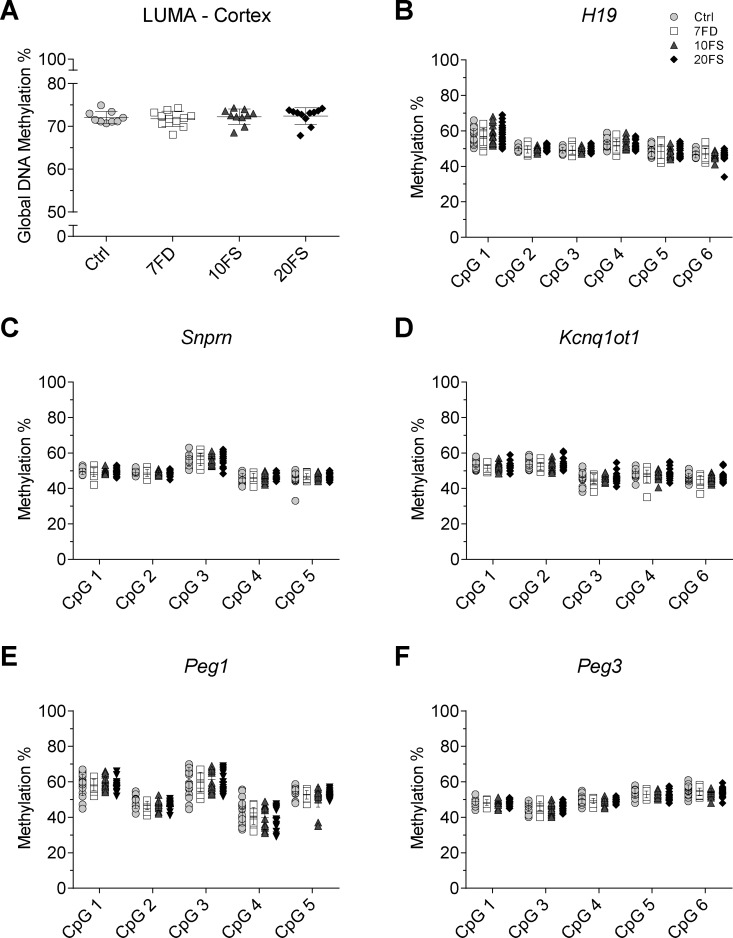
F2 E18.5 cortex global DNA methylation and DMR methylation at imprinted genes. (A) Global DNA methylation was measured using LUMA (*n* = 5–6/group/sex). Loci of paternally methylated gene (B) *H19* (*n* = 9–11/group/sex) and maternally methylated genes (C) *Snrpn*, (D) *Kcnq1ot1*, (E) *Peg1* and (F) *Peg3* (*n* = 9–11/group/sex) methylation levels were quantified by bisulphite pyrosequencing (Ctrl, folic acid control diet; 7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented).

Mean global methylation in placenta and brain cortex ranged from ∼55% to 73%, with no significant differences observed between the groups (Figs. 3A and 4A). An assessment was performed at a gene-specific level in placenta and brain cortex for the well characterized gDMDs of the paternally methylated imprinted gene *H19* and the maternally methylated imprinted genes *Snrpn*, *Kcnq1ot1*, *Peg1* and *Peg3*. Methylation levels averaging ∼50% for all imprinted genes were observed, as expected for a somatic or non-germ cell tissue (Figs 3B–F and 4B–F). Both global and imprinted gene methylation were assessed in males and females independently, and also showed no effect of the diets (Supplementary Figs. S3 and S4). Overall, no differences were observed for global and mean imprinted gene DNA methylation of placenta or cortex tissues.

### F1 Mothers’ Early Life FD and FS Diets are Associated with Subtle Genome-Wide DNA Methylation Alterations in the Placenta and Brain Cortex of F2 Offspring

To assess whether more subtle changes in genome-wide DNA methylation may have occurred in the F2 offspring, RRBS was performed on the placenta and brain cortex tissues at E18.5. RRBS was carried out on matched placenta and cortex sample of males (*n* = 5–6/tissue/group) as no evidence of sex differences had been found for the methylation of imprinted genes. 

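Placental methylation was compared between 6 embryos of each diet, Ctrl, 7FD, 10FS and 20FS, each embryo from a different F1 dam. RRBS calls per placenta library ranged from 89102371 to 106736709 in Ctrl with a median of 95889633, from 75303455 to 108378504 in 7FD with a median of 90322164, from 71358507 to 109008541 in 10FS with a median of 93184138, and from 89212646 to 108884862 in 20FS with a median of 105196058. The authors trimmed the reads, aligned them to build mm10 with BSMAP and counted methylated and unmethylated calls at each CpG cytosine, which are the values used here. From these counts, CpGs with at least 10 calls were summed into 100-bp tiles, and a tile was tested where every embryo of both groups held at least 2 such CpGs. Each tile was tested by logistic regression on the calls pooled over the embryos of a diet, and a tile with an adjusted p under 0.01 and a difference over 10 percentage points was taken as a DMT. This model takes the sequencing calls as its units, so the same regression was also fitted with a dispersion estimated for each tile, which takes the embryos as its units. Of single changes to these rules, applying the minimum of 10 calls to the tile in place of the CpG and leaving out Ctrl dams FCD101F and FCD123A raised the placental numbers most, and a difference over 15 points and the tests on embryos lowered them most. Sample labels give the sex as female, while the paper states that males were used, and for Ctrl dam FCD123A they name different embryos for placenta and cortex. Sex enters no comparison.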

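Tiles that met the coverage minimum in every embryo of both groups numbered 39462 for 7FD, 48156 for 10FS and 46799 for 20FS in placenta, and 86373, 84488 and 80422 in cortex. At the transcription factor gene Vsx2, for example, 10 placental tiles could be tested for 10FS, while Angpt2, which encodes a ligand of the vascular receptor Tie2, held 1. Simulated tiles with the depth and the spread between embryos of the real ones were used to check what each test can find. Of 50 simulated placental tiles shifted by 15 points, the pooled test called 47 in each of the 3 comparisons, and the test on embryos called 10, 4 and 14. Among simulated tiles left unchanged, the pooled test called 291, 360 and 303, and the test on embryos called 0.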

Analysis of ∼1.5 million CpGs was performed in 100-bp tiles to identify regions with differential methylation between the low or high folate and control groups (i.e.100-bp tiles exhibiting gain or loss of 10% methylation from the FD and FS exposures: DMTs). Heatmaps of the RRBS results are shown in Supplementary Fig. S5. 

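Gad1, Elf5 and Meg3 were among the genes that differed between placenta and cortex of the 6 Ctrl embryos by limma. At Gad1, which encodes a GABA-synthesizing enzyme, a tile on chr2 from 70563701 was 0.250 ± 0.405% methylated in cortex and 47.5 ± 6.44% in placenta (mean ± SD, n = 6 each). At Elf5, a transcription factor gene of trophoblast stem cells, a tile on chr2 from 103421001 was 63.5 ± 5.12% methylated in cortex and 20.7 ± 4.92% in placenta. The imprinted non-coding gene Meg3 held 4.98 ± 1.90% in cortex against 76.2 ± 4.25% in placenta in a tile on chr12 from 109546001. Over 36682 tiles covered in all 45 libraries, the most strongly correlated library came from the same tissue for 45 of them. The median Pearson correlation across tiles was 0.988 between placentas, 0.997 between cortices and 0.920 between a placenta and a cortex, and the highest between-tissue value, 0.933, was under the lowest within-placenta value of 0.956. Tiles are not independent replicates, so these correlations describe likeness only.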

For all samples, as well the individual groups, the cortex and placenta samples clearly clustered within the individual tissue type. 

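Mean methylation of the covered tiles in placenta was 21.6 ± 1.08% in Ctrl, 22.2 ± 0.386% in 7FD, 22.2 ± 0.469% in 10FS and 22.3 ± 0.326% in 20FS (mean ± SD, n = 6 embryos each, 38875 tiles). In cortex it was 28.7 ± 0.223% in Ctrl (n = 6), 28.7 ± 0.113% in 7FD, 28.6 ± 0.499% in 10FS and 28.4 ± 0.588% in 20FS (n = 5 each, 78856 tiles). Differences between a diet and Ctrl lay within the spread of the embryos, with a lowest adjusted p of 0.594 over the 6 comparisons (exact permutation test, two-sided). The mean correlation of placentas was 0.986 within a diet and 0.985 between diets, with a one-sided p of 0.106 from a permutation test of the diet labels, and in cortex it was 0.995 within and between diets, with a p of 0.562. For 11 of the 45 libraries, the most strongly correlated library came from both the same tissue and the same diet. The lowest Ctrl placenta, of dam FCD101F, held 19.7%. Power was not estimated for these means, so a difference the size of these SDs could have been missed with this number of embryos.

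**Figure D1:**
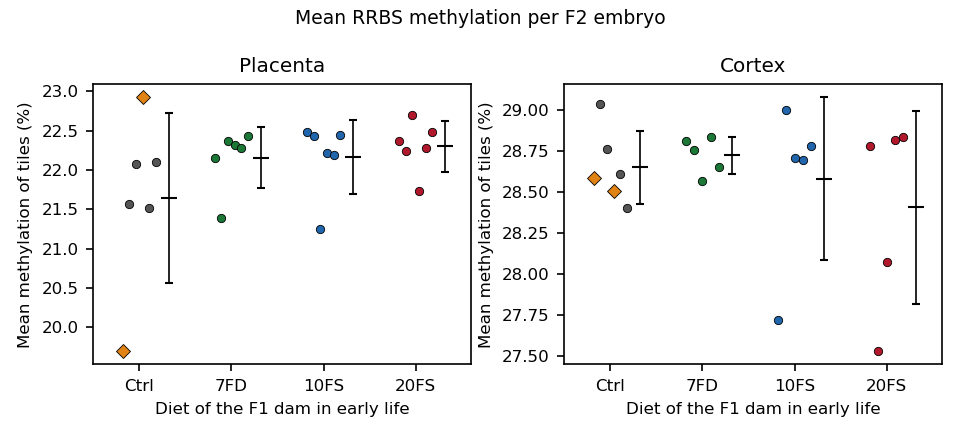
Mean methylation of the covered 100-bp tiles (y axis, %) by diet in placenta and in cortex, with each point an embryo and black bars the mean ± SD. Ctrl embryos of dams FCD101F and FCD123A are drawn as orange diamonds, and the placenta of dam FCD101F lies lowest at 19.7%.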

For the data as a whole, within placenta or cortex, there was no evidence of clustering between groups suggesting that overall genome-wide methylation differences between the groups were small, requiring a more detailed analysis of individual tiles using MethylKit.

Using MethylKit, the F1 mothers’ early life exposures to the 7FD, 10FS and 20FS diets resulted in 907, 1163 and 1116 DMTs, respectively, in placentas of F2 offspring (Fig. 5). 

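At Klhdc7b, a gene of a kelch domain protein, placental methylation of a tile on chr15 from 89385801 to 89385900 was 65.1 ± 7.57% after 7FD and 43.3 ± 9.27% in Ctrl (mean ± SD, n = 6 each, 45 to 179 calls per embryo). At Btbd11, which encodes a BTB domain protein, a tile on chr10 from 85598901 to 85599000 was 37.8 ± 8.04% methylated after 10FS against 21.9 ± 2.75%. After 20FS, Lingo1, a negative regulator of myelination, held 32.1 ± 2.79% against 18.9 ± 6.19% in a tile on chr9 from 56670001 to 56670100, with 102 to 522 calls. In these 3 tiles no diet embryo overlapped a Ctrl embryo, which gives the smallest p that 6 against 6 embryos allow, 0.00216 (exact permutation test, two-sided, unadjusted). All 3 stayed DMTs when any 1 embryo was left out. They were chosen among the DMTs for this, so their p tests no effect of a diet, and over all tested tiles the embryos did not overlap in 0.190, 0.266 and 0.218% after 7FD, 10FS and 20FS, where chance gives 0.216%. By the pooled logistic regression, 257, 305 and 343 placental tiles were DMTs after 7FD, 10FS and 20FS. With embryos as replicates, the count was 0 for each diet, with 1849, 2697 and 2357 tiles at an unadjusted p under 0.05, which is 4.69, 5.60 and 5.04% of the tiles tested. By limma 3.58.1 on embryo values it was 0 as well, with 2811, 2347 and 2874 tiles at an unadjusted p under 0.05. Leaving out Ctrl dams FCD101F and FCD123A raised the tiles tested to 124725, 141277 and 148388 and the pooled counts to 1115, 1027 and 1846, while 62, 76 and 112 of the DMTs found with all embryos stayed DMTs. Having compared each diet with Ctrl by MethylKit, the paper states that the F1 mothers' early exposures resulted in these DMTs.

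**Figure D2:**
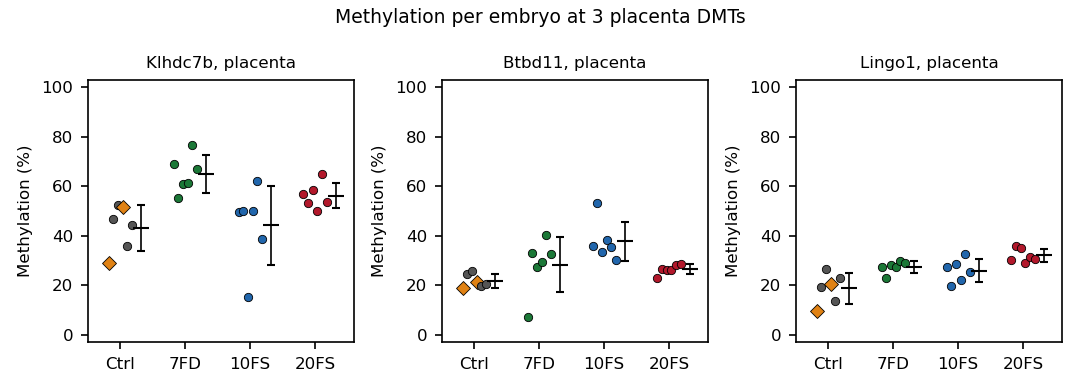
Methylation (y axis, %) of the tiles at Klhdc7b, Btbd11 and Lingo1 in each placenta by diet, with black bars the mean ± SD. The 6 placentas of 7FD at Klhdc7b, with a mean of 65.1%, lie above the 6 of Ctrl, with a mean of 43.3%.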

Most alterations were of low magnitude of 10–15% (Fig. 5A). However, some DMTs displayed higher magnitude (15–20%) changes in methylation (184/907, 191/1163 and 202/1116 in 7FD, 10FS and 20FS exposure groups, respectively), while considerably less DMTs displayed a greater than 20% change (56/907, 56/1163 and 96/1116 in 7FD, 10FS and 20FS exposure groups, respectively). 

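Igsf21, which encodes a synaptic adhesion protein, held 66.0 ± 5.27% after 7FD in a tile on chr4 from 140052301 to 140052400 against 54.7 ± 8.20% in Ctrl (n = 6 each, 126 to 1690 calls), a pooled difference of 11.2 points. Without dams FCD101F and FCD123A its pooled difference was 6.85 points and it was no DMT. After 20FS, the prostaglandin receptor gene Ptger4 held 18.3 ± 1.59% against 9.15 ± 3.89% on chr15 from 5242601 to 5242700, and the EGR co-repressor gene Nab2 held 56.0 ± 4.30% against 43.1 ± 7.51% on chr10 from 127664301 to 127664400. Both were no longer DMTs without these dams. Differences of 10 to 15 points made up 198 of the 7FD DMTs, 241 of those of 10FS and 258 of those of 20FS, or 77.0, 79.0 and 75.2%. The median absolute difference was 12.0 points after 7FD and after 10FS and 12.2 points after 20FS, and a DMT held a median of 3095, 2979 and 3066 calls per group.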

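The largest differences lay in tiles that also varied widely between Ctrl placentas. At Ddr1, a collagen receptor gene, a tile on chr17 from 35682401 held 49.7 ± 9.38% after 20FS and 71.1 ± 24.3% in Ctrl, a pooled difference of -36.3 points. Near Nxpe4, a tile on chr9 from 48417701, 17676 bp from the gene, held 64.9 ± 28.5% after 20FS and 36.0 ± 29.0% in Ctrl, the largest pooled difference of the diet at 41.8 points. Near Esp38, 105620 bp away on chr17 from 39844801, the 7FD placentas averaged 64.8 ± 11.5% and the 10FS placentas 65.2 ± 15.9% against 54.2 ± 22.7% in Ctrl (n = 6 each), with pooled differences of 32.6 and 32.3 points. Pooled levels weight embryos by their calls, so they can differ from the means over embryos. Changes of 15 to 20 points were found in 41, 48 and 52 DMTs after 7FD, 10FS and 20FS, and changes over 20 points in 18, 16 and 33. With the calls summed over the tile before the minimum was applied, changes of 15 to 20 points were found in 152, 184 and 209 DMTs, and changes over 20 points in 54 after 7FD, 55 after 10FS and 9.91% of the DMTs after 20FS.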

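Methylation at Cxxc5, which encodes a zinc finger inhibitor of Wnt signalling, was 38.4 ± 4.96% in 10FS placentas and 23.6 ± 8.92% in Ctrl in a tile on chr18 from 35848301 to 35848400 (n = 6 each, 279 to 606 calls). Gfm1, a mitochondrial elongation factor gene, held 54.5 ± 5.23% after 10FS against 42.1 ± 7.23% on chr3 from 67462601 to 67462700. After 20FS the postsynaptic protein gene Elfn2 held 78.4 ± 2.30% against 67.3 ± 6.67% on chr15 from 78673601 to 78673700. At the protocadherin gene Pcdha1, methylation was lower after 10FS, with 60.7 ± 4.36% against 74.9 ± 7.51% on chr18 from 36980401 to 36980500. Without dams FCD101F and FCD123A, Cxxc5 and Pcdha1 were no longer DMTs, with pooled differences of 9.16 and -9.04 points. Tiles with more methylation than Ctrl numbered 190 after 7FD, 232 after 10FS and 255 after 20FS, which is 73.9% (95% interval 68.1 to 79.2), 76.1% (70.9 to 80.7) and 74.3% (69.4 to 78.9) of the DMTs. Such intervals cover counting error only. Leaving out Ctrl dam FCD101F alone gave 63.5, 55.7 and 66.3%, and the interval for 10FS, 49.3 to 62.1, then included 50.0%. Leaving out dam FCD123A alone gave 86.1, 87.9 and 82.7%, and leaving out both dams 88.5, 83.5 and 92.8%. The share thus moved both ways with the Ctrl embryos included. With embryos as replicates there was no DMT of either direction.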

Regardless of the diet group, the majority of the DMTs showed a gain of methylation, with a range of 76–79% hypermethylated DMTs (Fig. 5A and Supplementary Table S4). 

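Placental DMTs far from genes included a tile on chr8 from 120993801 to 120993900, 60982 bp from Fendrr, a non-coding gene needed for heart and body wall development, which held 85.3 ± 2.56% after 20FS and 73.2 ± 7.80% in Ctrl (n = 6 each, 76 to 882 calls). Another, on chr3 from 33905001 to 33905100 and 60676 bp from the ciliary gene Ccdc39, held 74.6 ± 3.25% after 7FD against 63.3 ± 5.39%. A tile was taken as intergenic when it lay more than 1000 bp from every gene with a curated RefSeq transcript. By this rule 41.2% of the DMTs after 7FD (35.2 to 47.5), 41.3% after 10FS (35.7 to 47.1) and 42.6% after 20FS (37.3 to 48.0) were intergenic, against 16.9, 17.7 and 17.5% of the tiles tested. The odds ratios were 3.48, 3.30 and 3.54, with adjusted p of 4.15e-20, 8.74e-22 and 8.03e-27 (Fisher's exact test, two-sided). A tile near 0 or 100% can hardly differ by 10 points, and 92.2, 94.1 and 94.5% of DMTs lay between 20 and 80% methylation against 26.5, 28.0 and 27.6% of the tiles tested. Tiles drawn to match the DMTs in methylation level were intergenic in 40.2, 40.5 and 41.5%, and against these the adjusted p was 0.400 for each diet (permutation test).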

We observed a significant enrichment of intergenic regions in DMTs following both FD and FS perinatal maternal exposures compared to all tiles sequenced (average of 47% with range of 37–56% for diet-associated intergenic DMTs vs 25%, all tiles sequenced that were intergenic; Fig. 5B and C–I and Supplementary Table S5).

**Figure 5.**
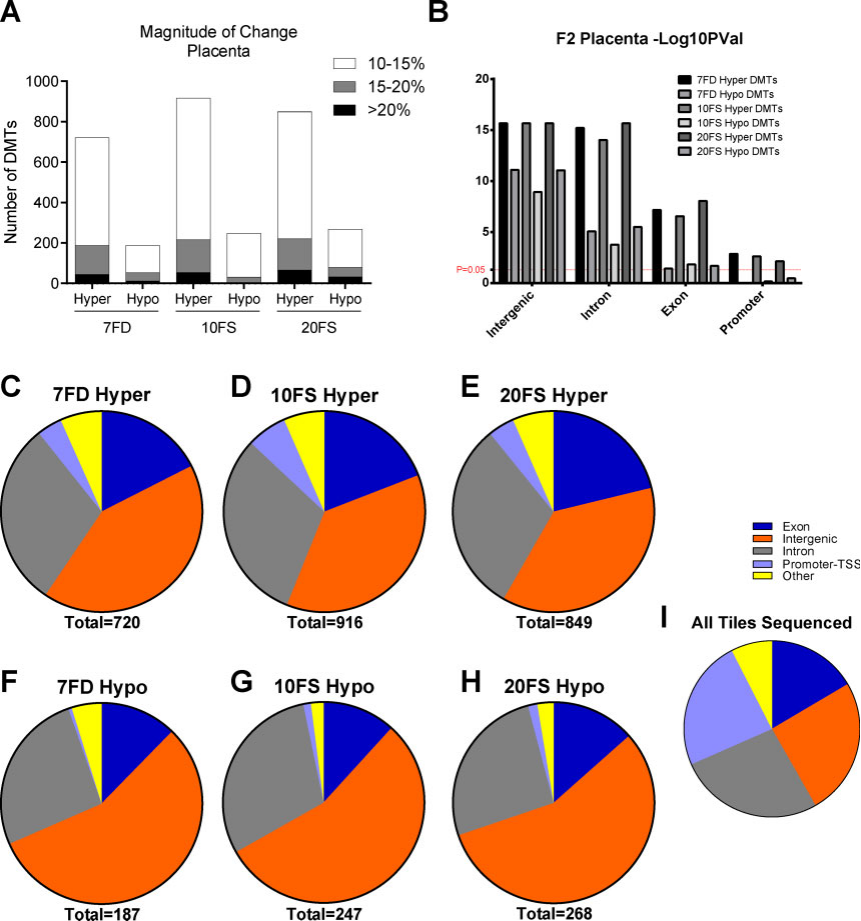
Distribution of DMTs in placenta by genomic regions following perinatal maternal FD and FS exposure. (A) Magnitude of methylation change in DMTs in post treatment groups. (B) Statistical significance [−log(*P-*val)] of difference in methylation within genomic region DMTs compared to Ctrl. (C–H) Prevalence of genomic regions affected within DMTs. (I) Genomic region distribution among all tiles covered and sequenced by RRBS (*n* = 6 males/group; 7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented).

RRBS was also performed on placenta-matched frontal cortex of E18.5 F2 embryos and DNA methylation of FD and FS groups was compared to Ctrl (Fig. 6). 

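Frontal cortex was measured in 6 Ctrl embryos and in 5 embryos each of 7FD, 10FS and 20FS, whose dams also gave the placentas. Calls per cortex library ranged from 87561796 to 126390396 in Ctrl with a median of 99425130, from 92127443 to 116730395 in 7FD with a median of 95247870, from 84655003 to 116963457 in 10FS with a median of 92456269, and from 71396290 to 120549733 in 20FS with a median of 102137983. The authors made these libraries and counts by the same steps as for placenta, and the counts were summed and tested here by the same rules. Of 50 simulated cortex tiles shifted by 40 points, the test on embryos called 36, 38 and 37 in the comparisons of 7FD, 10FS and 20FS, and of 50 shifted by 15 points it called 0, 1 and 3. Of the cortex tiles left unchanged in this simulation, the pooled test called 250, 356 and 369 and the test on embryos 0. The share of methylated calls was 11.9% in the Ctrl library of dam FCD101F, 12.0% in that of dam FCD123A and 19.8 to 24.5% in the other Ctrl libraries. In 20FS, the libraries of dams 20FS111E and 20FS120A held 13.8 and 16.7% against 21.5 to 28.2% in the other 3. Which of these libraries are included could change the numbers of cortex DMTs and their direction.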

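At Adgrb3, which encodes an adhesion receptor of synapses, cortical methylation of a tile on chr1 from 25520401 to 25520500 was 64.9 ± 1.48% after 7FD (mean ± SD, n = 5) and 80.5 ± 6.52% in Ctrl (n = 6, 194 to 1655 calls per embryo). Celsr3, a cadherin gene needed for axon tracts, held 93.7 ± 3.10% after 10FS against 82.1 ± 1.99% on chr9 from 108828001 to 108828100. Rtn1, a gene of a neuronal endoplasmic reticulum protein, held 36.3 ± 4.14% after 10FS against 19.6 ± 9.92% on chr12 from 72301601 to 72301700. After 20FS, the focal adhesion gene Lpp held 41.7 ± 8.41% against 74.5 ± 15.1% on chr16 from 24810001 to 24810100, with 34 to 107 calls. In these 4 tiles the embryos of the diet did not overlap those of Ctrl, and unadjusted p from exact permutation tests, two-sided, were 0.00433, 0.00216, 0.00866 and 0.00433. The 4 tiles stayed DMTs when any 1 embryo was left out. Being chosen for the lack of overlap, they test no effect of a diet, and over all tested cortex tiles it was found in 0.286, 0.225 and 0.317%, against 0.433% by chance. The pooled regression called 246 DMTs after 7FD, 258 after 10FS and 532 after 20FS. Leaving out Ctrl dam FCD123A alone gave 91, 92 and 358, and leaving out dam 20FS146A gave 825 after 20FS. With embryos as replicates it called 0 for each diet, with 2607, 2643 and 3125 tiles at an unadjusted p under 0.05, or 3.02, 3.13 and 3.89% of the tiles tested. By limma 3.58.1 there were 0 DMTs, with 4393, 3422 and 3548 tiles at an unadjusted p under 0.05. Differences of 10 to 15 points made up 192, 197 and 388 of the DMTs, or 78.0, 76.4 and 72.9%.

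**Figure D3:**
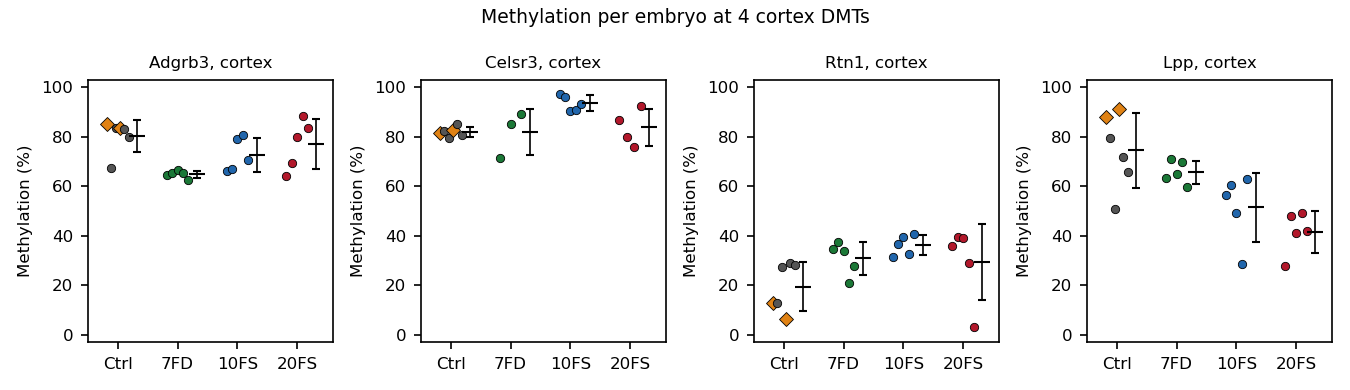
Methylation (y axis, %) of the tiles at Adgrb3, Celsr3, Rtn1 and Lpp in each cortex by diet, with black bars the mean ± SD. At Lpp the 20FS cortices, with a mean of 41.7%, lie under the Ctrl cortices, with a mean of 74.5%.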

Perinatal maternal exposures to 7FD, 10FS and 20FS diets resulted in 421, 481 and 926 DMTs, respectively, in F2 offspring frontal cortices, with the magnitude of change mostly in the 10–15% range (Fig. 6A). Fewer DMTs displayed a higher magnitude (15–20%) change in methylation (75/421, 107/481 and 218/926 in 7FD, 10FS and 20FS exposure groups, respectively), while even less DMTs displayed changes of 20% or greater (35/421, 51/481 and 64/926 in 7FD, 10FS and 20FS exposure groups respectively). 

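Among the larger differences, the fatty acid desaturase gene Scd1 held 52.8 ± 17.1% after 7FD (n = 5) and 80.6 ± 15.9% in Ctrl (n = 6) in a tile on chr19 from 44400101. At Ptprn2, a gene of secretory vesicles, a tile on chr12 from 117202401 held 68.1 ± 16.3% after 10FS against 53.7 ± 22.4%. The fragile site gene Fhit held 46.4 ± 39.0% after 20FS against 13.6 ± 6.16% on chr14 from 9860001, the largest pooled difference in cortex at 41.2 points. Near Mgat5b, 4657 bp away on chr11 from 116991601 to 116991700, methylation was 47.3 ± 6.50% after 10FS and 67.8 ± 7.12% in Ctrl (28 to 73 calls). For Scd1, Ptprn2 and Fhit the spread between the 5 embryos of the diet was 16.3 points or more. Changes of 15 to 20 points were found in 42 DMTs after 7FD, 48 after 10FS and 109 after 20FS, and changes over 20 points in 12, 13 and 35. After summing the calls over the tile, changes over 20 points were found in 40, 54 and 90 DMTs, and those of 15 to 20 points in 91 after 7FD, 23.2% of the DMTs after 10FS and 230 after 20FS.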

Similar to the placenta, both FD and 10FS exposures resulted in a higher prevalence for gain of methylation with 60–77% of DMTs hypermethylated for the cortex (Fig. 6A and Supplementary Table S4). In contrast, 20FS exposures in the F1 mothers’ early life resulted in a greater number of hypomethylated versus hypermethylated DMTs (68% vs 32%, respectively). 

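Higher methylation was found after 7FD at Wnt7b, which encodes a Wnt ligand, with 40.2 ± 3.79% (n = 5) against 27.5 ± 7.90% in Ctrl (n = 6) on chr15 from 85538501 to 85538600. The neuronal transcription factor gene Ebf3 held 73.6 ± 2.62% after 7FD against 62.2 ± 5.04% on chr7 from 137297701 to 137297800. Arhgap22, a regulator of Rac, held 79.8 ± 4.44% after 7FD against 67.8 ± 6.31% on chr14 from 33367201 to 33367300. After 10FS, the actin-binding protein gene Ablim1 held 61.4 ± 9.63% against 43.1 ± 5.43% on chr19 from 57238301 to 57238400, and methylation at the galactosyltransferase gene B4galt4 was lower, 62.5 ± 3.70% against 76.5 ± 6.38% on chr16 from 38768001 to 38768100. The Wnt7b, Ebf3, Arhgap22 and B4galt4 tiles were no longer DMTs without dams FCD101F and FCD123A. Of the cortex DMTs, 185 were higher than Ctrl after 7FD, or 75.2% (95% interval 69.3 to 80.5), and 139 after 10FS, or 53.9% (47.6 to 60.1). The share after 10FS ranged from 36.4% without dam 10FS127C to 75.7% without dam 10FS119B. Without Ctrl dams FCD101F and FCD123A, it was 52.4% after 7FD and 38.3% after 10FS.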

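After 20FS, methylation was lower at Phldb1, which encodes a microtubule-anchoring protein, with 38.9 ± 7.03% (n = 5) against 53.5 ± 4.27% in Ctrl (n = 6) on chr9 from 44691901 to 44692000, and the tile stayed a DMT when any 1 embryo was left out. Cux2, a transcription factor gene of upper-layer neurons, held 32.9% of calls pooled over embryos against 59.6% on chr5 from 121904801. The tile shared by the imprinted genes Peg10 and Sgce on chr6 from 4747301 held 20.7% against 40.9%, and the folate enzyme gene Mthfr 41.8% against 54.4% on chr4 from 148043501. Higher methylation was found at Hip1r, an endocytosis gene, with 35.4 ± 1.97% against 23.3 ± 7.24% on chr5 from 123985601 to 123985700, and at Gse1 with 66.7 ± 4.73% against 51.9 ± 11.6% on chr8 from 120231001 to 120231100. Neither stayed a DMT without Ctrl dams FCD101F and FCD123A. Of the 20FS DMTs, 400 were lower than Ctrl and 132 higher, so that 75.2% (71.3 to 78.8) were lower and 24.8% (21.2 to 28.7) higher. Leaving out Ctrl dams FCD101F and FCD123A, a choice made before the data were examined, gave 701 DMTs, of which 12.1% were higher. Leaving out dams 20FS111E and 20FS120A, a choice made after the data were seen, gave 540 DMTs with 251 lower, or 46.5% (42.2 to 50.8). From this direction, the paper states that 20FS exposure in the early life of the F1 mothers gave more hypomethylated than hypermethylated DMTs.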

Again, for all groups, DMTs were significantly enriched in intergenic regions (average of 44% for diet-associated intergenic DMTs vs 27% all tiles sequenced that were intergenic; Fig. 6B–I and Supplementary Table S6).

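A cortex DMT between genes on chr16 from 29712101 to 29712200, 48974 bp from the mitochondrial fusion gene Opa1, held 24.8 ± 2.79% after 10FS (n = 5) and 36.3 ± 4.95% in Ctrl (n = 6, 277 to 521 calls). Another on chr18 from 74396901 to 74397000, 36917 bp from the ciliary gene Cfap53, held 35.6 ± 4.18% after 20FS against 53.7 ± 7.91%. By the rule used for placenta, 94 cortex DMTs after 7FD were intergenic, or 38.2% (32.1 to 44.6) against 20.7% of the tiles tested. For 10FS these were 102 DMTs, or 39.5% against 20.1%, and for 20FS 212 DMTs, or 39.8% (35.7 to 44.2) against 19.7%. Odds ratios were 2.37, 2.60 and 2.72, with adjusted p of 3.74e-10, 9.58e-13 and 4.20e-26 (Fisher's exact test, two-sided). Cortex tiles drawn to match the DMTs in methylation level were intergenic in 35.6, 35.0 and 34.3%, with adjusted p of 0.400, 0.213 and 0.0222 (permutation test). Of these, the comparison for 20FS passed an adjusted p of 0.05, and no test compared the diets with each other.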

**Figure 6.**
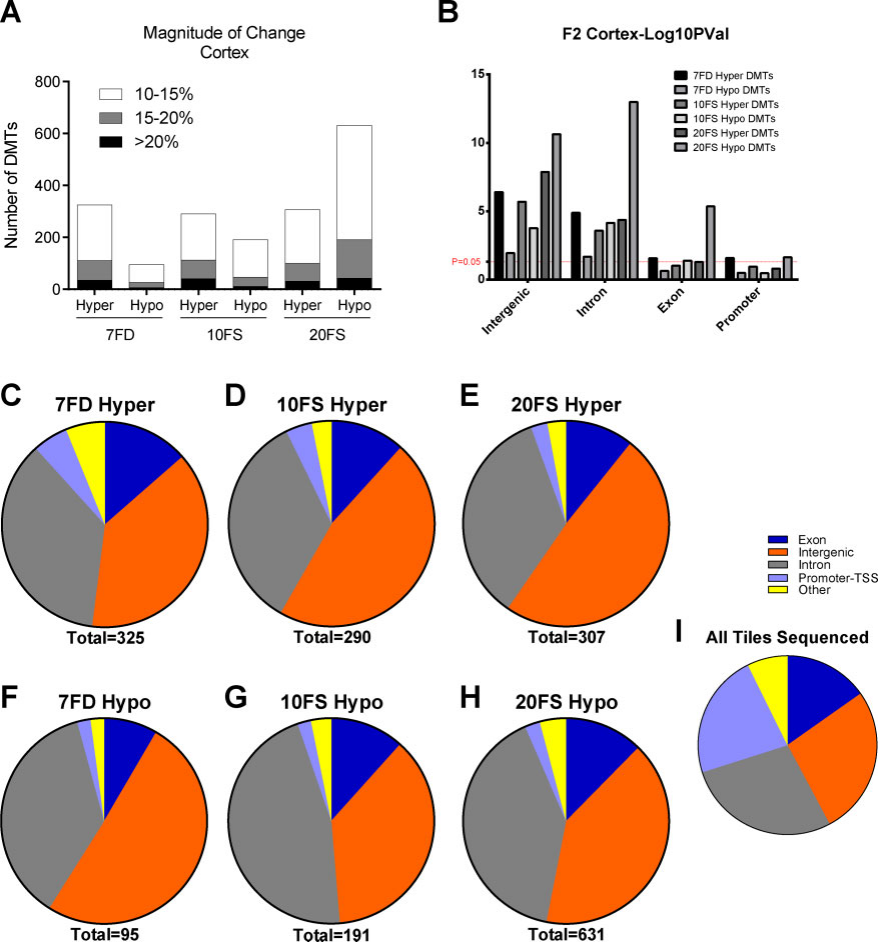
Distribution of DMTs in cortex by genomic regions following perinatal maternal FD and FS exposure. (A) Magnitude of methylation change in DMTs in post treatment groups. (B) Statistical significance [−log(*P-*val)] of difference in methylation within genomic region DMTs compared to Ctrl. (C–H) Prevalence of genomic regions affected within DMTs. (I) Genomic region distribution among all tiles covered and sequenced by RRBS. (*n* = 5–6 males/group; 7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented).

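Single CpGs at the positions of Table S7 were read in placenta for Sez6l, Asb12 and Furin. In the Sez6l intron, which belongs to a gene of neuronal membrane proteins, the CpG at chr5 position 112467190 held 53.5 ± 4.57% after 7FD (mean ± SD, n = 5) and 69.7 ± 26.4% in Ctrl (n = 5), and the CpG at 112467237 held 66.6 ± 12.6% against 78.4 ± 7.70%. Position 112467247 held 85.4 ± 6.10% against 88.5 ± 1.70%. Near Asb12, which encodes an ankyrin repeat protein, 8327 bp from the gene, the CpG at chrX position 95461111 held 15.9 ± 21.1% (n = 6) against 27.6 ± 12.8% (n = 4), and the CpG at 95461115 held 48.6 ± 7.66% (n = 6) against 65.1 ± 17.5% (n = 5). The CpGs at 95461124 and 95461142 held 28.1 ± 22.8% and 24.9 ± 18.6% against 55.7 ± 19.3% and 49.4 ± 23.2%. At the exon of Furin, a proprotein convertase gene, the CpG at chr7 position 80390950 held 66.9 ± 23.5% after 20FS (n = 3) against 40.1 ± 29.8% (n = 6), and the CpG at 80390982 held 47.0 ± 12.1% (n = 2) against 41.1 ± 19.0% (n = 4). Each value rests on 10 to 81 calls per embryo. The direction of the means was that of the RRBS column of the table at these 9 CpGs. That column comes from the same samples, so this is no independent evidence. By pyrosequencing, the table gives no change at 95461124 and the same direction at the others. No CpG passed on embryos, with adjusted p of 0.267 or more (exact permutation test, two-sided). At 80390982, 2 against 4 embryos allow too few groupings for this test to pass, so it decides nothing there. At 112467190 the sign turned when at least 20 calls were required, with a difference of 0.687 points.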

DNA methylation for a subset of affected loci (hypomethylated and hypermethylated sites) identified by RRBS for the placenta was examined using a second assay, bisulphite pyrosequencing, in all cases validating the RRBS results (Supplementary Table S7).

### Genes and Pathways Associated with DNA Methylation Alterations in F2 Offspring

DNA methylation alterations associated with nearby genes (i.e. genic DMTs) were assessed to determine potential functional impacts on the placenta and cortex. In F2 placentas, all three diets resulted in genic region-associated DMTs with statistically significant enrichment of various pathways. Notably, pathways implicated in transcription, multicellular organism development and nervous system development were commonly affected in all three exposures (Table 1). Two pathways consistently had the greatest number of differentially methylated genes, with 26 genes implicated in multicellular organism development and 25 genes involved in transcription and common to all three diet exposures (Supplementary Table S8).

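Angpt2 was among the development genes with a placental DMT after each of the 3 diets, as was Wnt7a, a Wnt ligand gene, where 49.8, 49.7 and 48.6% of pooled calls were methylated after 7FD, 10FS and 20FS against 61.8% in Ctrl on chr6 from 91394501. Dbx1, a homeobox gene of spinal interneurons, held 37.0% after 10FS against 21.3% on chr7 from 49636601. Among the transcription genes, Ybx1, which encodes a nucleic acid-binding protein, held 52.7, 50.8 and 55.6% against 33.8% on chr4 from 119294301, and Pou2f2, an octamer-binding factor gene of B cells, held 64.7, 56.0 and 62.5% against 45.5% on chr7 from 25121701. Of the development genes of Table S8 that could be measured in placenta, 4 of 23, 9 of 24 and 5 of 23 held a DMT, where random genes with as many tiles gave 0.706, 1.10 and 1.02 (adjusted p of 0.0130, 0.00120 and 0.00900, permutation test). With random genes matched in mean methylation as well, the adjusted p for development genes was 0.0578 after 7FD and after 20FS, over 0.05, and 0.00200 after 10FS. For the transcription genes these were 3 of 21, 6 of 22 and 8 of 22, with adjusted p of 0.297, 0.00300 and 0.00120. With calls summed over the tile, a choice made for these lists after the data were seen, 21, 20 and 15 of 25 development genes and 19, 17 and 20 of 24 transcription genes held a DMT, each with an adjusted p of 0.000600. The study chose these genes on the same samples, so they are not independent evidence, and adjusted over the list alone the pooled test gave 4, 9 and 5 development genes and 3, 7 and 8 transcription genes. With embryos as replicates, both lists held 0, adjusted over the list alone or over all tiles. From the terms shared by the exposures in Table 1, the paper states that transcription and multicellular organism development were affected in common.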

**Table 1.** DAVID bioinformatics analysis showing all the significantly enriched biological pathways for all genic DMTs in the F2 placenta, for each exposure group

Tissue	Pathway	No. of genes	Benjamini
7FD DMTs			

Placenta	Multicellular organism development	53	6.97E−05
	Transcription, DNA templated	71	4.91E−04
	Regulation of transcription from RNAPII promoter	44	1.26E−03
	Angiogenesis	17	7.08E−03
	Nervous system development	21	1.63E−02

10FS DMTs			

Placenta	Multicellular organism development	67	2.76E−09
	Transcription, DNA-templated	87	2.04E−05
	Regulation of transcription from RNA polymerase II promoter	52	4.52E−04
	Epithelial cell differentiation	11	2.64E−03
	Nervous system development	25	1.05E−02
	Establishment of planar polarity	6	1.99E−02
	Anterior/posterior pattern specification	12	2.77E−02
	Regulation of ion transmembrane transport	13	2.92E−02
	Cochlea morphogenesis	6	4.06E−02
	Planar cell polarity pathway involved in neural tube closure	5	3.92E−02
	Axon guidance	13	5.69E−02

20FS DMTs			

Placenta	Multicellular organism development	71	3.73E−11
	Regulation of transcription from RNAPII promoter	54	1.93E−04
	Transcription, DNA templated	84	1.52E−04
	Nervous system development	25	1.39E−02
	Transmembrane receptor protein tyrosine kinase signaling pathway	11	3.29E−02

In the cortex, when only genic DMTs were considered, the top five pathways are listed in Table 2. Only one significantly enriched pathway was identified after correction (substrate adhesion-dependent cell spreading; 8 genes) for the 7FD group.

**Table 2.** DAVID bioinformatics analysis showing all the significantly enriched biological pathways for all genic DMTs in the F2 cortex, for each exposure group

Tissue	Pathway	No. of genes	*P*-value	Benjamini
7FD DMTs				

Cortex	Substrate adhesion-dependent cell spreading	8	2.08E−05	4.19E−02
	Protein phosphorylation	28	1.43E−04	2.55E−01
	Positive regulation of gene expression	22	1.66E−04	2.90E−01
	Cellular response to retinoic acid	8	4.88E−04	6.34E−01
	Regulation of neurotransmitter secretion	5	7.85E−04	8.02E−01

10FS DMTs				

Cortex	Cytoskeleton organization	7	2.81E−03	9.76E−01
	Transcription, DNA-templated	40	4.21E−03	9.40E−01
	Ovarian follicle development	5	7.20E−03	9.60E−01
	Multicellular organism development	24	1.17E−02	9.80E−01
	Regulation of alternative mRNA splicing, via spliceosome	4	1.53E−02	9.84E−01

20FS DMTs				

Cortex	Protein phosphorylation	33	3.09E−05	6.26E−02
	Phosphorylation	32	2.17E−04	2.03E−01
	Protein autophosphorylation	14	8.25E−04	4.37E−01
	Synapse organization	6	2.30E−03	7.00E−01
	*Wnt* signaling pathway	14	3.20E−03	7.38E−01

We intersected the DMT lists from the placenta and the cortex tissues to identify regions that had DNA methylation simultaneously altered in both tissue types. Of the DMTs found within genic regions 46, 55 and 71 were conserved across both placenta and cortex tissue types within the 7FD, 10FS and 20FS groups, respectively (Supplementary Table S9). 

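At Anks6, a gene of renal cilia, and Yif1b, a gene of vesicle transport, DMTs fell on the same tile in placenta and cortex. The Anks6 tile on chr4 from 47027201 averaged 66.6 ± 5.36% over the 18 placentas of the diets and 78.3 ± 7.32% over the 15 cortices. The Yif1b tile on chr7 from 29247301 averaged 26.7 ± 10.6% and 61.4 ± 5.23%. In Ctrl, the placentas of dams FCD101F and FCD123A held 37.8 and 37.8% at Anks6, while the other 4 held 64.8 ± 3.87%. The levels at Anks6 and Yif1b are given with calls summed over the tile. Over tiles tested in both tissues, 37737 for 7FD, 46004 for 10FS and 44165 for 20FS, 23 tiles were DMTs of both tissues after each diet, where 0.365, 0.512 and 1.34 would be shared if the tissues were independent (Fisher's exact test, two-sided, p of 9.41e-36, 1.01e-31 and 1.39e-21). Of these, 12, 9 and 8 lay in genes or within 1000 bp of them. The numbers expected by independence took no account of methylation level. Without dams FCD101F and FCD123A, 10, 9 and 17 DMTs were shared, of which 0, 0 and 3 had been among the 23. By the test on embryos no DMT could be shared, as there was 0 in either tissue.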

Of the tissue-conserved DMTs in the 7FD group, 45 of 46 showed the same directionality of methylation change in both tissues; similar directionality was seen for 49 of 55 loci for the 10FS exposure and 51 of 71 loci for the 20FS group. 

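Near Fbxo4, a ubiquitin ligase gene, and Mir7214, shared tiles changed in the same direction in placenta and cortex, the Fbxo4 tile being a DMT only with calls summed over the tile. The Fbxo4 tile on chr15 from 3954101 averaged 25.5 ± 3.52% in placentas of the diets and 50.7 ± 8.19% in cortices, and near Mir7214, on chr17 from 27306201, the averages were 69.6 ± 4.90% and 70.7 ± 6.56%. The placenta and the cortex of Ctrl dam FCD101F held 0.459 and 3.08% at the Mir7214 tile, those of dam FCD123A 1.56 and 1.34%, and the other 4 Ctrl dams 66.6 ± 5.51% and 72.0 ± 3.10%. The levels near Fbxo4 and Mir7214 are given with calls summed over the tile. Of the 23 shared DMTs, 23 changed in the same direction after 7FD (95% interval of the share 85.2 to 100), 21 after 10FS (91.3%, 72.0 to 98.9) and 20 after 20FS (87.0%, 66.4 to 97.2). More methylation in both tissues was found in 17, 16 and 13, and less in 6, 5 and 7. Without dams FCD101F and FCD123A, the direction was the same in 6 of 10, 7 of 9 and 5 of 17 shared DMTs, most of them other tiles. All 3 comparisons use the same Ctrl libraries, and embryos of the same dams gave both tissues.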

When considering tissue-conserved DMTs with the following two criteria: same directionality of effect and at least one of the two tissues having greater than a 20% change in methylation, there were 11, 9 and 15 DMTs meeting these criteria in the 7D, 10FS and 20FS groups, respectively. 

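Esp38, a pheromone peptide gene, lay 107220 bp from a shared tile on chr17 from 39843201, where the 18 placentas of the diets averaged 43.8 ± 20.5% and the 15 cortices 47.7 ± 7.08%. Ctrl dams FCD101F and FCD123A held 6.05 and 4.70% in placenta and 17.8 and 17.1% in cortex there. The levels at this tile are given with calls summed over it. Stxbp6, a regulator of vesicle fusion, lay 221683 bp from a tile on chr12 from 45296801, shared only with calls summed over the tile, with 66.2 ± 7.84% in the placentas of the diets, against 12.1 and 14.3% in these dams and 62.0 ± 4.49% in the other 4 Ctrl placentas. Shared DMTs with the same direction and more than 20 points in either tissue numbered 9 after 7FD, 6 after 10FS and 8 after 20FS, of which 4, 1 and 3 were genic. After summing calls over the tile they numbered 15, 12 and 15, of which 8, 6 and 7 were genic.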

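Methylation near Map1lc3b, which encodes the autophagosome protein LC3B, was lower than Ctrl in the tile 4438 bp from the gene on chr8 from 121585901 to 121586000. Placentas held 16.9 ± 12.5% after 7FD, 18.0 ± 11.8% after 10FS and 13.8 ± 9.66% after 20FS against 47.0 ± 37.6% in Ctrl (mean ± SD, n = 6 each), and cortices 44.3 ± 5.22, 45.9 ± 7.94 and 41.2 ± 9.26% (n = 5 each) against 64.2 ± 23.2% (n = 6). At Ckb, the gene of brain creatine kinase, placentas held 53.1 ± 10.7, 50.5 ± 9.86 and 55.6 ± 5.34% against 38.3 ± 26.1% on chr12 from 111671801 to 111671900, and cortices 28.2 ± 12.6, 26.7 ± 15.0 and 30.2 ± 25.6% against 20.2 ± 13.4%. Near the olfactory receptor gene Olfr136, 12004 bp away on chr17 from 38348101 to 38348200, placentas held 70.1 ± 12.6, 66.7 ± 12.0 and 71.0 ± 8.62% against 43.3 ± 31.9%. With calls summed over the tile, a tile 179677 bp from Arhgef26, a Rho exchange factor gene, held 57.6 ± 17.4, 48.7 ± 14.3 and 56.2 ± 14.2% in placenta against 33.5 ± 24.2% on chr3 from 62159001 to 62159100. In the same way the endosomal trafficking gene Rab11fip3 held 86.4 ± 6.04% in cortex after 10FS and 79.8 ± 6.37% after 20FS against 66.7 ± 24.8% on chr17 from 26009001 to 26009100. All were DMTs of the pooled test, and none of these means differed by an exact permutation test on embryos (two-sided), with unadjusted p from 0.0541 to 0.463. The Ctrl embryos of dams FCD101F and FCD123A stood apart, and without both dams the Ckb difference in 20FS cortex was -1.26 points and the Olfr136 differences in cortex were -2.92, -2.91 and -4.35 points.

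**Figure D4:**
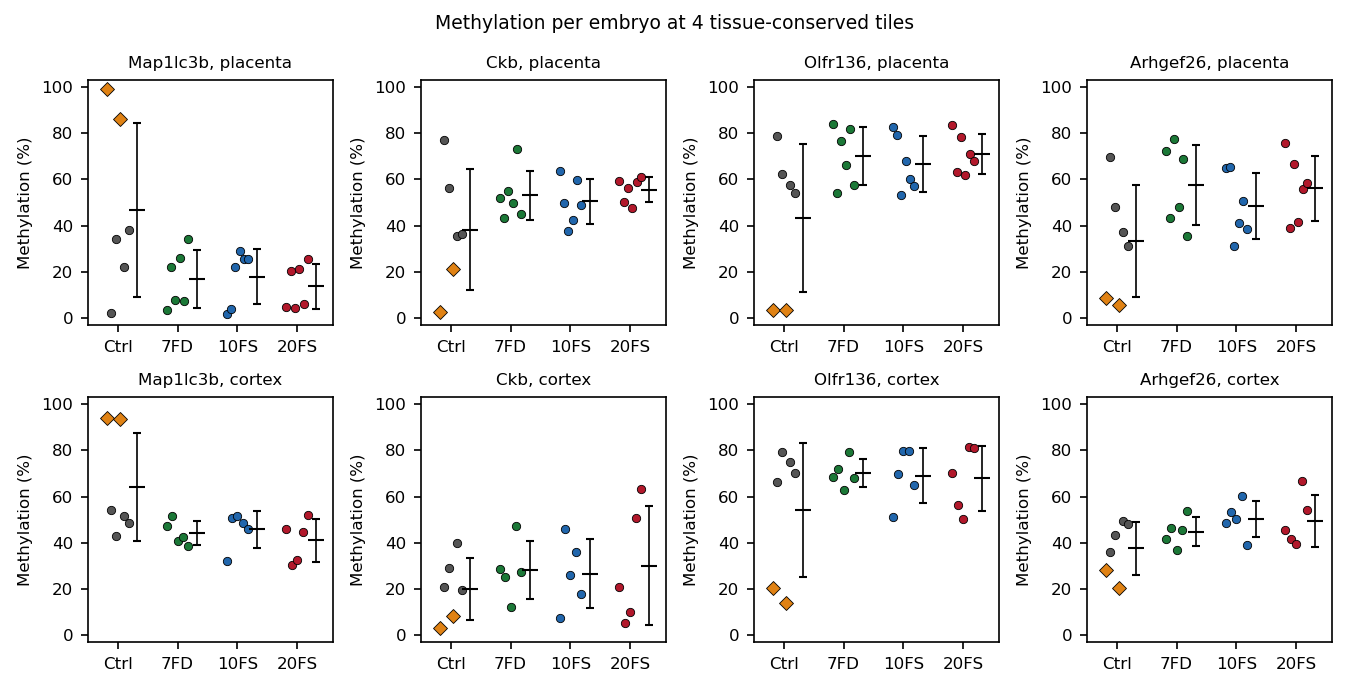
Methylation (y axis, %) at the tiles of Map1lc3b, Ckb, Olfr136 and Arhgef26 in placenta and cortex by diet, with black bars the mean ± SD. Orange diamonds are Ctrl dams FCD101F and FCD123A. With calls summed over the tile, these dams held 83.5 and 86.1% near Map1lc3b in placenta, above the 18 placentas of the diets.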

A number of genes were affected in more than one diet group: *Map1lc3b* (hypomethylated), *Arhgef26* (hypermethylated) and *Ckb* (hypermethylated) in the three groups, *Olfr136* (hypermethylated) and *Mir153* (hypermethylated) in the 7FD and 20FS groups and *Rab11fip3* in the 10FS and 20FS groups.

**Table 3.** DMTs in placenta which intersect with methylation data from GVO and ICM studies by Shirane *et al*. [40] Wang *et al*. [41]

Methylation change from GVO→ICM	Number of placenta DMTs								
	7FD			10FS			20FS		
	Hyper	Hypo	All DMTs	Hyper	Hypo	All DMTs	Hyper	Hypo	All DMTs
Gain	7	4	11	6	1	7	5	4	9
Stable	196	37	233	269	46	315	222	61	283
Loss	133	33	166	167	38	205	170	41	211
Total	336	74	410	442	85	527	397	106	503

Distribution of DMTs is done among regions that undergo *de novo* DNA methylation (gain) or DNA methylation erasure (loss) on the maternal allele during the transition from germinal vesicle stage oocyte to the ICM (7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented; Hyper, hypermethylated DMTs; Hypo, hypomethylated DMT; Gain and loss of methylation was defined as an increase or decline in methylation of ≥10% from GVO to ICM).

**Table 4.** DMTs in cortex which intersect with methylation data from GVO and ICM studies by Shirane *et al*. [40] and Wang *et al*. [41]

Methylation change from GVO→ICM	Number of cortex DMTs								
	7FD			10FS			20FS		
	Hyper	Hypo	All DMTs	Hyper	Hypo	All DMTs	Hyper	Hypo	All DMTs
Gain	4	1	5	3	0	3	3	5	8
Stable	81	26	107	82	30	112	82	135	217
Loss	63	9	72	56	39	95	53	128	181
Total	144	35	179	138	69	207	135	263	398

Distribution of DMTs is done among regions that undergo *de novo* DNA methylation (gain) or DNA methylation erasure (loss) on the maternal allele during the transition from germinal vesicle stage oocyte to the ICM (7FD, 7-fold folic acid deficient; 10FS, 10-fold folic acid supplemented; 20FS, 20-fold folic acid supplemented; Hyper, hypermethylated DMTs; Hypo, hypomethylated DMT; Gain and loss of methylation was defined as an increase or decline in methylation of ≥10% from GVO to ICM).

### DMTs Coincide with Loci Retaining Methylation on the Maternal Allele during Post-Fertilization Development

Next we wanted to assess whether the folate diets had affected oocyte loci of potential significance for the health of the offspring of the next generation. A number of loci, including the maternally methylated differentially methylated regions (DMRs) of imprinted genes show high levels of methylation in oocytes and this methylation is maintained during the demethylation wave that occurs during pre-implantation development. For such maternally methylated loci, that also have low methylation on the paternal allele, offspring thus inherit methylation from their mothers and it may have functional significance in the progeny. For instance, in the case of imprinted genes, failure to inherit the normal maternal methylation patterns impacts growth and development of the offspring. Here we determined whether any DMTs were found at loci that normally inherit methylation from the maternal allele. Previously published datasets that characterized genome-wide methylation states in GVO and the ICM were analysed in order to identify DMTs in loci for which methylation patterns have been shown to be inherited from the oocyte, resisting demethylation in pre-implantation embryos [40, 42, 43]. For the ICM we restricted our analysis to the maternal allele (ICMm). We cross-referenced our DMTs to regions associated with low methylation in sperm (≤10%) but moderate to high methylation in GVO and ICMm (≥25%) for placenta and cortex (Table 3 and 4, respectively). 

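Evidence at oocyte-methylated tiles was read at the positions of Table S11, which lists 50, 67 and 55 tiles for placenta and 19, 22 and 37 for cortex. Usp21, which encodes a deubiquitinase, is listed for 7FD cortex, and with calls summed over the tile it held 61.8 ± 16.3% (n = 5) against 44.3 ± 20.2% in Ctrl (n = 6) on chr1 from 171287801 to 171287900. Iqgap2, a scaffold gene of Rho signalling, held 88.6 ± 4.69% in 20FS cortex against 68.3 ± 22.0% on chr13 from 95763201 to 95763300. Efnb3, an ephrin ligand gene, held 64.0 ± 10.0% in 10FS placenta (n = 6) against 45.5 ± 12.1% (n = 6) on chr11 from 69560001 to 69560100. With the minimum at each CpG, 9, 17 and 12 listed placental tiles could be tested and 8, 15 and 9 were DMTs, and in cortex 5, 11 and 19 could be tested and 4, 9 and 19 were DMTs. Without dams FCD101F and FCD123A, DMTs were 3 of 14, 6 of 19 and 5 of 19 testable tiles in placenta and 1 of 8, 3 of 12 and 13 of 25 in cortex. With calls summed over the tile, every listed tile could be tested, each had the listed direction, and 42, 55 and 48 were DMTs in placenta and 18, 18 and 34 in cortex. By embryos, 18, 27 and 20 of the placental and 7, 8 and 22 of the cortical tiles had an unadjusted p under 0.05, and 0 were DMTs. The oocyte and inner cell mass levels are published values that the table gives.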

For placenta, there were 50, 67 and 55 DMTs, and for cortex there were 19, 22 and 37 DMTs, representing the 7FD, 10FS and 20FS groups, respectively, localized to regions methylated in GVO and ICMm (Supplementary Table S10). For each tissue the specific DMTs identified are listed along with the associated genes, the degree of alteration in DNA methylation and the level of methylation of the loci taken from the published GVO and ICMm data (Supplementary Table S11). Notably, the majority of DMTs in each group and tissue were characterized as having levels of methylation ≥75% in GVO.

Among the placenta DMTs identified, the majority were hypermethylated (80%, 94% and 80%) and were predominantly in genic regions (77–100%; Supplementary Tables S10A and S11). 

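Casz1, a transcription factor gene of heart and neurons, was higher after 10FS with 47.0 ± 6.33% against 25.1 ± 10.3% in Ctrl (n = 6 each) on chr4 from 148952901 to 148953000, and after 20FS with 85.0 ± 5.67% against 53.0 ± 30.8% on chr4 from 148953801 to 148953900. Near Gtdc1, 7412 bp away on chr2 from 44556901 to 44557000, 7FD placentas held 55.8 ± 8.04% against 39.1 ± 13.9%. These 3 tiles had unadjusted p of 0.00433, 0.00866 and 0.0390 by exact permutation tests on embryos (two-sided), which is no independent evidence because the study chose the tiles on these samples. Calls were summed over each tile for these values. Of the listed placental tiles that were DMTs in this way, 37 after 7FD, 52 after 10FS and 38 after 20FS were higher than Ctrl. The table itself marks 44, 63 and 44 of its placental tiles as higher and 41, 57 and 48 as genic.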

For the cortex, while most identified DMTs in the 7FD and 10FS groups were hypermethylated (84% and 77%, respectively), the majority of DMTs in the 20FS diet group were hypomethylated (65%). 

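At Efl1, a ribosome assembly gene, 20FS cortices held 47.0 ± 24.4% (n = 5) against 30.9 ± 16.0% in Ctrl (n = 6) on chr7 from 82771901 to 82772000, and the tile stayed a DMT when any 1 embryo was left out. Mid1, an X-linked gene of a microtubule-associated ubiquitin ligase, held 83.6 ± 20.6% after 20FS against 47.0 ± 1.16% on chrX from 169983701 to 169983800 with calls summed over the tile. Tmem132b, a gene of a neuronal membrane protein, held 55.9 ± 13.2% after 7FD against 36.0 ± 8.55% on chr5 from 125612501 to 125612600. The unadjusted p of these tiles was 0.212, 0.00866 and 0.0173 (exact permutation test, two-sided). Listed cortex tiles higher than Ctrl among the DMTs numbered 15 after 7FD, 14 after 10FS and 13 after 20FS, where the table marks 16, 17 and 13. Lower than Ctrl were 21 of the 34 after 20FS. Among these, the neighbouring Tmem132b tile from 125612401 to 125612500 held 32.2 ± 5.20% after 20FS (n = 5) against 45.2 ± 6.52% (n = 6), with an unadjusted p of 0.0108. The study chose all of these tiles on the same samples, so their p are no independent evidence.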

Cortex DMTs were also predominantly in genic regions (66.7–87.55%; Supplementary Table S10B). 

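Imprinted genes held some of these tiles. In Wars, a tRNA synthetase gene near the Dlk1-Gtl2 cluster, 10FS placentas held 69.2 ± 4.14% against 57.7 ± 3.96% in Ctrl (n = 6 each) on chr12 from 108887301 to 108887400, and no embryo overlapped (p = 0.00216, exact permutation test, two-sided, unadjusted). The study chose this tile on the same samples, so its p is no independent evidence, and no Wars tile passed on embryos once adjusted. At Snurf, on chr7 from 60005101 to 60005200, 20FS placentas held 32.5 ± 5.97% against 20.8 ± 15.2%, and the pooled difference was 3.35 points without Ctrl dam FCD101F. Peg13, a non-coding gene within Trappc9, held 54.1 ± 8.23% in 7FD cortex and 51.2 ± 12.6% in 10FS cortex (n = 5 each) against 42.4 ± 9.90% (n = 6) on chr15 from 72809701 to 72809800. With calls summed over the tile, the zinc finger gene Plagl1 held 58.4 ± 35.8% in 10FS cortex against 52.8 ± 10.9% on chr10 from 13091001 to 13091100. In the same way L3mbtl1, a chromatin reader gene, held 59.1 ± 4.41% in 7FD and 60.8 ± 10.6% in 20FS placentas against 60.4 ± 17.7% on chr2 from 162948501 to 162948600, where the pooled differences were 10.4 and 11.2 points. For Snurf, Peg13, Plagl1 and L3mbtl1 the means over embryos did not differ at these tiles, with unadjusted p from 0.0649 to 0.963. Over 35 imprinted genes named before the data were seen, 0 of 24, 1 of 25 and 2 of 25 measured in placenta held a DMT after 7FD, 10FS and 20FS, and 5 of 30, 6 of 30 and 4 of 29 in cortex, against 0.276, 0.294 and 0.544 expected (adjusted p of 0.00120, 0.00120 and 0.00927, permutation test). With genes matched in mean methylation as well, 0.934 were expected in 20FS cortex and the adjusted p of 0.0655 was over 0.05. Under the summed minimum, a choice made after the data were seen, 6 of 31, 3 of 32 and 3 of 31 imprinted genes held one in placenta (adjusted p of 0.00214, 0.484 and 0.503) and 7 of 32, 7 of 32 and 7 of 33 in cortex (0.000600, 0.000600 and 0.000923). Some of these genes share tiles, such as Gnas and Gnasas1. When such genes counted once, also chosen later, 4 of 26, 5 of 26 and 3 of 25 held a DMT in cortex and 0 of 20, 1 of 21 and 1 of 21 in placenta with the minimum at each CpG (in cortex 0.00120, 0.000600 and 0.0512), and without the loci of Peg13, Plagl1, Snurf and L3mbtl1 the cortical counts were 3, 4 and 3 of 22 (0.00630, 0.00240 and 0.0386). In 20FS cortex the p of these counts were 0.129 and 0.0846 with genes matched in mean methylation. The paper names Peg13, Plagl1, Snurf and L3mbtl1 for DMTs in the same samples, so counts that include them are no independent evidence. Table S9 also lists Gnas for both tissues after 7FD and 10FS, and Gnas stayed among the genes counted. Counts without the named loci are therefore no independent evidence either. Adjusted over the list alone, imprinted genes with DMTs were 0, 1 and 3 in placenta and 5, 6 and 4 in cortex by the pooled test, and 0 by the test on embryos.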

Most of the groups for each tissue had one DMT localized to an imprinted (*Wars* within the *Dlk1-Gtl2* region, *Snurf*, *Peg 13*, *Plagl*) or imprinted-like region (*L3mbt11*) [35]. The DMTs identified for both tissues were enriched in pathways implicated in transcription, multicellular organism development and nervous system development. However, no statistical significance of pathway enrichment remained upon correction (Supplementary Table S12).

## Discussion

The effects of maternal folate deficient and folic acid supplemented diets during gestation and their direct consequences on offspring health have been well studied [44, 45]. Less is known about the impact of gestational exposures to low and high folate on the epigenome of developing germ cells, in particular those of females, and whether subsequent generations are affected. Using a mouse model, we demonstrated that an exposure to either folate deficiency or folic acid supplementation in females, including their developing germ cells, during early life can have adverse effects on their future reproductive health and progeny. Both reproductive loss and alterations in DNA methylation were found in offspring as a result of these exposures. Both the timing and doses were relevant to clinical folic acid use in high risk pregnancies. By weaning the F1 females onto control diets, our study design restricted the diet exposures of the F1 mothers to the *in utero* stages of female germ cell development along with the pre-weaning phase of perinatal life. Effects observed in the F2 offspring would thus be due to disruptions in the F1 oocytes resulting from exposures to low or high folate prior to the primordial follicle stage.

The effects of diet exposures on red blood cell (RBC) and plasma folate concentrations, as well as the reproductive outcomes of F0 females in this study, have been previously reported [12]. Briefly, when compared to the control diets, F0 dams that consumed a FD diet had ∼4× lower plasma and RBC folate concentrations, whereas mice consuming the supplemented diets had ∼2× higher plasma and RBC folate concentrations. In the early lifetime diet exposed F1 females, no differences in mean adult body weights were observed. Although the F1 females were exposed to their mothers’ low and high folate levels prenatally and up until weaning, as adults they were of normal weight and apparent health when they initiated their own pregnancies to produce the F2 generation.

In our previous study, we explored effects of male germ cell exposure to the same diets used here on offspring reproductive and epigenetic outcomes [12]. Due to its role in one-carbon metabolism we expected the low and high folate diets to perturb methyl donors needed for the dramatic reprogramming of DNA methylation that takes place in the germline. Before being mated to produce the F2 generation, F1 males were exposed to the diets during prenatal development, when DNA methylation in germ cells is erased across much of the genome, followed by reacquisition at most sites just before birth, as well as postnatally when DNA methylation patterns continue to be remodeled during spermatogenesis. In the male study, the F2 generation exhibited decreased litter sizes, fetal abnormalities and increased postnatal death that were highest in the 20FS group as compared to the 7FD and 10FS groups; all three groups showed evidence of epigenetic perturbations in imprinted genes. As similar reproductive and epigenetic effects were seen in the three diet groups, we proposed that the 10FS and 20FS diets resulted in the equivalent of a folate deficient state due to down regulation of folate metabolism pathway enzymes. In support of this, we and others have shown that high doses of folic acid in the 10FS to 20FS range can downregulate enzymes such as MTHFR in the one-carbon metabolism pathway, paradoxically leading to a decrease in the availability of SAM for cellular methylation reactions [30, 46].

In this study, female germ cells in the F1 mothers were only exposed to the folate diets during the DNA methylation erasure but not the remethylation phase in female germ cells. We thus postulated that effects on reproductive and epigenetic outcomes in the F2 might be less severe than those seen in the male study. Contrary to our expectations, an increase in resorptions and decrease in litter size were found in the 20FS group. Post-implantation loss was higher than control in the 7FD group but did not reach significance. As a caveat, we cannot rule out the possibility that uterine defects in the F1 females may have contributed to the resorptions; however, we consider this interpretation unlikely due to the apparent normal general health of the F1 females. A trend to increased abnormal outcomes (growth restriction, growth enhancement and resorptions) was observed across all three diet exposure groups. These results gave us the first indication that the folate diets had adversely affected the oocytes of the F1 mothers.

To better understand the mechanisms underlying the reproductive effects of the folate diets, as a measure of potentially heritable epigenetic effects of the exposures, we next examined DNA methylation patterns in the offspring. Two tissues in the F2 offspring were chosen for study. The placenta was chosen as it often shows higher levels of DNA methylation defects associated with perturbation of peri-conceptional epigenetic reprogramming events than do somatic tissues in the fetus [47, 48]. The brain cortex was chosen as a representative embryonic somatic tissue to examine. Assessment of global DNA methylation by LUMA showed no difference in the mean levels of methylation in placenta or cortex among the diet groups. The LUMA results indicated that large-scale changes in DNA methylation were not present in viable fetuses as a result of maternal folate exposures, a similar finding to that of the male study with the same diets.

The imprint control regions (ICRs) or gDMDs of imprinted genes are reprogrammed in primordial germ cells in order to take on maternal- or paternal-specific methylation patterns that dictate allele-specific expression in offspring. Thus, we examined the methylation of the well characterized gDMDs of several maternally and paternally methylated imprinted genes and did not reveal any perturbations in the placenta or cortex of male or female offspring. These results contrast with those of the male folate diet experiments where F2 offspring showed variation in methylation of the same gDMDs of imprinted genes examined in this study, suggesting the induction of epigenetic instability at these loci in developing male germ cells. We suggest that imprinted genes may have been more affected in the male experiment as germ cells were exposed to the low and high folate diets during both DNA demethylation and remethylation. In contrast, in the female experiment described in this paper, germ cells were only exposed during the DNA demethylation phase of germ cell development.

Uncovering subtle effects at developmentally important sequences that might help explain the abnormal pregnancy outcomes requires higher resolution genome-wide approaches. Therefore, we performed RRBS. Large numbers of DMRs were found in all three diet groups for both tissues, with roughly twice as many regions affected in placenta as in brain cortex. When compared to Ctrl diets, with the exception of the 20FS cortex group, F2 placenta and cortex for all the other diet groups had more hypermethylated DMTs (60–79%) than hypomethylated DMTs (21–40%). The presence of predominantly hypermethylated DMTs in the offspring, despite *de novo* DNA methylation not occurring in the oocyte during the exposure window is intriguing. The fact that the folate deficient and supplemented diets showed remarkably similar effects, resulting in both hyper- and hypomethylation, supports the suggestion of a common underlying biochemical/molecular explanation.

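Gnas, an imprinted gene of a signalling G protein subunit, was a DMT of the pooled test in cortex after all 3 diets, with 29.3% of pooled calls methylated after 7FD, 29.4% after 10FS and 23.0% after 20FS against 41.2% in Ctrl on chr2 from 174300401. In 10FS placenta the same Gnas tile was higher than Ctrl, with 64.7% against 53.1%. Near Nfil3, a circadian transcription factor gene, cortices held 96.5, 95.8 and 92.1% against 76.7% on chr13 from 52967001. Ror2, a Wnt receptor gene, held 44.4, 47.5 and 47.0% in placenta against 58.8% on chr13 from 53118801. Tiles that were DMTs after all 3 diets numbered 81 in placenta, 55 higher and 26 lower than Ctrl, and 61 in cortex, 46 higher and 15 lower, with none of mixed direction, and 0 were with embryos as replicates. Without Ctrl dams FCD101F and FCD123A they numbered 195 in placenta, 191 higher and 4 lower, and 19 in cortex, 11 higher and 8 lower. The tiles tested in all 3 diets then rose from 38875 to 120543 in placenta and from 78856 to 134846 in cortex, so these counts are not over the same tiles. Each diet was compared with the same 6 Ctrl embryos. When the diet and Ctrl labels of the real libraries were permuted, the number shared reached 178 in placenta and 113 in cortex, and 2 and 9 of 100 permutations gave as many as the real labels. From the likeness of the deficient and supplemented diets, the paper proposes, as a possibility, a common biochemical or molecular explanation.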

The question thus arises as to how the folate diets resulted in DNA methylation defects in the F2 offspring when the diet exposures preceded the DNA remethylation phase in F1 oocytes. Recent high-resolution studies have indicated that histone modifications and transcriptional activity control the unique DNA methylation landscape of the oocyte genome (reviewed in [49]). DNA methylation in oocytes occurs for the most part in actively transcribed regions including gene bodies; in contrast, intergenic, transcriptionally inactive regions have low levels of DNA methylation. Dynamic changes in histone modifications precede DNA methylation in oocytes [22]. H3K36me3 marks regions of DNA methylation whereas sites of H3K4me3 are found in regions where DNA methylation levels are absent or low [23, 43, 50]. Thus, it is possible that altered methyl donor availability from the folate diet exposures could disrupt normal H3K4me3 and H3K36me3 dynamics and subsequently DNA methylation patterns. For instance, in the oocyte-specific SETD2 knockout, H3K36me3 depletion in oocytes results in a decrease in gene-body and imprinted gene ICR DNA methylation and the appearance of DNA methylation in regions of the genome that are normally unmethylated [23].

Interestingly, in contrast to all other comparisons, the F2 20FS brain cortex samples showed predominantly hypomethylated DMTs rather than hypermethylated DMTs. For the cortex, the 20FS group also had the highest number of DMTs compared to the 7FD and 10FS groups. Reproductive outcomes were also most marked in the 20FS group. Notably, the 20FS cortex DMTs were found in genic regions, in introns and exons. As transcription is important in setting DNA methylation patterns in female germ cells, it is possible that altered transcription in oocytes exposed to the 20FS dose could contribute to the hypomethylated genic DMTs. However, if altered transcription was occurring, it is unclear why the 20FS placenta samples did not show predominantly hypomethylated DMTs as well. Compared to other tissues, brain has particularly high levels of 5-hydroxymethylcytosine (5-hmC) [51]. As RRBS cannot distinguish between 5-methylcytosine (5-mC) and 5-hmC, an alternate possibility is that altered 5-hmC may also help explain the predominance of hypomethylated DMTs in the 20FS group cortex.

A full understanding of the molecular mechanisms underlying the effects of the folate diets on developing oocytes will require high-resolution studies of histone modifications and DNA methylation in isolated oocytes from the fetal and neonatal ovaries of the F1 females. In the meantime, more detailed examination of the DNA methylation perturbations in the placenta and cortex can shed light on the types of sequences affected and the DNA methylation defects that persist in association with folate diet effects on developing female germ cells. With our gene ontology analysis of the DMT lists, several interesting pathways and genes emerged. In the placenta, an enrichment in genes related to both multicellular organism development and transcription was found, regardless of exposure group. Disturbances in either pathway, but especially the multicellular organism development pathway, could explain or contribute to the increased resorptions and other developmental abnormalities. For instance, *Alx3* expression has been reported to prevent malformations and deficiencies are associated with NTDs and craniofacial abnormalities [52, 53]. 

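For Alx3, tiles were read with calls summed over the tile. A tile on chr3 from 107595601 to 107595700 held 30.7 ± 7.09% in 7FD and 29.7 ± 6.68% in 10FS placentas against 21.5 ± 13.2% in Ctrl (mean ± SD, n = 6 each, 67 to 265 calls). The next tile, from 107595701 to 107595800, held 24.7 ± 4.44% after 10FS against 15.1 ± 5.65%. All were DMTs of the pooled test. On embryos, the unadjusted p was 0.165 and 0.208 for the first tile and 0.0108 for the second (exact permutation test, two-sided). Without Ctrl dams FCD101F and FCD123A the first tile was no DMT, with differences of 3.19 points after 7FD and 3.71 points after 10FS.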

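At Angpt2, which lies within Mcph1, a placental tile on chr8 from 18740301 to 18740400 held 62.5 ± 9.58% after 7FD, 60.0 ± 5.76% after 10FS and 60.1 ± 6.87% after 20FS against 49.8 ± 9.90% in Ctrl (mean ± SD, n = 6 each). A cortical tile on chr8 from 18739101 to 18739200 held 57.3 ± 6.86, 56.3 ± 9.55 and 54.7 ± 2.48% (n = 5 each) against 45.3 ± 14.1% (n = 6). Both were DMTs of the pooled test after the 3 diets, with 84 to 513 calls per placenta. On embryos, the unadjusted p was 0.0476, 0.0411 and 0.0563 in placenta and 0.102, 0.167 and 0.175 in cortex (exact permutation test, two-sided). Without Ctrl dams FCD101F and FCD123A the pooled differences were 6.79, 7.30 and 7.11 points in placenta and 4.13, 4.40 and 1.51 points in cortex, and neither tile was a DMT.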

Concurrently, another consistently affected gene *Angpt2*, has been linked to pre-eclampsia, general placental function and fetal health [54, 55]. 

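Tbx1, with calls summed over the tile, held 47.7 ± 10.9% after 7FD and 50.0 ± 3.53% after 20FS against 31.1 ± 6.63% in Ctrl placentas on chr16 from 18581301 to 18581400 (mean ± SD, n = 6 each, 10 to 170 calls). No 20FS embryo overlapped Ctrl, and the unadjusted p was 0.00433 after 7FD and 0.00216 after 20FS (exact permutation test, two-sided). The study names Tbx1 for its DMTs in the same samples, so these p are no independent evidence, and over all tiles none passed with embryos as replicates. At Hoxa10, a homeobox gene needed for decidualization, a tile on chr6 from 52233401 to 52233500 held 37.8 ± 8.54% after 20FS against 28.3 ± 9.89%, with a p of 0.113. With calls summed over the tile, the Hoxa10 tile from 52233301 to 52233400 held 48.0 ± 10.8% after 7FD and 42.3 ± 13.3% after 10FS against 38.3 ± 14.7%, with p of 0.234 and 0.613. Without Ctrl dams FCD101F and FCD123A, the sign turned there, with differences of -0.589 points after 7FD and -1.56 points after 10FS.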

Finally, transcription factors *Tbx1* and *Hoxa10* have both been shown to have wide reproductive and developmental roles, whilst having epigenetic functions and being under epigenetic regulation, respectively [56, 57].

Interestingly a minority of DMTs (7–11%) in the cortex corresponded to DMTs found in the placenta, suggesting that there are tissue-specific responses and susceptibilities to environmental exposures in the pre-conceptus oocyte. Additionally, no consistent biological pathways were enriched in the cortex DMTs. 

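Axin2, a Wnt feedback gene, and Cdkn1c, an imprinted cell cycle inhibitor, were DMTs in cortex and not called in placenta, with 31.6% of pooled calls methylated at Axin2 after 20FS against 47.3% in Ctrl on chr11 from 108940301 and 60.0% at Cdkn1c after 10FS against 44.5% on chr7 from 143459901. Dnmt3a, the de novo methyltransferase gene, was a DMT in placenta and not called in cortex, with 55.7% after 10FS and 51.9% after 20FS against 40.4% on chr12 from 3871801. No test compared placenta and cortex at the Axin2, Cdkn1c and Dnmt3a tiles. Of the cortex DMTs, 9.35% after 7FD, 8.91% after 10FS and 4.32% after 20FS were DMTs of placenta, and with calls summed over the tile 12.4, 13.8 and 7.83%. These shares are over all cortex DMTs, and most of these could not be tested in placenta. With the minimum at each CpG, 65, 91 and 212 could be, and 23 of them were shared after each diet. The odds ratios for sharing were 109, 65.5 and 20.7. Without Ctrl dams FCD101F and FCD123A, 0, 0 and 3 of these 23 stayed DMTs of both tissues. The odds ratios also take no account of methylation level. In cortex 87.0, 87.2 and 89.7% of DMTs lay between 20 and 80% methylation, against 10.7, 10.8 and 10.7% of the tiles tested. They therefore cannot tell how much sharing level alone would give. From the minority of cortex DMTs it found in placenta, the paper proposes tissue-specific responses and susceptibilities of the oocyte to the exposures.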

Genic DMTs conserved in both placenta and cortex frequently affected 1st introns, which have been shown to be highly conserved and play roles in expression regulation [58]. Although the effects of these epigenetic changes in tissues of the offspring and their developmental outcome are difficult to infer, transcriptional dysregulation remains a viable hypothesis. The majority of DMTs occurred in intergenic regions, areas known to house regulatory elements. Indeed, placental DMTs were found to have a ∼3.3- to 3.6-fold enrichment of placenta-specific regulatory elements in the 10FS and 20FS exposures.

Examination of loci known to inherit their DNA methylation patterns from the oocyte, but not the sperm allowed us to further probe the potential functional impact of the folate diets on DNA methylation in specific genomic regions. Parent-of-origin inherited methylation has important roles in embryonic growth and development; such marks have classically been shown to be critical in the case of imprinted genes. In our analysis, many interesting genes were identified and, although no pathways were significantly affected following correction, similar pathways to those emerging from the overall RRBS data analysis were identified. The finding that genic regions were predominantly affected by the diets suggests that regions where DNA methylation normally takes place in oocytes, targeted by H3K36me3 marks, may be particularly susceptible to the low and high folate exposure.

Together, our results indicate that low and high dietary folate exposure of oocytes in the time preceding reacquisition of DNA methylation can impact oocyte health, leading to altered reproductive and epigenetic outcomes. The mechanisms underlying the adverse reproductive outcomes will require further study by examining offspring at earlier stages of development and performing DNA methylation along with gene expression studies. The identification of DNA methylation defects in neurodevelopmental pathways suggests a potential target for study of offspring during postnatal development. This study tested the effects of low and high folate diets on early oocytes, an exposure relevant to the clinical use of folic acid supplements during pregnancy. In future studies, as women take folic acid supplements prior to becoming pregnant, it will be interesting to study the offspring and epigenetic impacts of exposure to the same folate diets during the window of DNA methylation acquisition in growing oocytes.

## Supplementary data

Supplementary data are available at *EnvEpig* online.

## Supplementary Material

dvaa018_Supplementary_Data

# Supplementary material for: Impact of mothers' early life exposure to low or high folate on progeny outcome and DNA methylation patterns
**Source:** Environ Epigenet. 2020 Nov 18;6(1):dvaa018. doi: 10.1093/eep/dvaa018
**Supplement:** dvaa018_Supplementary_Data

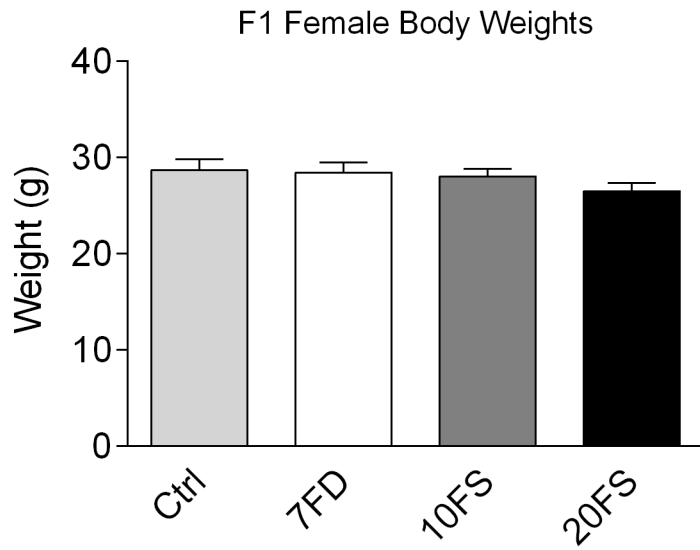

Supplementary Figure S1. Effect of prenatal folate deficiency and supplementation on F1 adult female body weight (n = 17-20/group) (Ctrl = Folic Acid Control Diet, 7FD = 7x Folic Acid Deficient, 10FS = 10x Folic Acid Supplemented, 20FS = 20x Folic Acid Supplemented).
* = $p < 0.05$ by one-way ANOVA with Dunnett's multiple comparisons test.

A**F2 Litter Sizes**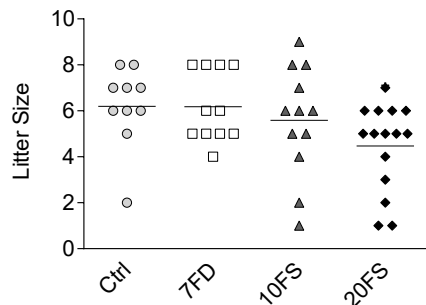**B****E18.5 Embryo Weights**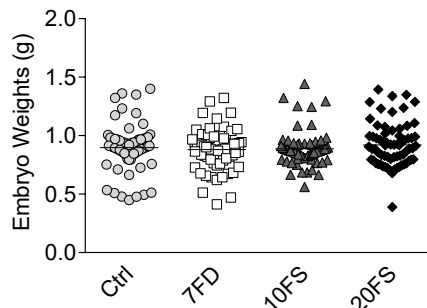**C****E18.5 Placenta Weight**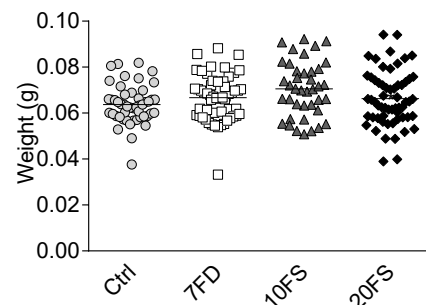**D****Pre-Implantation Loss**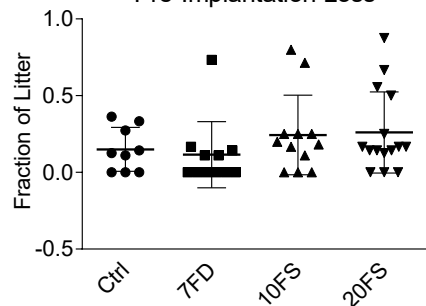**E****Post-Implantation Loss**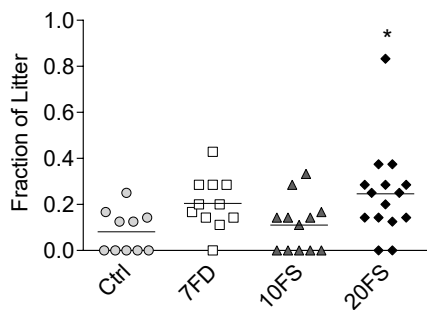**F****E18.5 Embryo/Placenta Weights**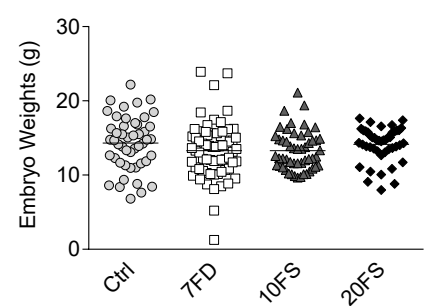

Supplementary Figure S2. Effects of mothers' preweaning exposure to folate deficiency and folic acid supplementation on future reproductive outcomes in F2 at E18.5. Individual data points were plotted for (A) F2 litter sizes at E18.5 (n = 10-15 F2 litters), (B) F2 embryo weights at E18.5, (C) F2 placental weights at embryonic day 18.5 (n = 49-59 embryos), (D) pre-implantation loss of F2 at E18.5 (n = 10-15 F2 litters), (E) Post-implantation loss of F2 at E18.5 and (F) the ratio of embryo to placenta weight (n = 49-59). (Ctrl = Folic Acid Control Diet, 7FD = 7x Folic Acid Deficient, 10FS = 10x Folic Acid Supplemented, 20FS = 20x Folic Acid Supplemented). * = $p < 0.05$ by one-way ANOVA with Dunnett's multiple comparisons test.

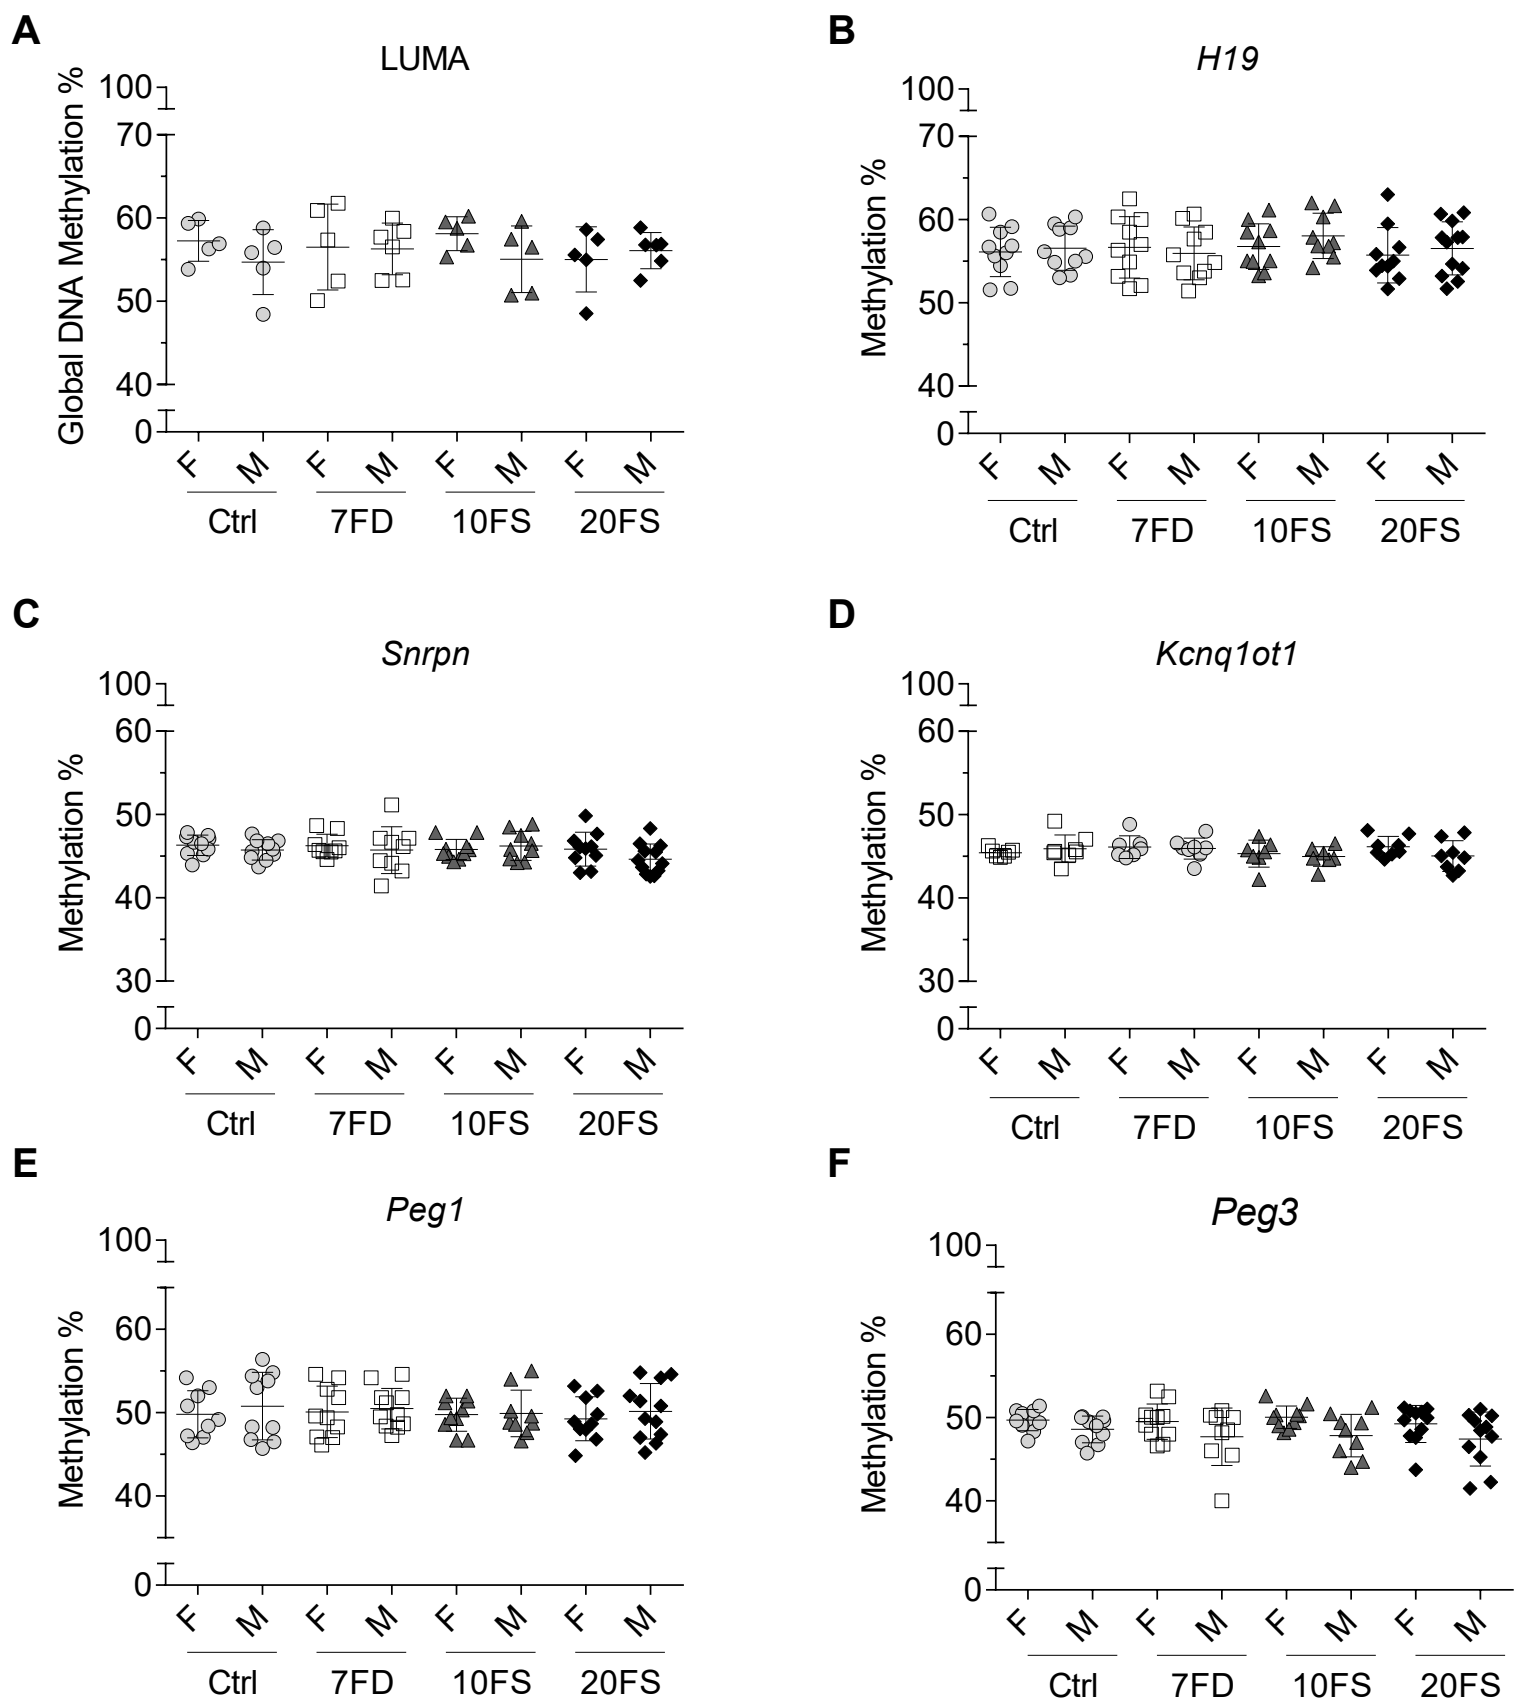

Supplementary Figure S3. Individual data points for F2 E18.5 placenta global DNA methylation and DMR methylation at imprinted genes. A) Global DNA methylation was measured using LUMA (n=5-6/group/sex). Loci of paternally methylated gene B) *H19* (n=9-11/group/sex) and maternally methylated genes C) *Snrpn*, D) *Kcnq1ot1*, E) *Peg1* and F) *Peg3* (n=9-11/group/sex) methylation levels were quantified by bisulfite pyrosequencing. (Ctrl = Folic Acid Control Diet, 7FD = 7x Folic Acid Deficient, 10FS = 10x Folic Acid Supplemented, 20FS = 20x Folic Acid Supplemented).

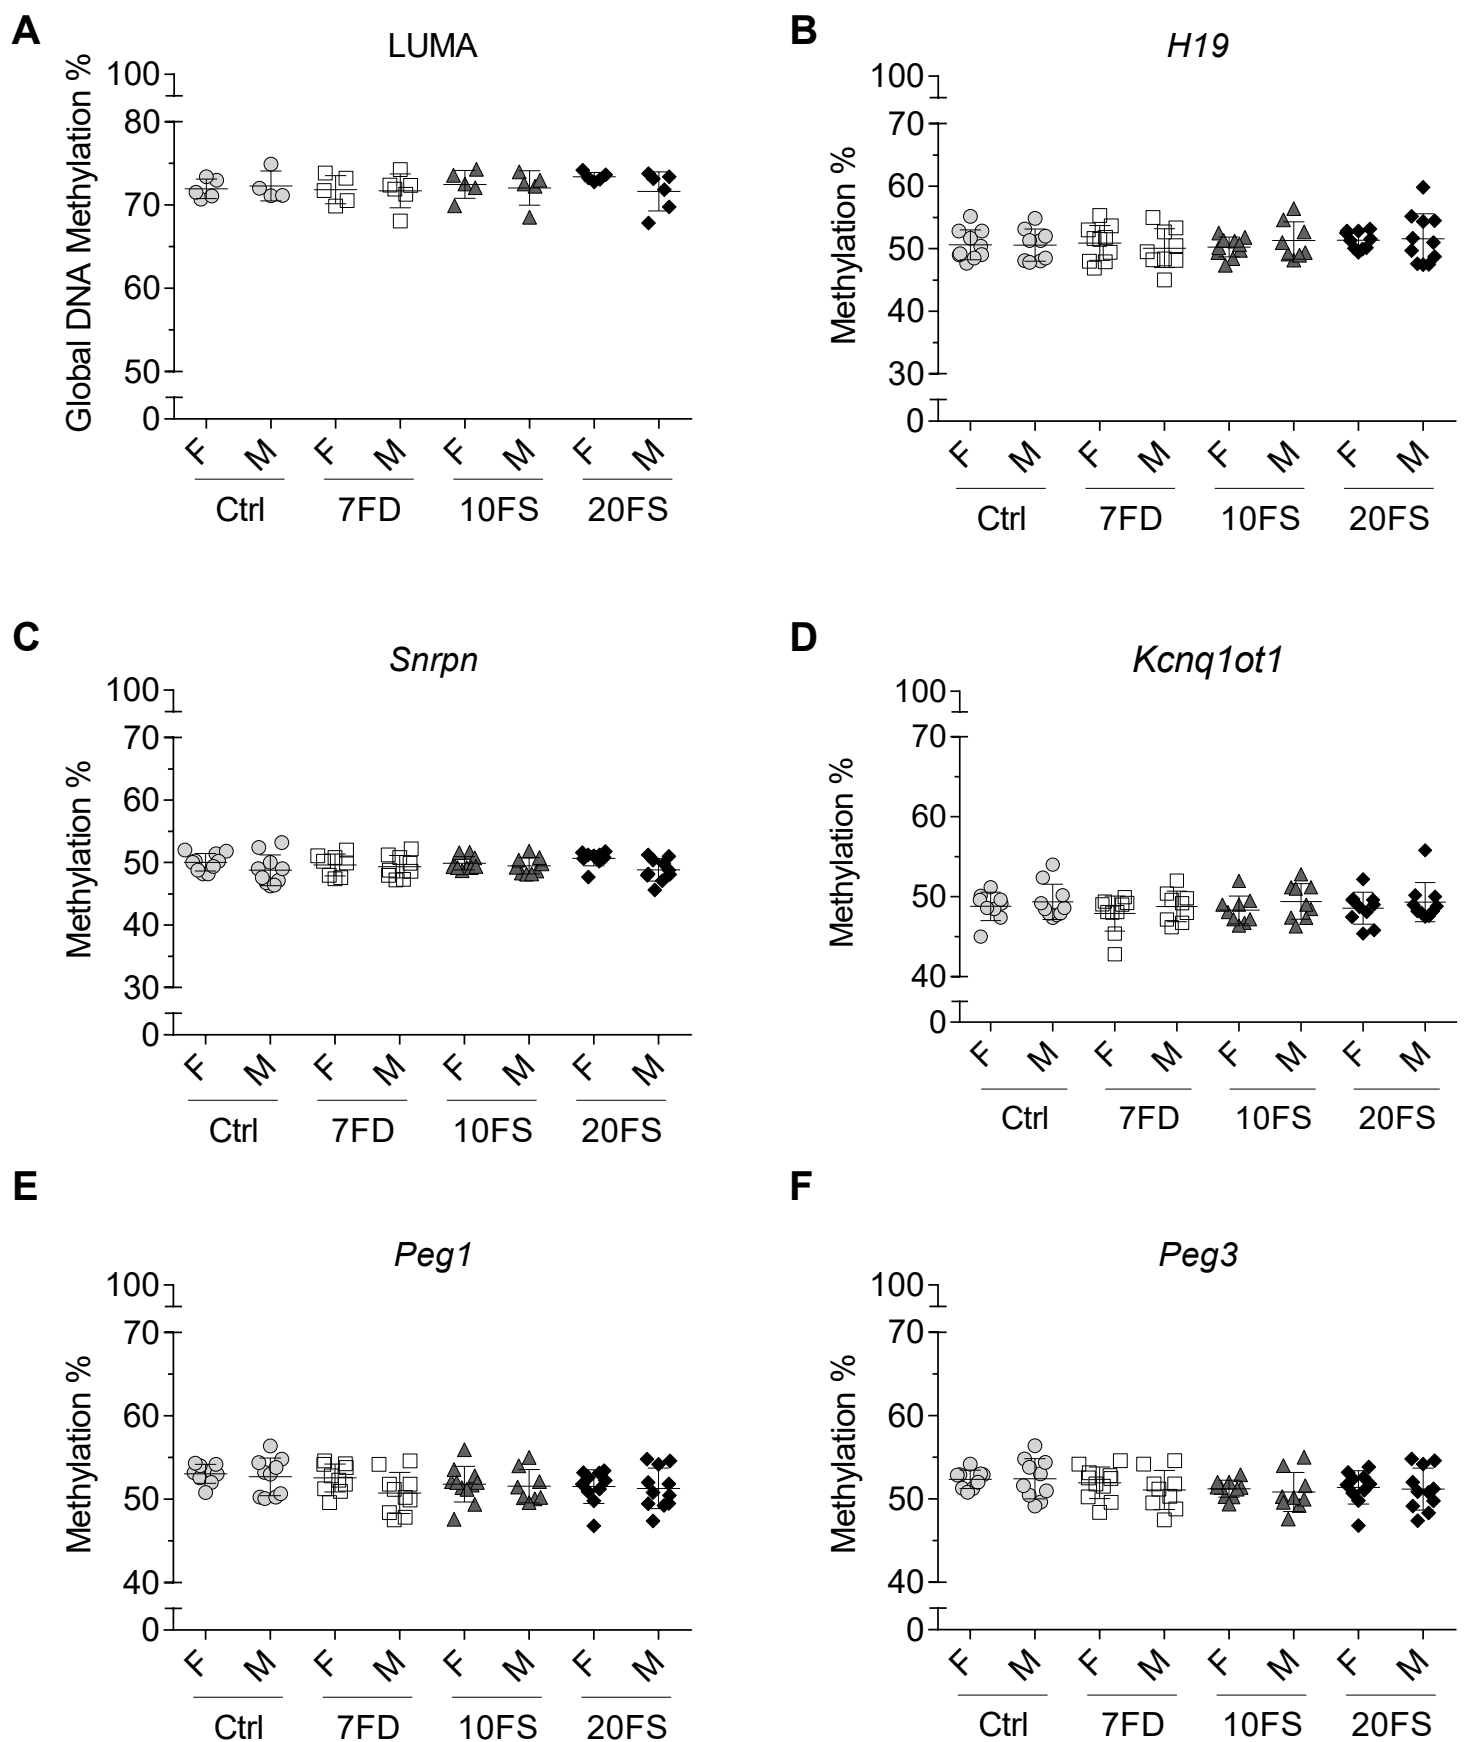

Supplementary Figure S4. Individual data points for F2 E18.5 cortex global DNA methylation and DMR methylation at imprinted genes. Global DNA methylation was measured using LUMA (n =5-6/group/sex). Loci of paternally methylated gene A) *H19* (n = 9-11/group/sex) and maternally methylated genes B) *Snrpn*, C) *Kcnq1ot1*, D) *Peg1* and E) *Peg3* (n = 9-11/group/sex) methylation levels were quantified by bisulfite pyrosequencing. (Ctrl = Folic Acid Control Diet, 7FD = 7x Folic Acid Deficient, 10FS = 10x Folic Acid Supplemented, 20FS = 20x Folic Acid Supplemented).

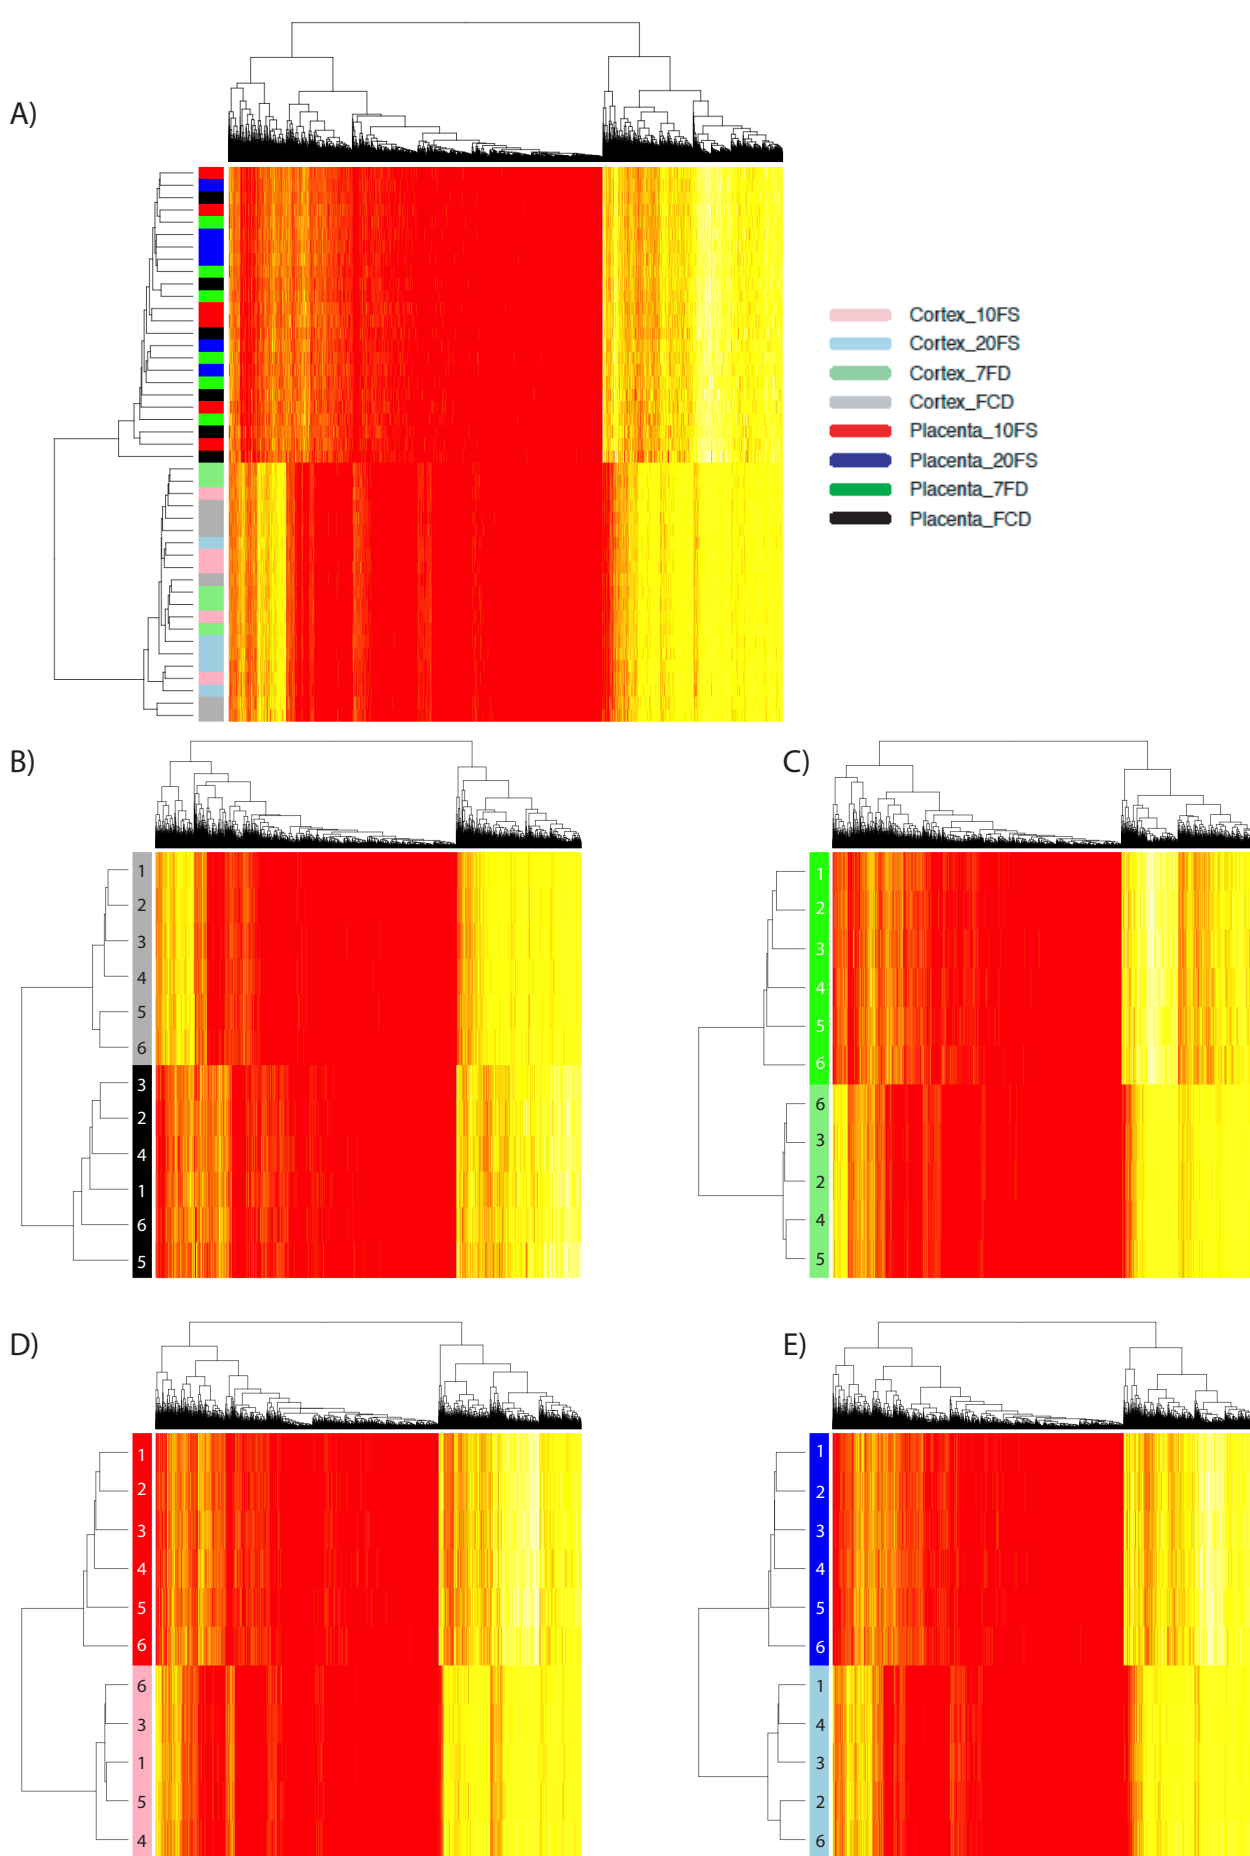

Supplementary Figure S5. Heatmap and hierarchal clustering of commonly sequenced CpG sites at 20x coverage from A) all samples and from cortex and placental samples of B) Ctrl, C) 7FD, D) 10FS and E) 20FS diet groups. Numbers indicate matching cortex and placenta tissues from the same animal. (n = 5-6 males/group; Ctrl = Folic Acid Control Diet, 7FD = 7x Folic Acid Deficient, 10FS = 10x Folic Acid Supplemented, 20FS = 20x Folic Acid Supplemented).

Supplementary Table S1: Pyrosequencing primers for germline differentially methylated regions (DMRs)

**Germline DMR (No. of CpGs)**	**Methylated Allele**	**Original Sequences of Pyro Primers (<u>Bisufite Converted Sequences</u>)**	**Reference**
**<i>H19</i> (6)**	Paternal	Forward: 5'-GGGGGGTAGGATATATGTATTTTT<br>Reverse: 5'-biot-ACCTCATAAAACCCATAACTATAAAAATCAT<br>Sequencing: 5'-GTGTGTAAAGATTAGGG	Whidden et al., 2015
**<i>SNRPN</i> (5)**	Paternal	Forward: 5'-TTGGTAGTTGTTTTTTGGTAGGAT<br>Reverse: 5'-biot-TCCACAAACCCAACTAACCTTC<br>Sequencing: 5'- GTGTAGTTATTGTTTGGGA	Whidden et al., 2015
**<i>Peg1</i> (5)**	Maternal	Forward: 5'-GGTTGGGTTTGGATATTGTAAAG<br>Reverse: 5'-biot-TTCCCTAAAATTCTAACAACCTAAACA<br>Sequencing: 5' ATTGTAAAGTTAAAGTTGTAGTAAA	de Waal et al, 2014
**<i>Peg3</i> (6)**	Maternal	Forward: 5'-GGTTTTTAAGGGTAATTGATAAGG<br>Reverse: 5'-biot-CCCTATCACCTAAATAACATCCC<br>Sequencing: 5'-AATTGATAAGGTTGTAGATT	de Waal et al, 2015
**<i>Kcnq1ot1</i> (6)**	Maternal	Forward: 5'-AGGTTTTTGGTAGGTGGTTT<br>Reverse: 5'-biot-CTAACTAAACCAAAATACACCATCATA<br>Sequencing: 5'-GTTAGGAGGAATAGTTGTTTTA	de Waal et al, 2014

H19 Imprinted Maternally Expressed Transcript (Non-Protein Coding)

Snrpn Small Nuclear Ribonucleoprotein Polypeptide N

Kcnq1ot1 Opposite Strand/Antisense Transcript 1 (Non-Protein Coding)

Peg 1 and 3 Paternally-Expressed Gene 1 and 3

Supplementary Table S2: Summary RRBS performance for
individual samples

	**Mean**	**± SEM**	**Min.**	**Max.**
**Total Reads**	18, 262, 640	374,466	12,777,040	18,971,750
**1× Coverage CpG Count**	1, 629, 169	15, 307	1, 219, 880	1, 971, 469
**CpGs with >=10× Coverage**	64.58%	0.36%	56.76%	69.29%

SEM: Standard Error of Mean; Min.: minimum; Max.: Maximum

Supplementary Table S3: Primers used for the validation of RRBS results.

Pyrosequencing Assay	Target Region	Primers
1	Chr 5:112467185-210	For 5'-biot-GGATTGAGATTGTTGGTTATAAAGG-3'<br>Rev 5'-CCAAAACACTACATTAAAACAAACCCA-3'<br>Seq 5'-AAACCACAAATCATATATAATATC-3'
2	Chr 5: 112467230-250	For 5'- ATGGATTGAGATTGTTGGTTATAAAG -3'<br>Rev 5'-biot-TCCAAAACACTACATTAAAACAAACCC -3'<br>Seq 5'- AGGTGATATTATATATGA -3'
3	Chr x: 95461105-145	For 5'-biot-TGTTGGGGGTATATATGAGGAG -3'<br>Rev 5'- AACTTACCAATACTACTATTCTCAACTAA -3'<br>Seq 5'- ATCCACAAAATCCTTAAAT -3'
4	Chr 7: 80390945-985	For 5'-biot-GGGGTAGTTTTTTGTAGGAGAT -3'<br>Rev 5'- TCAACAACAACCTCCTACACTA -3'<br>Seq 5'- ACCTCTCACCTACCC -3'

For: Forward PCR primer; **Rev:** Reverse PCR primer; **Seq:** Pyrosequencing primer.

Supplementary Table S4: RRBS comparison of 7FD, 10FS, and 20FS versus Ctrl
placenta and cortex

Comparison	Tissue	Number of DMTs		
		Total	Hypermethylation (%)	Hypomethylation (%)
7FD vs Ctrl	Placenta	907	720 (79.4%)	187 (20.6%)
	Cortex	420	325 (77.3%)	95 (22.7%)
10FS vs Ctrl	Placenta	1163	916 (78.7%)	247 (21.3%)
	Cortex	481	290 (60.2%)	191 (39.8%)
20FS vs Ctrl	Placenta	1117	849 (76.0%)	268 (34.0%)
	Cortex	938	307 (32.7%)	631(67.3%)

Supplementary Table S5: Summary Placenta RRBS Data

Values represent average number of tiles of all samples within tissue across all exposures.

		

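Tables S5 and S6 count, for each genomic region, how many 100-bp tiles were sequenced and how many were DMTs, averaged over the samples of a tissue. In the counts used here, with the minimum of 10 calls at each CpG, a mean of 7798.67 tested tiles were intergenic in placenta and 16921.3 in cortex over the 3 comparisons. The intergenic share averaged 41.7% of DMTs and 17.4% of tested tiles in placenta, and 39.2% and 20.2% in cortex. Only gene spans entered this count, so exons and introns were not told apart.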

Placenta			
		All sequenced tiles	All DMTs	Hypermethylated	Hypomethylated
Genic Regions	<i>Intergenic</i>	35244 (27%)	225 (47%)	319 (39%)	131 (56%)
	<i>Promoter-TSS</i>	29523 (23%)	22 (3%)	41 (5%)	3 (1%)
	<i>Exon</i>	19871 (15%)	95 (16%)	160 (19%)	29 (12%)
	<i>Intron</i>	36415 (28%)	159 (29%)	253 (39%)	64 (27%)
	<i>Other</i>	9525 (7%)	32 (5%)	45 (6%)	10 (3%)

Supplementary Table S6: Summary Cortex RRBS Data

Values represent average number of tiles of all samples within tissue across all exposures.

		Cortex			
		All sequenced tiles	All DMTs	Hypermethylated	Hypomethylated
Genic Regions	<i>Intergenic</i>	35346 (27%)	131 (44%)	137 (45%)	125 (43%)
	<i>Promoter-TSS</i>	29612 (23%)	10 (3%)	13 (4%)	7 (2%)
	<i>Exon</i>	19945 (15%)	37 (11%)	37 (12%)	36 (11%)
	<i>Intron</i>	36557 (28%)	117 (38%)	108 (35%)	126 (41%)
	<i>Other</i>	9564 (7%)	12 (4%)	14 (4%)	11 (3%)

Supplementary Table S7: Validation of RRBS results by bisulfite pyrosequencing.

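Table S7 sets single CpGs measured by pyrosequencing beside the same CpGs in RRBS. Pyrosequencing reads the share of C at each CpG along a bisulphite-converted PCR product, so it measures the same quantity as RRBS over the cells of a tissue sample, without the restriction digest. Its CpGs in Sez6l lie within an intron and those of Furin within an exon, as the table states.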

Groups compared	Genic Region	Pyrosequencing Assay	CpG Coordinate	RRBS Methylation Change	Pyrosequencing Methylation Change
FCD vs. 7FD	Intron	1	Chr 5: 112467190	↓	↓ ²
	Intron	1	Chr 5: 112467206	=	= ²
	Intron	2	Chr 5: 112467237	↓	↓ ²
	Intron	2	Chr 5: 112467247	↓	↓ ²
	Intergenic	3	Chr x: 95461111	↓	↓
	Intergenic	3	Chr x: 95461115	↓	↓
	Intergenic	3	Chr x: 95461124	↓	=
	Intergenic	3	Chr x: 95461142	↓	↓
FCD vs. 20FS	Exon	4	Chr 7: 80390950	↑	↑ ¹
	Exon	4	Chr 7: 80390982	↑	↑ ¹

FCD: Folic acid control diet; **7FD:** Seven-fold folic acid deficient diet; **20FS:** Twenty-fold folic acid supplemented diet.

1: Validation performed using 5 samples from the group 20FS. **2:** Validation performed using 5 samples from groups FCD and 7FD.

Supplementary Table S8: Gene lists corresponding to the top 2 most statistically significantly enriched biological pathways among genic DMTs within placenta conserved in all three folic acid exposure groups identified by DAVID Bioinformatic analysis.

**Multicellular organism development**	**Transcription**
Alx3	Ccnk
Angpt2	Erb4
Cas1	Esrrg
Dact2	Fezf2
Dbx1	Gtf2h4
Dll4	Hoxa10
Dlx4	Ncor2
Efnb3	Nfil3
En1	Onecut2
Erb4	Park2
Esrrg	Pax2
Fezf2	Pou2f2
Hoxa10	Prdm11
Hoxc12	Stat4
Lrp1	Tbr1
Pax2	Tbx1
Six6	Tbx21
Smad5	Vax1
Tbx1	Vopp1
Unc5a	Vsx2
Vax1	Wt1
Vsx2	Ybx1
Wnt2	Zfp423
Wnt7a	Zfp710
Zfa-ps	Zfp784
Zfp423	

Supplementary Table S9: Corresponding genes of DMTs conserved in both placenta and cortex with $\geq 10\%$ change in methylation. For each gene, the directionality and magnitude of change is demonstrated, along with the diet exposure.

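Table S9 names a gene for each shared tile by the closest gene, which may lie far away. For the tiles read here, Scgb2b26 was 38397 bp away and Sntb1 37599 bp. Scgb2b26, a secretoglobin gene, is the closest to a tile on chr7 from 33904501. With calls summed over this tile, Ctrl dams FCD101F and FCD123A held 28.3 and 12.2% in placenta and the other 4 Ctrl placentas 57.6 ± 18.3%. With calls summed over the tile, 47, 60 and 74 tiles were DMTs of both tissues after 7FD, 10FS and 20FS, of which 22, 29 and 37 were genic.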

Gene Name	Gene Description	DMT Location	Direction		Diet
			Placenta	Cortex	
Map1lc3b	microtubule-associated protein 1 light chain 3 beta	Intergenic	-21.89	-20.64	7FD
Gm6588	predicted gene 6588	intron	-27.97	-17.61	7FD
Etaa1	Ewing tumor-associated antigen 1	Intergenic	-12.43	-17.16	7FD
Fbxo4	F-box protein 4	Intergenic	-14.12	-16.08	7FD
Sntb1	syntrophin, basic 1	Intergenic	-15.33	-13.58	7FD
2200002D01Rik	RIKEN cDNA 2200002D01 gene	TTS	-21.23	-12.04	7FD
Slc25a13	solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 13	Intergenic	-10.64	-11.83	7FD
Tas2r139	taste receptor, type 2, member 139	Intergenic	-14.03	-10.81	7FD
1700049E22Rik	RIKEN cDNA 1700049E22 gene	Intergenic	-16.30	-10.61	7FD
Ceacam18	carcinoembryonic antigen-related cell adhesion molecule 18	exon	-15.06	-10.36	7FD
Mtpn	myotrophin	Intergenic	-17.40	-10.11	7FD
Arhgef26	Rho guanine nucleotide exchange factor (GEF) 26	Intergenic	36.55	10.01	7FD
Ccdc166	coiled-coil domain containing 166	exon	15.21	10.07	7FD
Ybx1	Y box protein 1	exon	20.17	10.17	7FD
Fam58b	family with sequence similarity 58, member B	exon	12.31	10.20	7FD
Ckb	creatine kinase, brain	intron	15.42	10.70	7FD
Mir6943	microRNA mir-6943	intron	13.61	10.73	7FD
Slc38a1	solute carrier family 38, member 1	Intergenic	10.57	10.78	7FD
Olf136	olfactory receptor 136	Intergenic	21.38	10.92	7FD
Gnas	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	exon	25.01	11.17	7FD
Esrrg	estrogen-related receptor gamma	intron	10.24	11.18	7FD
1700030C10Rik	RIKEN cDNA 1700030C10 gene	Intergenic	12.44	11.36	7FD
Prok2	prokineticin 2	Intergenic	13.24	11.42	7FD
Smad1	SMAD family member 1	intron	15.48	11.63	7FD
Alkbh5	alkB, alkylation repair homolog 5 (E. coli)	Intergenic	15.27	11.64	7FD
Arhgef28	Rho guanine nucleotide exchange factor (GEF) 28	intron	11.92	12.01	7FD
Cdh15	cadherin 15	intron	14.54	12.48	7FD
Sall1	sal-like 1 (Drosophila)	Intergenic	10.26	12.62	7FD
Aif1l	allograft inflammatory factor 1-like	Intergenic	12.82	12.65	7FD
Fam19a5	family with sequence similarity 19, member A5	Intergenic	-10.81	12.67	7FD
Cd209c	CD209c antigen	Intergenic	17.80	12.80	7FD
Tmem63a	transmembrane protein 63a	3' UTR	21.12	13.20	7FD
Anks6	ankyrin repeat and sterile alpha motif domain containing 6	exon	12.37	13.38	7FD
Pex14	peroxisomal biogenesis factor 14	3' UTR	18.17	14.66	7FD
Mir378c	microRNA mir-378c	intron	12.55	14.71	7FD
Ckb	creatine kinase, brain	exon	25.05	14.76	7FD
Pcdh19	protocadherin 19	Intergenic	10.10	15.20	7FD

Table S9 continued

Scgb2b26	secretoglobin, family 2B, member 26	Intergenic	10.73	15.40	7FD
Fam58b	family with sequence similarity 58, member B	exon	23.31	15.52	7FD
Olfm1	olfactomedin 1	Intergenic	10.92	15.76	7FD
Stxbp6	syntaxin binding protein 6 (amisyn)	Intergenic	17.69	16.11	7FD
Mir7214	microRNA mir-7214	Intergenic	16.39	16.43	7FD
Ybx1	Y box protein 1	exon	17.68	17.71	7FD
Ccnk	cyclin K	intron	15.89	21.73	7FD
Mir153	microRNA 153	intron	14.09	23.15	7FD
Eltid1	EGF, latrophilin seven transmembrane domain containing 1	Intergenic	13.46	26.73	7FD
Map1lc3b	microtubule-associated protein 1 light chain 3 beta	Intergenic	-22.78	-18.38	10FS
Sntb1	syntrophin, basic 1	Intergenic	-11.09	-17.82	10FS
Six3os1	SIX homeobox 3, opposite strand 1	Intergenic	12.71	-17.43	10FS
2610316D01Rik	RIKEN cDNA 2610316D01 gene	Intergenic	-19.01	-16.24	10FS
Mif	macrophage migration inhibitory factor	intron	20.52	-15.79	10FS
Etaa1	Ewing tumor-associated antigen 1	Intergenic	-15.82	-12.35	10FS
Sh3pxd2a	SH3 and PX domains 2A	intron	-11.80	-11.46	10FS
Krtcap3	keratinocyte associated protein 3	intron	-15.99	-11.32	10FS
Gpr110	G protein-coupled receptor 110	Intergenic	-13.73	-11.28	10FS
Rps6kc1	ribosomal protein S6 kinase polypeptide 1	Intergenic	-17.30	-10.27	10FS
2200002D01Rik	RIKEN cDNA 2200002D01 gene	TTS	-15.91	-10.17	10FS
Psg16	pregnancy specific glycoprotein 16	intron	14.10	-10.12	10FS
Gnas	GNAS (guanine nucleotide binding protein, alpha stimulating) complex locus	exon	11.13	-10.02	10FS
Ino80d	INO80 complex subunit D	Intergenic	13.27	10.20	10FS
Ppp1r2-ps3	protein phosphatase 1, regulatory (inhibitor) subunit 2, pseudogene 3	promoter-TSS	33.06	10.33	10FS
Rpp21	ribonuclease P 21 subunit	Intergenic	14.19	10.43	10FS
H2-DMa	histocompatibility 2, class II, locus DMa	intron	12.24	10.58	10FS
LOC100503676	uncharacterized LOC100503676	intron	13.75	10.66	10FS
Alkbh5	alkB, alkylation repair homolog 5 (E. coli)	Intergenic	17.31	10.78	10FS
1700034G24Rik	RIKEN cDNA 1700034G24 gene	Intergenic	16.47	10.97	10FS
Anks6	ankyrin repeat and sterile alpha motif domain containing 6	exon	12.29	11.11	10FS
Olf136	olfactory receptor 136	Intergenic	18.56	11.13	10FS
Farp1	FERM, RhoGEF (Arhgef) and pleckstrin domain protein 1 (chondrocyte-derived)	Intergenic	10.87	11.23	10FS
Hrh2	histamine receptor H2	Intergenic	13.71	11.36	10FS
Fam58b	family with sequence similarity 58, member B	exon	16.40	11.37	10FS
Rcan2	regulator of calcineurin 2	intron	16.56	11.46	10FS
Neurl1a	neuralized homolog 1A (Drosophila)	exon	11.36	11.61	10FS
Nenf	neuron derived neurotrophic factor	Intergenic	-11.22	11.85	10FS
1700030C10Rik	RIKEN cDNA 1700030C10 gene	Intergenic	13.49	11.91	10FS
Mup5	major urinary protein 5	Intergenic	18.71	12.22	10FS
Mir7032	microRNA mir-7032	intron	11.61	12.68	10FS
1700010K23Rik	RIKEN cDNA 1700010K23 gene	intron	26.82	12.97	10FS
Prok2	prokineticin 2	Intergenic	16.24	13.08	10FS
Stxbp6	syntaxin binding protein 6 (amisyn)	Intergenic	15.56	13.11	10FS

Table S9 continued

Kit	kit oncogene	intron	12.23	13.45	10FS
Ereg	epiregulin	promoter-TSS	11.23	14.18	10FS
Ckb	creatine kinase, brain	exon	24.94	14.31	10FS
Aif1l	allograft inflammatory factor 1-like	Intergenic	14.86	14.66	10FS
Mir7214	microRNA mir-7214	Intergenic	15.72	15.42	10FS
Arhgef26	Rho guanine nucleotide exchange factor (GEF) 26	Intergenic	28.44	15.50	10FS
Scgb2b26	secretoglobin, family 2B, member 26	Intergenic	15.82	15.62	10FS
Gdnf	glial cell line derived neurotrophic factor	intron	10.85	15.95	10FS
Ccnk	cyclin K	intron	15.99	15.96	10FS
Pisd-ps3	phosphatidylserine decarboxylase, pseudogene 3	promoter-TSS	10.04	16.50	10FS
Sipa1	signal-induced proliferation associated gene 1	exon	17.11	17.52	10FS
Eltld1	EGF, latrophilin seven transmembrane domain containing 1	Intergenic	12.96	17.72	10FS
Ube2v1	ubiquitin-conjugating enzyme E2 variant 1	Intergenic	13.55	18.10	10FS
Rpp21	ribonuclease P 21 subunit	Intergenic	-12.37	18.21	10FS
Arhgef26	Rho guanine nucleotide exchange factor (GEF) 26	Intergenic	17.86	18.46	10FS
Mark4	MAP/microtubule affinity-regulating kinase 4	Intergenic	17.13	19.03	10FS
Irgq	immunity-related GTPase family, Q	exon	12.04	19.19	10FS
Esp38	exocrine gland secreted peptide 38	Intergenic	14.41	21.06	10FS
Mir8110	microRNA mir-8110	Intergenic	18.39	22.40	10FS
Rab11fip3	RAB11 family interacting protein 3 (class II)	intron	17.99	28.26	10FS
Efhc2	EF-hand domain (C-terminal) containing 2	intron	13.31	29.55	10FS
Mif	macrophage migration inhibitory factor	intron	28.35	-27.45	20FS
Map1lc3b	microtubule-associated protein 1 light chain 3 beta	Intergenic	-25.52	-22.70	20FS
Six3os1	SIX homeobox 3, opposite strand 1	Intergenic	12.55	-21.17	20FS
Zc3h10	zinc finger CCCH type containing 10	promoter-TSS	-13.71	-17.57	20FS
2610316D01Rik	RIKEN cDNA 2610316D01 gene	Intergenic	-20.18	-17.44	20FS
Gm20319	predicted gene, 20319	exon	-11.45	-14.58	20FS
1700086O06Rik	RIKEN cDNA 1700086O06 gene	Intergenic	10.08	-13.84	20FS
Gpr110	G protein-coupled receptor 110	Intergenic	-15.25	-13.21	20FS
Krtcap3	keratinocyte associated protein 3	intron	-15.29	-13.13	20FS
2200002D01Rik	RIKEN cDNA 2200002D01 gene	TTS	-19.74	-12.39	20FS
Clmn	calmin	Intergenic	11.22	-12.20	20FS
Htr1a	5-hydroxytryptamine (serotonin) receptor 1A	Intergenic	14.23	-11.96	20FS
Mtpn	myotrophin	Intergenic	-15.10	-11.61	20FS
Sntb1	syntrophin, basic 1	Intergenic	-12.66	-11.59	20FS
Tas1r2	taste receptor, type 1, member 2	Intergenic	13.82	-11.52	20FS
Ear2	eosinophil-associated, ribonuclease A family, member 2	Intergenic	-11.04	-11.36	20FS
Eva1b	eva-1 homolog B (C. elegans)	TTS	12.76	-11.16	20FS
Myog	myogenin	3' UTR	17.56	-10.98	20FS
Slc25a13	solute carrier family 25 (mitochondrial carrier, adenine nucleotide translocator), member 13	Intergenic	-10.61	-10.62	20FS
Slc28a3	solute carrier family 28 (sodium-coupled nucleoside transporter), member 3	intron	12.99	-10.44	20FS

Table S9 continued

Gdf2	growth differentiation factor 2	exon	11.20	-10.38	20FS
Gm10377	predicted gene 10377	Intergenic	-13.93	-10.29	20FS
Chsy3	chondroitin sulfate synthase 3	intron	-14.35	-10.28	20FS
Gm13152	predicted gene 13152	intron	11.25	10.05	20FS
Olfr136	olfactory receptor 136	Intergenic	22.33	10.07	20FS
Tbce	tubulin-specific chaperone E	intron	25.53	10.21	20FS
Pim1	proviral integration site 1	Intergenic	14.48	10.31	20FS
Arhgef26	Rho guanine nucleotide exchange factor (GEF)<br>26	Intergenic	20.57	10.61	20FS
Rcan2	regulator of calcineurin 2	intron	11.33	10.77	20FS
Anks6	ankyrin repeat and sterile alpha motif domain<br>containing 6	exon	17.85	11.03	20FS
Car10	carbonic anhydrase 10	Intergenic	17.38	11.12	20FS
Ncor2	nuclear receptor co-repressor 2	Intergenic	18.34	11.15	20FS
Ephb3	Eph receptor B3	promoter-<br>TSS	13.32	11.16	20FS
Fbxo16	F-box protein 16	intron	-12.33	11.31	20FS
Cyp51	cytochrome P450, family 51	Intergenic	10.42	11.46	20FS
Piezo1	piezo-type mechanosensitive ion channel<br>component 1	intron	11.88	11.53	20FS
Stc2	stanniocalcin 2	Intergenic	-23.84	11.85	20FS
Arhgef26	Rho guanine nucleotide exchange factor (GEF)<br>26	Intergenic	39.30	12.01	20FS
Ckb	creatine kinase, brain	exon	32.09	12.02	20FS
Stxbp6	syntaxin binding protein 6 (amisyn)	Intergenic	23.25	12.72	20FS
Ybx1	Y box protein 1	exon	16.99	12.76	20FS
Pex2	peroxisomal biogenesis factor 2	Intergenic	-14.17	12.85	20FS
Erdr1	erythroid differentiation regulator 1	Intergenic	-10.82	13.10	20FS
Ppp1r2-ps3	protein phosphatase 1, regulatory (inhibitor)<br>subunit 2, pseudogene 3	promoter-<br>TSS	36.40	13.22	20FS
LOC100503676	uncharacterized LOC100503676	intron	10.79	13.36	20FS
Kcns1	K+ voltage-gated channel, subfamily S, 1	5' UTR	12.58	13.41	20FS
Spred2	sprouty-related, EVH1 domain containing 2	intron	12.93	13.64	20FS
Eltd1	EGF, latrophilin seven transmembrane domain<br>containing 1	Intergenic	18.02	13.70	20FS
Scrg1	scrapie responsive gene 1	intron	16.52	13.73	20FS
Aif1l	allograft inflammatory factor 1-like	Intergenic	12.08	14.06	20FS
Mark4	MAP/microtubule affinity-regulating kinase 4	Intergenic	25.01	14.15	20FS
Pax7	paired box 7	exon	10.88	14.28	20FS
A930016O22Rik	RIKEN cDNA A930016O22 gene	intron	14.62	14.36	20FS
Proser2	proline and serine rich 2	exon	-10.04	14.39	20FS
Scgb2b26	secretoglobin, family 2B, member 26	Intergenic	13.55	14.55	20FS
Aldh2	aldehyde dehydrogenase 2, mitochondrial	intron	12.94	14.66	20FS
Ptprtos	protein tyrosine phosphatase, receptor type T,<br>opposite strand	intron	-18.15	15.28	20FS
Hmgn2	high mobility group nucleosomal binding<br>domain 2	intron	12.43	15.41	20FS
Hao1	hydroxyacid oxidase 1, liver	intron	-16.85	16.22	20FS
Irgq	immunity-related GTPase family, Q	exon	14.01	16.48	20FS
4921524L21Rik	RIKEN cDNA 4921524L21 gene	Intergenic	10.97	16.80	20FS
Psg16	pregnancy specific glycoprotein 16	intron	16.75	17.59	20FS

Table S9 continued

Mir7214	microRNA mir-7214	Intergenic	18.32	18.01	20FS
Esp38	exocrine gland secreted peptide 38	Intergenic	-11.34	18.29	20FS
Sipa1	signal-induced proliferation associated gene 1	exon	20.13	18.91	20FS
Tshz3	teashirt zinc finger family member 3	Intergenic	29.74	19.27	20FS
Rab11fip3	RAB11 family interacting protein 3 (class II)	intron	17.66	21.82	20FS
Ap5z1	adaptor-related protein complex 5, zeta 1 subunit	intron	27.76	21.94	20FS
Rpp21	ribonuclease P 21 subunit	Intergenic	-22.79	22.09	20FS
Mir153	microRNA 153	intron	10.95	34.38	20FS
Rasa1	RAS p21 protein activator 1	Intergenic	-16.35	35.42	20FS

Supplementary Table S10: Placenta (A) and cortex (B) RRBS DMTs localized to regions in previously published sequencing data with low methylation in sperm ($\leq 10\%$) but moderate to high methylation in germinal vesicle oocytes ($\geq 25\%$) and inner cell mass ($\geq 25\%$)

(A)

	Placenta					
	7FD		10FS		20FS	
	Hyper	Hypo	Hyper	Hypo	Hyper	Hypo
**DMT Direction**						
**Total**	44	6	63	4	44	11
**% Genic (# DMTs)**	77.3 (34)	83.3 (5)	82.5 (52)	100 (4)	86.4 (38)	90 (10)

(B)

	Cortex					
	7FD		10FS		20FS	
	Hyper	Hypo	Hyper	Hypo	Hyper	Hypo
**DMT Direction**						
**Total**	16	3	17	5	13	24
**% Genic (# DMTs)**	81.3 (13)	66.7 (2)	58.8 (10)	80 (4)	76.9 (10)	87.5 (21)

Supplementary Table S11

List of DMTs with location, closest associated Ensembl gene ID, degree of alteration in DNA methylation and the level of methylation of the loci taken from the published GVO and ICMm data.

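Table S11 gives for each tile the difference in methylation between a diet and Ctrl and the published levels in germinal vesicle oocytes and in the inner cell mass, which were measured by others in other mice. An oocyte level of at least 75% is listed for 43 tiles of 7FD, 56 of 10FS and 43 of 20FS in placenta, and for 14, 18 and 33 in cortex. Usp21, for example, is listed with 69.5% in the oocyte and 33.5% in the inner cell mass.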

Tissue	Diet	Location (chr:start-stop)	Peak_Score	Annotation	Gene_ID	GVO	ICMm
Cortex	7FD	chr1:171287801-171287900	23.1	TTS	Usp21	69.5	33.5
		chr1:171287901-171288000	24.4	promoter-TSS	Usp21	69.5	33.5
		chr19:30539701-30539800	15.2	promoter-TSS	Ppp1r2-ps3	92.5	28.2
		chr15:72809801-72809900	10.8	non-coding	Peg13	96.8	86.0
		chr15:72809701-72809800	10.6	non-coding	Peg13	96.8	86.0
		chrX:169983701-169983800	11.0	intron	G530011O06Rik	57.0	34.9
		chr5:125612501-125612600	23.9	intron	Tmem132b	95.3	59.2
		chr18:75258801-75258900	14.2	intron	2010010A06Rik	96.5	56.9
		chr7:82771901-82772000	17.0	intron	4933406J10Rik	95.3	48.0
		chr16:89954801-89954900	18.3	intron	Tiam1	95.2	45.2
		chr3:62159001-62159100	10.0	Intergenic	Arhgef26	84.2	86.2
		chr15:84417201-84417300	12.0	exon	1810041L15Rik	90.9	57.6
		chr13:95763201-95763300	23.0	exon	F2rl2	97.6	56.8
		chr8:108956801-108956900	10.0	exon	Mir3108	96.5	49.3
		chr4:148953801-148953900	14.7	3' UTR	Pex14	74.0	29.7
		chr5:24482501-24482600	11.2	3' UTR	Agap3	90.4	41.1
		chr17:47867001-47867100	-12.1	TTS	Mdfi	79.5	37.5
		chr16:11143901-11144000	-12.0	intron	Txndc11	36.7	32.1
		chr12:24493501-24493600	-15.7	Intergenic	Taf1b	86.1	36.5
	10FS	chr7:4866401-4866500	20.4	promoter-TSS	Isoc2b	85.1	43.4
		chr19:30539701-30539800	10.3	promoter-TSS	Ppp1r2-ps3	92.5	28.2
		chr16:11144101-11144200	11.7	intron	Txndc11	36.7	32.1
		chr7:44630401-44630500	10.7	intron	Myh14	45.2	32.8
		chr10:13091001-13091100	18.5	intron	Plagl1	96.9	64.3
		chr15:80367001-80367100	10.9	intron	Cacna1i	96.7	62.4
		chr7:82771901-82772000	14.4	intron	4933406J10Rik	95.3	48.0
		chr3:62159401-62159500	18.5	Intergenic	Arhgef26	84.2	86.2
		chr3:62159001-62159100	15.5	Intergenic	Arhgef26	84.2	86.2
		chr11:116498701-116498800	13.1	Intergenic	Prpsap1	47.4	41.7
		chrX:169994101-169994200	15.6	Intergenic	G530011O06Rik	57.0	34.9
		chr14:65111001-65111100	27.9	Intergenic	Extl3	96.0	71.2
		chr8:108241501-108241600	14.4	Intergenic	3010033K07Rik	95.2	47.5
		chr8:108241401-108241500	11.4	Intergenic	3010033K07Rik	95.2	47.5
		chr19:5660901-5661000	17.5	exon	Sipa1	96.8	65.6
		chr15:84417201-84417300	14.8	exon	1810041L15Rik	90.9	57.6
		chr1:15892401-15892500	10.1	exon	Sbspon	96.2	49.3
		chr4:154087101-154087200	-11.6	intron	Trp73	97.3817838	52.5
		chr11:116991601-116991700	-19.2	Intergenic	Mgat5b	79.1751366	36.0
		chr11:101165501-101165600	-11.4	exon	Plekhh3	96.6450234	58.0
		chr11:116009901-116010000	-12.0	exon	Galk1	87.8266254	44.5
		chr16:43974001-43974100	-10.8	exon	Zdhhc23	97.1549415	51.4
	20FS	chr19:30539701-30539800	13.2	promoter-TSS	Ppp1r2-ps3	92.5	28.2
		chr16:11144101-11144200	15.7	intron	Txndc11	36.7	32.1
		chr7:44630401-44630500	13.1	intron	Myh14	45.2	32.8
		chrX:169983701-169983800	39.0	intron	G530011O06Rik	57.0	34.9
		chr15:80367001-80367100	10.1	intron	Cacna1i	96.7	62.4
		chr7:82771901-82772000	26.4	intron	4933406J10Rik	95.3	48.0
		chr16:89954801-89954900	16.3	intron	Tiam1	95.2	45.2
		chr3:62159001-62159100	12.0	Intergenic	Arhgef26	84.2	86.2
		chr3:62159401-62159500	10.6	Intergenic	Arhgef26	84.2	86.2
		chr8:108241501-108241600	11.6	Intergenic	3010033K07Rik	95.2	47.5
		chr19:5660901-5661000	18.9	exon	Sipa1	96.8	65.6
		chr15:84417201-84417300	17.9	exon	1810041L15Rik	90.9	57.6
		chr13:95763201-95763300	30.6	exon	F2rl2	97.6	56.8
		chr11:116009901-116010000	-14.5	exon	Galk1	87.8	44.5

Table S11 continued

		chr8:70392901-70393000	-10.3	exon	Comp	96.1	48.4
		chr5:115231401-115231500	-11.0	Intergenic	Pop5	95.4	53.6
		chr5:115231301-115231400	-12.7	Intergenic	Pop5	95.4	53.6
		chr5:113193901-113194000	-13.2	Intergenic	2900026A02Rik	97.0	45.5
		chr2:31495801-31495900	-11.6	intron	Gm5424	95.4	63.2
		chr5:117622301-117622400	-13.0	intron	Ksr2	96.1	62.9
		chr5:125612401-125612500	-15.0	intron	Tmem132b	95.3	59.2
		chr11:108940301-108940400	-15.8	intron	Axin2	96.7	59.7
		chr12:108259801-108259900	-12.8	intron	Ccdc85c	96.5	58.2
		chr1:36721601-36721700	-10.7	intron	4933424G06Rik	92.6	48.2
		chr8:84731601-84731700	-11.1	intron	Lyl1	87.7	42.8
		chr8:84722001-84722100	-13.8	intron	Lyl1	87.7	42.8
		chr8:108920001-108920100	-11.9	intron	Mir3108	96.5	49.3
		chr1:133068901-133069000	-10.6	intron	Pik3c2b	97.4	42.8
		chr5:113126501-113126600	-12.7	intron	2900026A02Rik	96.9	42.2
		chr5:113126601-113126700	-15.1	intron	2900026A02Rik	96.9	42.2
		chr15:55121401-55121500	-12.2	intron	Gm9920	92.6	37.5
		chr10:127653401-127653500	-12.8	intron	Stat6	86.0	30.3
		chr17:28023101-28023200	-17.0	intron	Tcp11	97.3	33.1
		chr17:63937801-63937900	-16.8	promoter-TSS	Fert2	96.3	33.4
		chr4:155740001-155740100	-11.3	TTS	Tmem240	72.8	47.6
		chr8:70331301-70331400	-11.8	TTS	Gdf1	89.3	53.1
		chr17:47867001-47867100	-16.2	TTS	Mdfi	79.5	37.5
Placenta	7FD	chr4:148952901-148953000	21.0	3' UTR	Pex14	74.0	29.7
		chr4:148953801-148953900	18.2	3' UTR	Pex14	74.0	29.7
		chr11:69560001-69560100	13.5	5' UTR	Efnb3	95.0	36.2
		chr15:81235701-81235800	16.3	5' UTR	Mchr1	96.8	44.2
		chr9:31349201-31349300	14.4	exon	Prdm10	96.7	31.4
		chr5:137315301-137315400	12.6	exon	Trip6	93.2	35.2
		chr10:7867601-7867700	15.0	exon	Mir5104	49.6	37.4
		chr10:7867501-7867600	12.4	exon	Mir5104	49.6	37.4
		chr8:121753501-121753600	11.0	exon	Jph3	89.1	39.1
		chr8:121753201-121753300	10.7	exon	Jph3	89.1	39.1
		chr11:101265401-101265500	14.1	exon	Wnk4	89.6	41.2
		chr5:110342201-110342300	10.5	exon	P2rx2	90.8	46.3
		chr11:116145701-116145800	14.6	exon	Mrpl38	97.2	46.3
		chr1:134987601-134987700	10.6	exon	Ube2t	95.6	53.4
		chr5:24414001-24414100	12.1	exon	Asic3	93.8	54.8
		chr10:127049701-127049800	12.0	exon	Cyp27b1	95.0	56.4
		chr4:130072801-130072900	10.0	exon	Col16a1	91.2	56.6
		chr2:162948501-162948600	10.7	exon	L3mbtl1	96.8	64.7
		chr19:5660901-5661000	17.4	exon	Sipa1	96.8	65.6
		chr19:5660801-5660900	11.5	exon	Sipa1	96.8	65.6
		chr5:114923401-114923500	10.8	exon	Oasl1	96.7	73.8
		chr6:54021401-54021500	17.7	Intergenic	Chn2	83.2	35.3
		chr2:44556901-44557000	20.2	Intergenic	Gtdc1	79.1	35.7
		chr2:44557001-44557100	11.6	Intergenic	Gtdc1	79.1	35.7
		chr11:116994801-116994900	13.4	Intergenic	Mgat5b	79.2	36.0
		chr13:65258901-65259000	10.7	Intergenic	Zfp369	51.0	37.8
		chr11:19475601-19475700	14.8	Intergenic	4933406G16Rik	93.6	51.3
		chr3:62159001-62159100	36.5	Intergenic	Arhgef26	84.2	86.2
		chr3:62159401-62159500	19.3	Intergenic	Arhgef26	84.2	86.2
		chr10:127620101-127620200	11.2	intron	Lrp1	75.6	32.9
		chr17:28013801-28013900	16.1	intron	Tcp11	97.3	33.1
		chr7:16858501-16858600	13.3	intron	Prkd2	96.2	36.3
		chr10:11449801-11449900	10.0	intron	Epm2a	94.5	39.6
		chr8:87938601-87938700	14.7	intron	Zfp423	93.5	41.2
		chr11:69399801-69399900	12.6	intron	Tmem88	96.2	44.8
		chr5:35763001-35763100	11.7	intron	Ablim2	88.8	46.1
		chr1:52009101-52009200	10.5	intron	Stat4	95.1	52.8
		chr4:148108001-148108100	13.4	intron	Agtrap	91.0	53.8
		chr5:111273701-111273800	11.8	intron	Pitpnb	95.8	62.4
		chr2:168553601-168553700	15.0	intron	Nfatc2	97.3	64.1
		chr3:93214101-93214200	10.4	intron	Flg2	57.8	71.6
		chr6:148355301-148355400	11.8	non-coding	Rps4l	94.6	32.8
		chr6:148355401-148355500	10.6	non-coding	Rps4l	94.6	32.8
		chr5:114806701-114806800	15.5	TTS	1500011B03Rik	96.6	57.4

Table S11 continued

		chr11:96712501-96712600	-13.9	intron	Snx11	95.6	65.6
		chr1:134997401-134997500	-10.9	intron	Ube2t	95.6	53.4
		chr2:20235701-20235800	-13.8	Intergenic	Etl4	30.0	33.7
		chr4:154341601-154341700	-14.5	exon	Arhgef16	94.2	56.3
		chr17:47877101-47877200	-10.1	exon	Mdfi	95.4	47.4
		chr1:34807101-34807200	-11.6	exon	Arhgef4	97.3	45.2
10FS	chr4:148952901-148953000	20.7	3' UTR	Pex14	74.0	29.7	
	chr4:148953801-148953900	12.3	3' UTR	Pex14	74.0	29.7	
	chr4:148952601-148952700	11.8	3' UTR	Pex14	74.0	29.7	
	chr4:133527901-133528000	10.9	5' UTR	1810019J16Rik	81.3	34.1	
	chr11:69560001-69560100	21.8	5' UTR	Efnb3	95.0	36.2	
	chr15:81235701-81235800	10.1	5' UTR	Mchr1	96.8	44.2	
	chr9:31349201-31349300	14.8	exon	Prdm10	96.7	31.4	
	chr4:148952201-148952300	15.4	exon	Pex14	74.0	29.7	
	chr4:148952501-148952600	11.8	exon	Pex14	74.0	29.7	
	chr4:148952101-148952200	10.3	exon	Pex14	74.0	29.7	
	chr19:5660901-5661000	17.1	exon	Sipa1	96.8	65.6	
	chr10:127049701-127049800	12.1	exon	Cyp27b1	95.0	56.4	
	chr13:21363801-21363900	11.8	exon	Zscan12	95.0	35.2	
	chr8:121753101-121753200	11.5	exon	Jph3	89.1	39.1	
	chr11:117873201-117873300	19.6	exon	Tha1	88.7	45.8	
	chr7:44864901-44865000	13.5	exon	Ptov1	95.9	60.4	
	chr11:116145901-116146000	15.4	exon	Mrpl38	97.2	46.3	
	chr10:18526901-18527000	10.4	exon	Hebp2	95.7	54.7	
	chr11:101265301-101265400	10.9	exon	Wnk4	89.6	41.2	
	chr7:30860701-30860800	10.2	exon	Ffar1	92.6	30.5	
	chr4:134569001-134569100	14.9	exon	Mir6403	96.7	57.2	
	chr6:54021401-54021500	14.1	Intergenic	Chn2	83.2	35.3	
	chr2:44556901-44557000	18.6	Intergenic	Gtdc1	79.1	35.7	
	chr2:44557001-44557100	17.8	Intergenic	Gtdc1	79.1	35.7	
	chr5:111571001-111571100	11.0	Intergenic	C130026L21Rik	90.6	49.4	
	chr1:86313701-86313800	10.8	Intergenic	B3gnt7	59.0	49.6	
	chr11:19475601-19475700	10.7	Intergenic	4933406G16Rik	93.6	51.3	
	chr12:12810101-12810200	11.4	Intergenic	Mycn	96.2	55.8	
	chr1:6441401-6441500	12.5	Intergenic	St18	94.9	63.2	
	chr3:62159001-62159100	28.4	Intergenic	Arhgef26	84.2	86.2	
	chr3:62159401-62159500	17.9	Intergenic	Arhgef26	84.2	86.2	
	chr2:168553601-168553700	13.6	intron	Nfatc2	97.3	64.1	
	chr12:108887301-108887400	11.3	intron	Wars	96.1	58.0	
	chr5:111273701-111273800	13.6	intron	Pitpnb	95.8	62.4	
	chr4:136426901-136427000	12.0	intron	Htr1d	96.7	60.2	
	chr5:74230201-74230300	17.4	intron	Rasl11b	95.7	53.5	
	chr8:108901501-108901600	13.9	intron	Mir3108	96.2	46.7	
	chr10:4709901-4710000	10.8	intron	Esr1	96.2	56.2	
	chr10:127620101-127620200	12.3	intron	Lrp1	75.6	32.9	
	chr5:125058001-125058100	10.7	intron	Fam101a	96.7	54.7	
	chr1:52009101-52009200	10.2	intron	Stat4	95.1	52.8	
	chr11:98721401-98721500	16.2	intron	Med24	91.1	41.5	
	chr3:67462601-67462700	11.2	intron	Lxn	96.4	48.9	
	chr11:117873101-117873200	25.2	intron	Tha1	88.7	45.8	
	chr8:87938601-87938700	12.7	intron	Zfp423	93.5	41.2	
	chr8:87938501-87938600	12.1	intron	Zfp423	93.5	41.2	
	chr10:75667701-75667800	12.8	intron	Susd2	95.2	28.7	
	chr11:119257201-119257300	12.9	intron	Gaa	78.5	43.9	
	chr11:119257301-119257400	12.4	intron	Gaa	78.5	43.9	
	chr5:124011001-124011100	10.6	intron	Mir7032	96.2	67.8	
	chr7:16858501-16858600	18.9	intron	Prkd2	96.2	36.3	
	chr10:127527501-127527600	12.1	intron	Shmt2	60.5	26.6	
	chr5:119687101-119687200	12.3	intron	Tbx3os2	86.2	38.9	
	chr5:119687301-119687400	11.9	intron	Tbx3os2	86.2	38.9	
	chr5:119626801-119626900	11.9	intron	Gm16063	96.0	37.3	
	chr11:85800001-85800100	17.9	intron	Bcas3os2	93.7	51.1	
	chr6:148355201-148355300	12.5	non-coding	Rps4l	94.6	32.8	
	chr10:127642901-127643000	10.2	promoter-TSS	Stat6	86.0	30.3	
	chr1:171287901-171288000	15.2	promoter-TSS	Usp21	69.5	33.5	
	chr19:30539601-30539700	27.7	promoter-TSS	Ppp1r2-ps3	92.5	28.2	
	chr19:30539701-30539800	33.1	promoter-TSS	Ppp1r2-ps3	92.5	28.2	

Table S11 continued

		chr1:171287801-171287900	19.0	TTS	Usp21	69.5	33.5
		chr5:114806601-114806700	12.9	TTS	1500011B03Rik	96.6	57.4
		chr11:96712501-96712600	-11.4	intron	Snx11	95.6203577	65.6
		chr4:136222801-136222900	-10.3	intron	Asap3	69.2940039	25.6
		chr17:3350001-3350100	-11.4	intron	Tiam2	96.15595	51.7
		chr13:45567501-45567600	-11.0	exon	Gmpr	97.0248411	49.0
		chr4:148953801-148953900	23.7	3' UTR	Pex14	74.0	29.7
		chr4:148952901-148953000	13.6	3' UTR	Pex14	74.0	29.7
		chr1:134987601-134987700	10.9	exon	Ube2t	95.6	53.4
		chr1:134987701-134987800	17.3	exon	Ube2t	95.6	53.4
20FS		chr2:162948501-162948600	11.7	exon	L3mbtl1	96.8	64.7
		chr4:148952401-148952500	10.7	exon	Pex14	74.0	29.7
		chr4:148952301-148952400	10.2	exon	Pex14	74.0	29.7
		chr4:148952501-148952600	10.0	exon	Pex14	74.0	29.7
		chr19:5660901-5661000	20.1	exon	Sipa1	96.8	65.6
		chr19:5660801-5660900	10.2	exon	Sipa1	96.8	65.6
		chr7:44629901-44630000	16.3	exon	Myh14	45.2	32.8
		chr10:127049701-127049800	14.0	exon	Cyp27b1	95.0	56.4
		chr8:121753201-121753300	11.7	exon	Jph3	89.1	39.1
		chr8:121753501-121753600	11.0	exon	Jph3	89.1	39.1
		chr2:145860701-145860800	10.2	exon	Naa20	89.6	40.4
		chr10:7867601-7867700	13.2	exon	Mir5104	49.6	37.4
		chr11:101265401-101265500	10.6	exon	Wnk4	89.6	41.2
		chr11:101265301-101265400	10.0	exon	Wnk4	89.6	41.2
		chr4:134569001-134569100	18.9	exon	Mir6403	96.7	57.2
		chr3:62159001-62159100	39.3	Intergenic	Arhgef26	84.2	86.2
		chr3:62159401-62159500	20.6	Intergenic	Arhgef26	84.2	86.2
		chr18:83062201-83062300	11.0	Intergenic	4930592I03Rik	84.2	63.2
		chr2:44556901-44557000	14.1	Intergenic	Gtdc1	79.1	35.7
		chr6:54021401-54021500	20.5	Intergenic	Chn2	83.2	35.3
		chr11:58960301-58960400	11.4	Intergenic	Trim17	56.0	33.3
		chr11:69399801-69399900	10.8	intron	Tmem88	96.2	44.8
		chr17:28013801-28013900	10.3	intron	Tcp11	97.3	33.1
		chr10:127620101-127620200	12.5	intron	Lrp1	75.6	32.9
		chr10:127620201-127620300	12.1	intron	Lrp1	75.6	32.9
		chr10:11449801-11449900	13.1	intron	Epm2a	94.5	39.6
		chr1:52009101-52009200	10.8	intron	Stat4	95.1	52.8
		chr5:24332101-24332200	13.4	intron	Kcnh2	82.8	44.1
		chr4:148108001-148108100	11.0	intron	Agtrap	91.0	53.8
		chr8:87938601-87938700	19.8	intron	Zfp423	93.5	41.2
		chr8:87938501-87938600	14.4	intron	Zfp423	93.5	41.2
		chr11:88402501-88402600	10.9	intron	Mir378b	79.6	37.2
		chr10:75667701-75667800	18.1	intron	Susd2	95.2	28.7
		chr6:116647901-116648000	10.7	intron	Mir7043	64.9	47.8
		chr7:16858501-16858600	18.8	intron	Prkd2	96.2	36.3
		chr7:16853601-16853700	10.8	intron	Prkd2	96.2	36.3
		chr17:63937901-63938000	21.0	promoter-TSS	Fert2	96.3	33.4
		chr7:60005101-60005200	10.3	promoter-TSS	Snurf	93.8	62.3
		chr19:30539701-30539800	36.4	promoter-TSS	Ppp1r2-ps3	92.5	28.2
		chr5:114806701-114806800	10.1	TTS	1500011B03Rik	96.6	57.4
		chr19:5756701-5756800	-10.87596	intron	Scyl1	64.4	34.9
		chr11:96712501-96712600	-11.663381	intron	Snx11	95.6	65.6
		chr17:26120801-26120900	-14.717965	intron	Mrpl28	96.4	65.8
		chr5:99613501-99613600	-10.970688	intron	A930011G23Rik	95.5	55.1
		chr1:134997401-134997500	-14.558143	intron	Ube2t	95.6	53.4
		chr6:128043701-128043800	-12.529061	intron	Tspan9	93.7	43.8
		chr2:20235701-20235800	-12.803134	Intergenic	Etl4	30.0	33.7
		chr9:119338101-119338200	-10.034581	exon	Myd88	66.7	34.5
		chr4:154341701-154341800	-12.870083	exon	Arhgef16	94.2	56.3
		chr1:34807101-34807200	-11.48459	exon	Arhgef4	97.3	45.2
		chr8:84701801-84701900	-10.958275	5' UTR	Lyl1	87.3	47.1

Supplementary Table S12: DAVID bioinformatics analysis showing the all enriched biological pathways for all genic DMTs in placenta and cortex localized to regions in previously published sequencing data with low methylation in sperm ($\leq 10\%$) but moderate to high methylation in germinal vesicle oocytes ($\geq 25\%$) and inner cell mass ($\geq 25\%$).

Tissue	Exposure	Term	Count	PValue	Benjamini
Cortex	7FD	Signal Transduction	3	0.060	9.91E-1
		GTPase mediated signal transduction	2	0.076	9.50E-1
	10FS	Neuronal Action Potential	2	0.019	7.70E-1
		Dorsal/ventral Axis of Specification	2	0.013	9.05E-1
	20FS	Regulation of Wnt Signalling Pathway	2	0.018	8.04E-1
		Signal Transduction	5	0.032	8.63E-1
		Neuronal Action Potential	2	0.033	7.86E-1
Placenta	7FD	Multicellular Organism Development	6	0.026	9.98E-1
		Transcription, DNA-templated	7	0.086	1.00E0
		Negative Regulation of Wnt Signalling Pathway	2	0.089	1.00E0
	10FS	Glycine Biosynthetic Process	10	0.008	9.06E-1
		Transcription, DNA-templated	2	0.010	7.73E-1
		Positive Regulation of Transcription, DNA-templated	10	0.027	9.32E-1
		Regulation of Transcription, DNA-templated	5	0.031	9.05E-1
		Intracellular Steroid Hormone Receptor Signalling Pathway	7	0.033	8.66E-1
		Signal Transduction	2	0.036	8.36E-1
		Positive Regulation of Calcium Ion Transport	2	0.058	9.21E-1
	20FS	Protein Phosphorylation	5	0.009	9.18E-1
		positive regulation of NF-kappaB transcription factor activity	3	0.011	7.82E-1
		cytokine-mediated signaling pathway	3	0.019	8.31E-1
		response to lipopolysaccharide	3	0.032	9.04E-1
		cell proliferation	3	0.040	9.00E-1

How the deposited data were processed for this re-analysis (not part of the article)

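DNA methylation was measured by RRBS in 45 libraries of E18.5 F2 embryos, 24 of placenta (6 each of Ctrl, 7FD, 10FS and 20FS) and 21 of frontal cortex (6 of Ctrl and 5 of each other diet). The authors trimmed reads with Trim Galore 0.3.3 and aligned them to mm10 with BSMAP, given as 2.74 with the samples, and made 1 table per library with a line for each CpG cytosine and strand. In these deposited tables the coverage is in counts of methylated and unmethylated calls, and the methylated and unmethylated shares are in percent of that coverage, given to 0.1 percent. No normalization and no coverage minimum had been applied to them. The number of methylated calls at a CpG was taken as the coverage times the percent, rounded to a whole number.

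Methylated and unmethylated calls of CpGs with at least 10 calls were summed into consecutive 100-bp tiles, with both strands of a CpG counted apart. A tile was tested where every embryo of both groups held at least 2 such CpGs. Each diet was compared with Ctrl in each tissue, 6 comparisons in all. The main test was a logistic regression of methylated against unmethylated calls with diet as its term and a likelihood ratio test, with Benjamini-Hochberg adjustment over the tiles tested. A DMT had an adjusted p under 0.01 and a difference of pooled levels over 10 percentage points. For the embryo as the unit, the same regression was fitted with a dispersion estimated per tile and not under 1, with an F test, and limma 3.58.1 was run on the log2 of methylated calls plus 1 over unmethylated calls plus 1. The pooled regression and the regression with a dispersion were tested on simulated calls with the real depth and the real spread between embryos, and limma on simulated normal values alone.

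Single tiles and library means were compared by exact permutation tests, two-sided, and shares by Fisher's exact test. Shares of DMTs are given with exact 95% intervals. Tiles more than 1000 bp from every gene with a curated RefSeq transcript were taken as intergenic. The annotation held gene spans, so exons and introns were not told apart, and a gene is named for a tile when the tile lies in it or when it is the nearest. Gene lists were tested against 10000 random lists of genes with as many tiles, and again matched on methylation level. They were the development and transcription genes of Table S8, the genes named in the paper's text, and lists written for imprinted genes, one-carbon metabolism, DNA and histone methylation enzymes, trophoblast, neural and other cell types and Wnt signalling.

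Tiles are named in the text by a rule. It takes the DMTs of each comparison whose embryos do not overlap between diet and Ctrl, the tiles at genes the paper names and the tiles of Table S11 with a change over 20 points. The paper's tables had been seen when this rule was written. Genes of the written lists are named for their largest change, and the largest DMTs, the tiles shared by all comparisons and the genes in which the tissues differ were chosen after their values were seen.

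Depth was 71358507 to 126390396 calls per library. A DMT with the median of 3095 calls per group in 7FD placenta has a counting error well under the threshold of 10 points. At DMTs, with median dispersions of 9.58 to 13.3, the spread between embryos, not the depth, set the precision of group means. Over all tested tiles the median dispersion was 1.16 to 1.91, where 1 is counting error alone, so depth counted for more there. The number of CpG lines per library was lowest in Ctrl dams, 1765874 in placenta and 1803434 in cortex.

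Placenta and cortex of a dam are taken as paired because the paper states that the tissues were matched, and the sample labels carry the dam. For dam FCD123A they carry different embryo numbers. Over the 21 pairs, the deviations of the placenta and of the cortex of a dam from their group means correlated with a median of 0.0495. Among the placentas of their diet, 5 of 21 cortices correlated best with the placenta of their own dam. Over the 6 Ctrl pairs alone the correlations were 0.0215 to 0.257 with a median of 0.176, and 1 of 6 cortices correlated best with the placenta of its own dam.

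The tests, the DMT definition and a first set of alternatives were fixed before the data were examined. These alternatives were at least 5 or 20 calls per CpG, at least 10 calls summed over the tile, at least 3 CpGs per tile, merged strands, CpGs above the 99.9th percentile of coverage left out, tiles covered in every sample of the tissue, the difference of embryo means, a difference over 15 points, both tests on embryos, autosomes only, leaving out Ctrl dams FCD101F and FCD123A, whose tables were the smallest of the series in both tissues, leaving out each embryo in turn, and the dam as a block for the comparison of tissues. Leaving out dams 20FS111E and 20FS120A or dam 10FS119B, the summed minimum together with the loss of both Ctrl dams, the summed minimum for the gene lists and the embryo tests, and the annotation with predicted genes were chosen after seeing the data. No library was left out of the main results. The pyrosequencing, LUMA and phenotype measurements of the paper were not analysed. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.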

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

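All tests of explanations in this part were chosen after the result was seen, except those on single cortex libraries, on shared control libraries and on differences between animals of the diets, and so were the counts over other splits of the samples. Values of single samples stand here because the gap between the lowest or highest embryo of a group and its neighbour was large for the range of the group, which chance gives in about 1 in 20 groups. It was found in 9 of 56 groups of library measures and 8 of 136 groups of tile levels.

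Cortex DMTs after 20FS were mostly lower than Ctrl, and the 20FS library of dam 20FS111E had a mean correlation with the others of 0.992206, under the rest of its group. Without the libraries of dams 20FS111E and 20FS120A, which hold a low share of methylated calls, 46.4815% of DMTs were lower, with an interval that includes 50, so these libraries may account for the direction. They were picked for low methylation, so a larger effect of 20FS on these embryos would give the same. Whether 20FS lowered methylation in every embryo cannot be told apart either, since the 46.4815% in the 3 other embryos rests on this choice. Whether the share of methylated calls sets the level at these tiles whatever the diet cannot be told apart in the 10 cortices of 7FD and 10FS, where Spearman's rho was 0.29697 with a permutation p of 0.407, Pearson's r was 0.706 with a permutation p of 0.0318 and r was 0.614 without 10FS119B and 10FS146C. The cortex of 10FS119B, with a share of 15.7%, held 38.1% at these tiles against 45.5 to 53.7% in the 9 others, which goes with this explanation but is 1 library, while Ctrl cortices FCD101F and FCD123A, with shares of 11.9 and 12.0%, held 52.5 and 63.0%, which goes against it, though Ctrl entered the choice of tiles. An effect of 20FS on all or some embryos of the group stays open as the biological explanation.

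Placental DMTs were mostly higher than Ctrl, and the Ctrl library of dam FCD101F had a mean correlation with the others of 0.96348 against 0.981 to 0.989 in its group. Without this library 63.4615% of DMTs after 7FD and 66.3194% after 20FS were still higher, which argues against it as the whole source of the direction there, while after 10FS the 55.7377% has an interval that includes 50 and its part cannot be told apart. Cells with cortex-like methylation in placentas of the diets are argued against, since the highest placenta lay 4.69014% of the way from placenta to cortex, where a rise of 10 points would need 10%. A change of methylation by the diets stays open. Embryos as replicates gave 0 DMTs with 1849, 2697 and 2357 tiles at an unadjusted p under 0.05, and limma gave 0 with 2811, 2347 and 2874.

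DMTs were shared by the diets and by both tissues, and Ctrl dams FCD101F and FCD123A stood apart at them. Without these dams 0, 0 and 3 of the 23 DMTs shared by both tissues, at most 13.0435%, stayed DMTs of both after 7FD, 10FS and 20FS. Leaving out 1 of them and another Ctrl dam left 6 to 15, and leaving out 2 other Ctrl dams 18 to 23. Every other pair left more, so the values are consistent with these dams, named in advance for their small files, as the source of most of the 23 shared DMTs. This is not limited to shared tiles. On the tiles of the fit with all dams, 24.1, 24.6 and 32.7% of all DMTs in placenta and 10.2, 19.0 and 47.0% in cortex stayed without them. Without 2 others the medians were 90.8 to 94.9%. Refitted over all tiles covered without these dams, 24.1, 24.9 and 32.7% stayed in placenta and 9.76, 19.0 and 46.6% in cortex. In a fit without these dams mostly other tiles were shared, 10, 9 and 17 after 7FD, 10FS and 20FS where 0.593, 0.565 and 2.24 would be by independence (Fisher's exact test, p of 5.68e-10, 7.07e-09 and 2.00e-10), and 6, 7 and 5 of them had the same direction in both tissues. The numbers by independence took no account of methylation level. Simulated unchanged groups shared up to 29 DMTs among the diets in placenta and 36 in cortex against 81 and 61 found, a bound set in advance against the shared control libraries as the cause, but that bound was wrong because simulated groups hold no library that stands apart. Permuted labels of the real libraries shared a median of 6.5 in placenta and 8 in cortex and at most 178 and 113, and 2 and 9 of 100 shared as many as found. With 2 separate Ctrl libraries for each diet, 0 of 90 splits of the Ctrl libraries shared as many, at most 50 and 39. The mean covariance between 7FD and 10FS, 7FD and 20FS, and 10FS and 20FS then fell from 3.30, 3.56 and 3.26 to 0.909, 1.28 and 0.904 in placenta, with SDs over splits of 1.31 to 1.39, and from 1.65, 1.59 and 2.19 to 0.121, 0.0601 and 0.659 in cortex, with SDs of 0.641 to 0.717. This fall goes with the shared control libraries, while permuted labels keep them shared and seldom reached the placental number, and 2 libraries per comparison lower the number by themselves, so their part cannot be told apart. Differences between animals were read at tiles that were DMTs of both tissues after any diet with calls summed over the tile. Over the 15 dams of the diets, placenta and cortex did not deviate together at 97 of them. The median correlation was -0.064714 (one-sided permutation p of 0.789), which for these tiles argues against differences between animals of the diets as the source. Over the 6 Ctrl dams they did, with a median of 0.616702 (one-sided exact permutation p of 0.0417), and without FCD101F and FCD123A the median was 0.0127. These tiles were called DMTs against the same Ctrl embryos in both tissues. Their choice thus favours Ctrl tissues that deviate together, and this p is no independent evidence. With the cortices of FCD101F and FCD123A swapped the median was 0.659, so dam by dam it was no closer. Beyond the choice of tiles, whether differences between Ctrl animals or something their libraries have in common lie behind this correlation cannot be told apart. Relatedness or a sequence variant in these dams, and an effect of the diets on the tiles shared without them, stay open and were not tested.

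Pooled DMT counts were as large in other splits of the embryos, so chance could not be excluded. Of 100 splits out of 462 for each comparison, the real one included, 32, 44 and 14 gave as many DMTs in placenta as the 257, 305 and 343 found after 7FD, 10FS and 20FS, with highest other counts of 773, 925 and 575. In cortex 55, 69 and 21 gave as many as the 246, 258 and 532 found, with highest others of 540, 624 and 955. The highest of these counts were 3.01 and 3.03 times the real ones in 7FD and 10FS placenta, which points to a structure of the samples other than diet, and 1.68 to 2.42 times in the other comparisons. With embryos as replicates the real counts were 0, which any split reaches, so the 100 of 100 splits in each comparison decide nothing. Their highest others were 0, 0 and 1 in placenta and 0, 0 and 0 in cortex.

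The tissues of Ctrl embryos differed in 14486 tiles, a signal the paper shows only as clustering. For this difference chance could be excluded, since 1 of 100 splits, the real one, gave as many, and the highest other was 0. In a separate set, the 31 other splits that part the tissues of every dam gave 0 as well.

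The lowest mean methylation of its group was found in the 7FD placenta of dam 7FD108A with 21.3909%, the 10FS placenta of dam 10FS128F with 21.245% and the 10FS cortex of dam 10FS119B with 27.7171%. The cortex of Ctrl dam FCD123A had the lowest tissue index of its group, 96.1779%, and the lowest mean correlation with the other Ctrl cortices, 0.990524. For the 10FS cortex of dam 10FS119B this correlation was 0.993746. The 10FS cortex of dam 10FS127C held the fewest CpG lines of its group, 2348184.

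At Igsf21, the 7FD placenta of dam 7FD106AC was highest at 76.1905% and the Ctrl placenta of dam FCD101F lowest at 38.5461%. The Btbd11 tile of the 10FS placenta of dam 10FS127C was highest at 53.1746%, and the Gfm1 tile of the Ctrl placenta of dam FCD101F was lowest at 28.2051%. In cortex, the Adgrb3 tile of Ctrl dam FCD103F was lowest at 67.6399%, the Gse1 tile of Ctrl dam FCD123A at 28.5714%, the Map1lc3b tile of dam 10FS119B at 32.2148% and the Mid1 tile of dam 20FS105A at 47.1154%.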

How the results depend on the processing

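Dams carry the names of the sample titles. Leaving out dams 20FS111E and 20FS120A together, dam 10FS119B, the summed minimum without both Ctrl dams, and imprinted genes counted once where they share a tile, were chosen after the data were seen. Of 949 alternative values, 689 kept their direction and their side of the threshold or count, 60 were weaker, 1 stronger, 188 moved and 11 reversed, and the cause was not tested. Intergenic shares, DMTs with embryos as replicates, clustering by tissue and grouping by diet kept theirs under every alternative counted here, but against tiles matched in methylation level the intergenic share passed an adjusted p of 0.05 in 20FS cortex alone. Of 141 alternatives for single named tiles, 80 kept their call, 55 lost it and 6 reversed. Depth limits the tiles tested more than the precision of a tile. With the dam as a block for pairing the tissues, 14341 tiles differed between them in place of 14486, and at least 20 calls per CpG left 6607. Values below are for 7FD, 10FS and 20FS in this order.

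With at least 10 calls summed over the tile, DMTs were 795, 1045 and 1049 in placenta and 378, 435 and 945 in cortex, of which 60.4598% were higher in 10FS and 30.2646% in 20FS cortex. Both tissues shared 47, 60 and 74, all diets 229 in placenta and 1.1e+02 in cortex, and Table S11 DMTs were 42, 55, 48, 18, 18 and 34. With this minimum and without Ctrl dams FCD101F and FCD123A, DMTs were 1884, 1859 and 3042 in placenta and 961 in 20FS cortex, and the higher share was 85.0318% in 7FD and 88.593% in 20FS placenta and 53.9326, 39.5018 and 16.5453% in cortex. Without these dams alone, placental DMTs were 1115, 1027 and 1846, with 88.5202, 83.5443 and 92.8494% higher, and cortical shares 52.439, 38.342 and 12.1255%. Tissues then shared 10 after 7FD and 9 after 10FS, diets 195 in placenta and 19 in cortex, and Table S11 DMTs were 3, 6 and 5 in placenta and 1 and 3 in 7FD and 10FS cortex. Tiles tested in all diets rose from 38875 to 120543 in placenta and from 78856 to 134846 in cortex. Reversed without them were Ckb in 20FS cortex at -1.26112 points, Hoxa10 from 52233301 at -0.589219 and -1.56026 points after 7FD and 10FS, and Olfr136 in cortex at -2.91754, -2.90674 and -4.3534 points.

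With at least 20 calls per CpG, DMTs were 108, 133 and 166 in placenta and 1.5e+02, 157 and 344 in cortex, 68.0723% higher in 20FS placenta and 69.1781% in 7FD cortex, 14 shared by the tissues after 7FD and 14 after 20FS, 38 by the diets in placenta, Table S11 DMTs were 3, 6, 2, 0, 5 and 9, and the Sez6l CpG reversed at 0.686776 points. With at least 5 calls, placental DMTs were 479, 580 and 595, 41 were shared by the tissues after 20FS and 129 by the diets in placenta, and Table S11 DMTs were 22, 24 and 20 in placenta and 8 in 7FD cortex. At least 3 CpGs per tile gave 144, 178, 204, 149, 152 and 318 DMTs, 20.7547% higher in 20FS cortex. By the difference of embryo means, DMTs after 7FD in placenta were 440, shares higher 79.4055% in 20FS placenta and 35.8974 and 19.9552% in 10FS and 20FS cortex, and Table S11 DMTs 9 in 10FS placenta and 2 and 11 in 10FS and 20FS cortex. Over 15 points there were 59, 64, 85, 54, 61 and 144 DMTs, 66.1017 and 61.1765% higher in 7FD and 20FS placenta and 62.2951% in 10FS cortex, 5, 3 and 2 shared by the tissues and 28 and 13 by the diets. With a dispersion per tile and by limma all of these counts were 0. Without dam 10FS119B 75.7009% were higher in 10FS cortex, and without dams 20FS111E and 20FS120A 53.5185% in 20FS cortex, which reversed the direction. The imprinted list in 7FD placenta reversed with 6 genes under the summed minimum.

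Leaving out 1 embryo at a time, placental DMTs ranged from 208 (without FCD101F) to 456 (without 7FD108A), 244 (FCD101F) to 493 (FCD103F) and 288 (FCD101F) to 524 (FCD103F), and their higher share from 63.4615 to 86.0927%, 55.7377 to 87.9213% and 66.3194 to 82.7014%, lowest without FCD101F and highest without FCD123A. Without FCD103F, FCD122E and 7FD125E they were 423, 408 and 386 after 7FD, and without 10FS128F 471 after 10FS. Cortical DMTs ranged from 91 (FCD123A) to 414 (FCD103F), 92 (FCD123A) to 400 (FCD133G) and 358 (FCD123A) to 825 (20FS146A), and their higher share from 66.9725% (FCD133G) to 80.6763% (FCD103F), 36.3636% (10FS127C) to 75.7009% (10FS119B) and 17.0391% (FCD123A) to 37.1773% (FCD103F). In 10FS cortex they were 394 without FCD103F and 396 without 10FS127C. Table S11 DMTs ranged from 4 to 10, 8 to 16 and 4 to 14 in placenta and 2 to 6, 4 to 11 and 12 to 20 in cortex. The mean methylation difference of 10FS cortex ranged from -0.174228 to 0.145859 points, positive without 10FS119B and, at 0.00638491, without FCD103F.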

Differences from the paper's values

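Values of the paper are named as the paper's, and alternatives named here were set before the data were examined unless said otherwise. The thresholds are those the paper states, an adjusted p under 0.01 and a difference over 10 points, while the paper's minimum of 10 calls is applied here to each CpG.

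In placenta the paper's DMTs after 7FD, 10FS and 20FS were 907, 1163 and 1116, and 257, 305 and 343 were found. With at least 10 calls summed over the tile they came within 1.5 times of the paper's, at 795, 1045 and 1049, and without Ctrl dams FCD101F and FCD123A so did 7FD and 10FS, at 1115 and 1027, but not 20FS at 1846. No other alternative did. In cortex the paper's DMTs were 421, 481 and 926, and 246, 258 and 532 were found. The summed minimum gave 378, 435 and 945, and at least 5 calls per CpG gave 305, 325 and 751, all within 1.5 times. So did leaving out single embryos. For 7FD these were 7FD114B and FCD103F, FCD122E, FCD127A and FCD133G. For 10FS they were 10FS119B and 10FS127C and the same 4 Ctrl dams, and for 20FS they were 20FS105A, 20FS121B and 20FS146A and FCD127A and FCD133G. With Ctrl dams FCD101F and FCD123A left out, 20FS cortex gave 701. The other alternatives set before did not come within 1.5 times. The summed minimum without both Ctrl dams, chosen after the data were seen, gave 961 in 20FS cortex, within 1.5 times, while 18 of the 37 listed oocyte-methylated tiles of the paper there were no DMTs in it, and in the other comparisons it was not within 1.5 times.

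For changes of 15 to 20 points the paper's placental values are 184, 191 and 202 against 41, 48 and 52 found, and its cortical values 75, 107 and 218 against 42, 48 and 109. The summed minimum gave 152, 184 and 209 in placenta and 91 after 7FD, 23.2% of 435 DMTs after 10FS and 230 after 20FS in cortex, all within 1.5 times. Without Ctrl dams FCD101F and FCD123A this held for 7FD placenta at 128 and 20FS placenta at 236, and with at least 5 calls per CpG for cortex at 63, 78 and 172. In cortex some settings with an embryo left out did as well. These were 7FD112C and FCD101F, FCD103F, FCD122E, FCD127A and FCD133G for 7FD, 10FS127C and FCD101F, FCD103F, FCD122E and FCD127A for 10FS, and 20FS146A and FCD133G for 20FS. For changes over 20 points the paper's values are 56, 56 and 96 in placenta against 18, 16 and 33, and 35, 51 and 64 in cortex against 12, 13 and 35. The summed minimum gave 54 and 55 after 7FD and 10FS and 9.91% of 1049 DMTs after 20FS in placenta and 40, 54 and 90 in cortex, all within 1.5 times. Leaving out 7FD125E or FCD103F in 7FD placenta gave 38 and 39, leaving out FCD103F or FCD127A in 7FD cortex 25 and 26, and in 20FS cortex at least 5 calls per CpG gave 56 and merged strands 43. In 20FS cortex this also held without 20FS121B or 20FS146A and without FCD101F, FCD122E, FCD127A or FCD133G. The remaining alternatives set before did not close these gaps. The summed minimum without both Ctrl dams, chosen after the data were seen, came within 1.5 times for 15 to 20 points in 7FD and 20FS cortex, at 71 and 214, and for over 20 points in 7FD and 10FS placenta, at 78 and 65, and in 10FS and 20FS cortex, at 55 and 93. Of the listed oocyte-methylated tiles 42, 53 and 48 were no DMTs in it in placenta and 14, 18 and 18 in cortex.

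For intergenic tiles the paper's averages are 35244 in placenta and 35346 in cortex, and 7798.67 and 16921.3 were found. These are unlike quantities, since the paper averages the sequenced tiles over samples while the counts here are tiles covered in every embryo of both groups and over 1000 bp from curated genes. Counted in each library and averaged, chosen after the data were seen, there were 60101.3 in placenta and 52864 in cortex, the latter within 1.5 times. For tiles covered in every embryo, without Ctrl dams FCD101F and FCD123A these were 39005.7 and 37241.0, and in cortex the summed minimum gave 29999.7 and at least 5 calls per CpG 23962.7, all within 1.5 times, while the other alternatives were not. The paper's DMTs shared by placenta and cortex are 46, 55 and 71, which its text calls genic while Table S9 lists as many with intergenic ones among them, and 23 of any location were found after each diet. Those of the same direction are 45, 49 and 51 in the paper against 23, 21 and 20. With the summed minimum 47, 60 and 74 were shared and 46, 54 and 55 had the same direction, all within 1.5 times, as were 31 shared after 7FD with at least 5 calls per CpG, while the other alternatives were not. For shared DMTs of the same direction and over 20 points after 20FS the paper's value is 15 against 8, the summed minimum gave 15 and no other alternative came within 1.5 times. The paper's lowest share of cortex DMTs found in placenta is 7%, against 4.32%, and 7.83% with the summed minimum and 5.46% with at least 5 calls per CpG were within 1.5 times, while the others were not. The 4.32% is over all 532 cortex DMTs of 20FS, of which 212 could be tested in placenta.

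For the listed oocyte-methylated tiles the paper's DMTs are 50, 67 and 55 in placenta and 19, 22 and 37 in cortex, against 8, 15 and 9 and 4, 9 and 19. The summed minimum gave 42, 55 and 48 and 18, 18 and 34, and no other alternative came within 1.5 times.

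In direction, the paper describes most cortical DMTs of 10FS as hypermethylated, and the share found was 53.9% with an interval from 47.6 to 60.1. The summed minimum gave 60.4598% (55.7 to 65.1), close to the paper's 60.2%. The paper states that the majority of DMTs were intergenic, while 41.2, 41.3 and 42.6% were in placenta and 38.2, 39.5 and 39.8% in cortex. Arhgef26 and Rab11fip3, which the paper names as affected in both tissues, were DMTs here only with the summed minimum, as were Alx3, Tbx1, Plagl1 and L3mbtl1. Map1lc3b, Ckb, Olfr136, Wars, Snurf and Peg13 were DMTs with the minimum at each CpG in the direction the paper gives, and Angpt2 and Hoxa10, for which it gives none, were DMTs as well. Mir153, which it names as well, had 0 tested tiles within 1000 bp and no DMT in either setting. The paper lists it at 14.09 and 23.15 points after 7FD and 10.95 and 34.38 after 20FS, and a Ptprn2 tile on chr12 from 117202401, shared with the summed minimum, differed by 14.6 and 23.9 after 7FD and 11.3 and 35.6 after 20FS.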

Other observations

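Tests on gene lists under the summed minimum were chosen after the data were seen, and the lists and the tissue comparison by limma were fixed earlier. Between the tissues of 6 Ctrl embryos, 14486 of 49596 tiles differed, 10297 higher in cortex and 4189 higher in placenta, and 1749 by more than 40 points. Pax6, Foxg1 and Gad1, genes of cortical development, held 0.974, 0.211 and 0.250% in cortex against 55.7, 28.4 and 47.5% in placenta, while Bcl11b, a gene of deep-layer neurons, held 96.8 against 26.0%. The trophoblast gene Ets2 held 86.7% in cortex against 45.0% in placenta, and Gata2 3.18 against 46.5%. Peg10, an imprinted gene needed for placenta formation, held 96.4 against 68.7%, the water channel gene Aqp4 4.80 against 58.7%, and Axin2 5.80 against 71.8%. Of 29 measured neural genes, 3 held tiles higher in cortex alone, 15 in placenta alone, 4 both kinds and 7 none. For 21 trophoblast genes these were 4, 4, 2 and 11, for 24 imprinted genes 3, 4, 0 and 17, for 31 one-carbon genes 5, 2, 0 and 24, for 29 methylation enzymes 5, 3, 0 and 21, for 15 genes of other cell types 4, 5, 1 and 5, and for 51 Wnt genes 10, 15, 5 and 21. For development genes of Table S8 they were 2, 12, 7 and 3 of 24, for transcription genes 2, 7, 10 and 3 of 22, and for genes of the paper's text 1, 5, 0 and 3 of 9. The difference between the effects of a diet in both tissues on mean methylation was not significant, with adjusted permutation p of 0.454, 0.448 and 0.274.

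Pooled DMTs in the other lists were few. Neural genes held them in 2, 3 and 4 of 29 genes in placenta after 7FD, 10FS and 20FS, among them Foxg1 at 15.7% after 20FS against 26.4%, and in 1 of 29, 1 of 30 and 3 of 30 in cortex. Wnt genes held them in 2 of 50, 3 of 52 and 3 of 52 in placenta and in 1 of 56 each in cortex. Of 21 trophoblast genes, Ets2 was a placental DMT after 20FS, with 56.8 against 44.6%. In 10FS and 20FS cortex 1 of 21 trophoblast genes was a DMT, and none in 7FD cortex or in 7FD and 10FS placenta. Of one-carbon genes, Mthfr was a DMT in 20FS cortex, 1 of 33 measured, and none was elsewhere. Of methylation enzymes, Dnmt3a was a DMT after 10FS and 20FS, 1 of 30 and 1 of 29 measured in placenta, and 0 of 33 were in cortex. Of genes of other cell types, Hoxa10 was a DMT in 20FS placenta, 1 of 16, and none was elsewhere. No list of these passed an adjusted p of 0.05. Genes of the paper's text held them in 2, 3 and 4 of 9 in placenta, with adjusted p of 0.0392, 0.00825 and 0.00120, and in 3 of 13, 3 of 13 and 2 of 12 in cortex, with 0.00686, 0.00900 and 0.177. The paper names these genes for their DMTs in the same samples, so this is no independent evidence, and with genes matched in mean methylation the p after 7FD in placenta was 0.120. Over the lists and comparisons, 13 of 60 tests had an adjusted p under 0.05, and 9 when genes were drawn to match in tiles and mean methylation. Of the 13, all but those of the imprinted list in cortex were of lists the study drew from DMTs of the same samples. Some genes of the imprinted list are also listed by the paper for DMTs in these samples. With embryos as replicates every list held 0, adjusted over the list alone.

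At the Peg3 imprinted region, 1 tile held 48.0 ± 12.0% in placenta after 7FD, 49.3 ± 5.92% after 10FS and 43.6 ± 5.80% after 20FS against 49.2 ± 10.4% in Ctrl (n = 6 each). At the Kcnq1ot1 region, 2 tiles held 22.4 ± 15.5% after 7FD, 17.7 ± 16.8% after 10FS and 23.9 ± 16.8% after 20FS against 17.1 ± 19.8% in Ctrl in placenta (n = 6 each), and 5.50 ± 2.08, 4.33 ± 6.39 and 3.55 ± 3.61% (n = 5 each) against 4.54 ± 6.38% (n = 6) in cortex, under the level near 50% of the Peg3 tile. Over these 9 comparisons the adjusted p was 0.985 each (exact permutation test, two-sided). By pyrosequencing, the paper found averages near 50% at all of its imprinted regions, Kcnq1ot1 among them. The 2 Kcnq1ot1 tiles may therefore not report on that region. These regions were read with calls summed over the tile. At H19, Snrpn and Mest, which were also looked for, no tile met the coverage minimum in every library of a tissue. With the minimum at each CpG and only the embryos of a comparison, both Snrpn and Snurf held a DMT of the pooled test. By pyrosequencing, the paper saw no difference between diets at Snrpn.

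At 14 tiles that were DMTs in all 6 comparisons under the summed minimum, both Ctrl dams FCD101F and FCD123A lay outside the other 4 Ctrl embryos in 12 tiles in placenta and 14 in cortex, and outside all other embryos in 10 and 12. Tiles on both strands gave another view of the noise of pooled calls. Of 46, 68 and 62 placental tiles called on the forward strand, 9, 18 and 11 were also called on the reverse strand and 36, 53 and 50 had the same sign there. In cortex 60, 78 and 118 were called on the forward strand, 10, 23 and 42 also on the reverse strand, and 45, 64 and 85.6% of the 118 had the same sign.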
